# scRNA-seq in medulloblastoma shows cellular heterogeneity and lineage expansion support resistance to SHH inhibitor therapy

**DOI:** 10.1038/s41467-019-13657-6

**Published:** 2019-12-20

**Authors:** Jennifer Karin Ocasio, Benjamin Babcock, Daniel Malawsky, Seth J. Weir, Lipin Loo, Jeremy M. Simon, Mark J. Zylka, Duhyeong Hwang, Taylor Dismuke, Marina Sokolsky, Elias P. Rosen, Rajeev Vibhakar, Jiao Zhang, Olivier Saulnier, Maria Vladoiu, Ibrahim El-Hamamy, Lincoln D. Stein, Michael D. Taylor, Kyle S. Smith, Paul A. Northcott, Alejandro Colaneri, Kirk Wilhelmsen, Timothy R. Gershon

**Keywords:** Cancer genomics, Cancer therapy, CNS cancer

## Abstract

Targeting oncogenic pathways holds promise for brain tumor treatment, but inhibition of Sonic Hedgehog (SHH) signaling has failed in SHH-driven medulloblastoma. Cellular diversity within tumors and reduced lineage commitment can undermine targeted therapy by increasing the probability of treatment-resistant populations. Using single-cell RNA-seq and lineage tracing, we analyzed cellular diversity in medulloblastomas in transgenic, medulloblastoma-prone mice, and responses to the SHH-pathway inhibitor vismodegib. In untreated tumors, we find expected stromal cells and tumor-derived cells showing either a spectrum of neural progenitor-differentiation states or glial and stem cell markers. Vismodegib reduces the proliferative population and increases differentiation. However, specific cell types in vismodegib-treated tumors remain proliferative, showing either persistent SHH-pathway activation or stem cell characteristics. Our data show that even in tumors with a single pathway-activating mutation, diverse mechanisms drive tumor growth. This diversity confers early resistance to targeted inhibitor therapy, demonstrating the need to target multiple pathways simultaneously.

## Abstract (web summary)

Although the hedgehog (HH) pathway is known to be deregulated in medulloblastoma, inhibitors of the pathway have shown disappointing clinical benefit. Using single-cell sequencing in a mouse model of the disease, the authors show that the response to the HH pathway inhibitor vismodegib is cell-type specific.

## Introduction

Therapies that target tumor-initiating oncogenes have been highly effective for a small number of cancers including chronic myelogenous leukemia^1–3^ and basal cell carcinoma^4^, but have not been as broadly effective as hoped. Cellular diversity within tumors may critically limit the efficacy of targeted therapies. Cell-to-cell variability within tumors is readily studied using single-cell transcriptomic analysis^5–10^, and prior studies suggest ways that diversity may contribute to treatment failure. For example, single-cell analysis of glioblastomas has shown that tumors contain subpopulations with diverse receptor tyrosine kinase (RTK) mutations, suggesting that no single RTK inhibitor would be likely to inhibit all tumor cells^11^. High-throughput single-cell transcriptomic analysis of Sonic Hedgehog (SHH)-driven medulloblastomas before and after initiation of SHH inhibitor may determine whether intra-tumor heterogeneity contributes to the process of therapeutic failure.

Medulloblastoma is among the most frequent malignant brain tumors in children^12^. Thirty percent of medulloblastomas show hyperactivation of the SHH signaling pathway^13,14^, which also drives the normal proliferation of cerebellar granule neuron progenitors (CGNPs) during cerebellar development^15–17^. Activating SHH-pathway mutations in CGNPs cause medulloblastomas in genetically engineered mice, identifying CGNPs as the cell of origin for SHH-driven medulloblastoma and providing a primary animal model of the human disease^18–21^.

Small-molecule inhibitors of SHH signaling have been investigated as potential therapies for SHH-driven cancers^22^. The Smoothened (SMO) inhibitor vismodegib, which disrupts a membrane-bound component of the SHH, has been shown to be effective for basal cell carcinoma and is FDA-approved for this purpose^23^. However, while vismodegib can induce initial responses in SHH-driven medulloblastoma, the long-term efficacy of vismodegib has been limited by the emergence of resistance during therapy^24–26^. Here, we use medulloblastomas that form in transgenic, *Smo*-mutant mice to study the early effects of vismodegib on cellular diversity in SHH-driven tumors and to determine if this diversity may contribute treatment failure.

## Results

### Vismodegib transiently slows medulloblastoma growth in mice

We generated medulloblastoma-bearing mice by breeding the transgenic *SmoM2* mouse line, which harbors a mutant, constitutively active allele of *Smo*, preceded by a *LoxP-STOP-LoxP* sequence^27^ with *Math1-Cre* mice, that express Cre recombinase in CGNPs, driven by the *Atoh1* (aka *Math1*) promoter^28–30^. The resulting *Math1-Cre/SmoM2* (*M-Smo*) mice developed medulloblastoma with 100% frequency by postnatal day 12 (P12). We administered either vismodegib or vehicle to medulloblastoma-bearing P12 *M-Smo* mice, daily from P12 to P15, and then every other day until symptomatic progression. Initially, vismodegib induced transient tumor regression, with reduced expression of phosphorylated RB (pRB; Fig. 1a, b). However, by 2 weeks on treatment, the fraction of pRB^+^ cells stopped declining and began to rise (Fig. 1b), and prolonged treatment did not significantly increase *M-Smo* mouse survival (Fig. 1c). For longitudinal measurement of pharmacodynamic response, we administered vismodegib to another medulloblastoma-prone genotype, *hGFAP-Cre/SmoM2/Gli-luc*, that carries a synthetic, SHH-sensitive luciferase reporter construct (*G-Smo/Gli-luc;* Fig. 1d). Luciferase imaging showed that the first dose of vismodegib decreased SHH activation, but that SHH activity progressively increased by the third day of treatment, (Fig. 1e, e′). Prior studies have associated vismodegib failure with tumor stem cells, defined by SOX2 expression, lineage tracing and transplantation experiments^31^. To gain further information on how cellular diversity contributes to resistance, we subjected tumors from *M-Smo* mice high-throughput, single-cell transcriptomic analysis, and compared tumors in the early stages of vismodegib therapy to vehicle-treated controls.

**Fig. 1:**
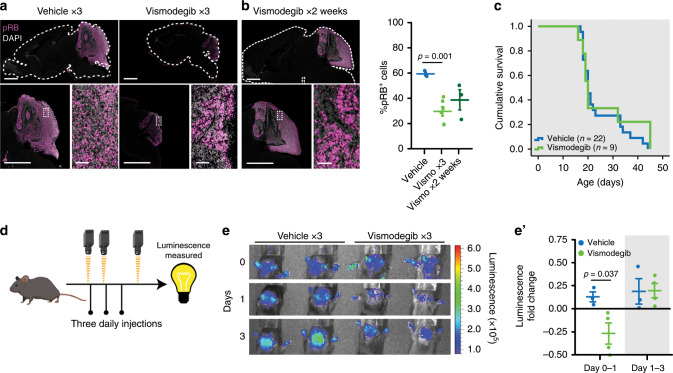
Vismodegib induces initial tumor response followed by rapid recurrence. **a**, **b** Medulloblastoma in sagittal hindbrain sections stained for pRB, from representative **a** P15 *M-Smo* mice, treated with three daily doses of vehicle or vismodegib, or **b** P25 M-Smo mice treated for 2 weeks with vismodegib, and quantification of pRB^+^ fraction in the indicated groups. **c** Kaplan–Meier curve comparing survival of *M-Smo* mice treated with vismodegib or vehicle. **d** Schematic showing the timing of luciferase imaging and vismodegib administration. **e** Luciferase signal driven by *Gli-luc* at indicated times. **e′** Luminescence fold change over the indicated intervals in replicate vismodegib-treated and control mice. Each dot represents the value for a specific replicate animal. Horizontal lines indicate the means, and error bars indicate SEM. *p* Values determined by two-sided Student’s *t*-test. Scale bars = 2 mm, except in insets, where scale bars = 50 µm.

### Drop-seq analysis identifies stromal and tumor cells

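The data behind the comparison of vehicle with vismodegib are UMI counts from Drop-seq of 10 medulloblastomas of M-Smo mice, 5 treated with vehicle and 5 with vismodegib. M-Smo mice express SmoM2, a constitutively active form of SMO fused to Yfp, in the Math1-Cre lineage, which includes the cerebellar granule neuron progenitors (CGNPs), and vismodegib is a SMO inhibitor. The mice received 3 daily doses of vehicle or of 75 mg per kg vismodegib, and tumors were taken at day 15 after birth. In Drop-seq, each cell is captured in a droplet with a bead that carries a cell barcode and unique molecular identifiers (UMIs), so that each UMI stands for 1 captured mRNA molecule. The authors aligned the reads with Drop-seq Tools and STAR to the mouse genome with the Cre and SmoM2/EYFP transgene sequences added, after selecting mouse barcodes against a spike-in of human cells, and deposited for each tumor a table of UMI counts per gene and barcode. The counts are not normalized and include barcodes that fail the authors' quality criteria. The version of their gene annotation is not given in the sources used here. The tables held between 4307404 and 17708677 UMIs per vehicle-treated tumor (median 5502432) and between 2601001 and 10922460 UMIs per vismodegib-treated tumor (median 4091394). The cells that passed the criteria held a median of between 1142 and 2597 UMIs per vehicle-treated tumor and between 1184 and 2368 UMIs per vismodegib-treated tumor.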

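Cells of both treatments were clustered together after the paper's methods, with 948 variable genes, 7 principal components of z above 2, and Louvain clustering of the shared nearest neighbor graph at a resolution of 0.8, taking the best of 10 starts. Because the genes whose expression is reported here should not also define the clusters, 49 of them, the transgenes included, were left out of this step. Each of the resulting 15 clusters was named from marker lists fixed in advance, while the rule that turns the markers into a name was settled after the clusters had been seen. The CGNP-like clusters were named by stage rather than by position in a dendrogram, as Node A-like (S to M phase), Node B-like (G1 to early S phase), Node C-like (differentiating) and Node D-like (late differentiation). The same classes describe the vehicle-treated tumors alone. A class is a set of clusters, and differences from the paper's nodes may come from these rebuilt names. Counts of a class were summed per tumor and are given as CPM, the UMIs of a gene scaled to a common total of UMIs. The tumor, not the cell, is the replicate in every test between treatments, groups or classes. Exact chances and intervals stated for counts of cells rest on cells. With 5 tumors against 5, the smallest p of a 2-sided exact permutation test is 0.00794.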

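A search over other ways of dividing the 10 tumors found 1 division that does not follow the treatment. Vehicle replicates 1 and 3 and vismodegib replicates 1, 2 and 3 form set 1, and vehicle replicates 2, 4 and 5 and vismodegib replicates 4 and 5 form set 2. With treatment in the model, 2638 of 13508 genes differed between the sets in CGNP-like cells (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 1033 of them were higher in set 2. Of these genes, 1002 could be tested in astrocyte-like cells, where 915 went the same way (91.3%), and 725 in microglia-like cells, where 599 did (82.6%). In these smaller classes 2 of 4173 and 0 of 3335 tested genes were themselves called between the sets. Free RNA from CGNP-like cells in the droplets of these classes could give the same directions and was not tested here. The shared directions therefore do not show that the sets differ in every class. The labels name no batch. The serial numbers in the labels are lower in set 1 than in set 2 for all tumors but vehicle replicate 2, and an effect of the order of processing was not tested. The sets are treated as a technical batch, and the comparisons of shares, ratios, correlations and positions between the treatments were also made within the sets, with an exact permutation of the treatment within each set (100 assignments, smallest p 0.01). This division was found after the data were seen.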

We treated two groups of five P12 *M-Smo* mice with three daily doses of either vismodegib or vehicle, then harvested tumors from all ten mice at P15. Tumors were dissociated and using the Drop-seq protocol V3.1 (ref. ^32^), individual cells co-encapsulated in a microfluidics chamber with primer-coated beads, allowing mRNAs to be tagged with cell-specific bar codes and then amplified for library construction. After sequencing, transcript identities were determined by the 3′ UTR sequence and matched to cell identities determined from the bead-specific barcodes. We considered each bead-specific barcode to represent a putative cell, and we analyze all putative cells that met inclusion criteria described in Supplementary Materials and Methods, to address the common problems of gene drop out, unintentional cell–cell multiplexing and premature cell lysis^33,34^. A total of 84% of putative cells met inclusion criteria and were included as informative cells in the analysis.

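In the deposited tables of the 10 tumors, 36841 barcodes were listed, of which 30964 (84.0%) held at least 500 UMIs and 500 genes. With an upper limit of 5 SD above the median of each tumor for UMIs, genes and the mitochondrial share, 30702 barcodes (83.3%) were kept as cells, 18280 from vehicle-treated and 12422 from vismodegib-treated tumors. No pair of the 15 tables of tumors and WT cerebella shared more than 13 barcodes, over 105 pairs. The paper also removed clusters that it identified as doublets; these clusters are not named in the paper's text, and here doublets were removed only by the upper limit.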

To assess baseline cellular diversity, we analyzed the cells collected from vehicle-treated tumors. We conducted a principal component analysis (PCA) of the ~1500 genes that showed the highest cell–cell variation, defined by the magnitude of mean expression and dispersion (variance/mean). The first 11 principal components (PCs) were selected for further analysis. We rejected one PC, PC10, that highlighted batch effect variables, consistent with prior published approaches, proceeding with analysis on 10 PCs^35^. Louvain clustering on the PC-derived Shared Nearest Neighbor graph divided the cells into 15 clusters. Concurrently with cluster analysis, we applied t-distributed Stochastic Neighbor Embedding (t-SNE) to the PCs to project each cell into a two-dimensional graph according to local similarities, and lastly, color-coded cells according to their cluster identities (Fig. 2a). To analyze the biological relevance of the clusters, we generated cluster-specific differential expression profiles (Supplementary Dataset 1) by comparing the expression of each gene by cells within each cluster versus all cells outside the cluster. We then searched these profiles for specific markers to infer the biological identity of cells within each cluster.

**Fig. 2:**
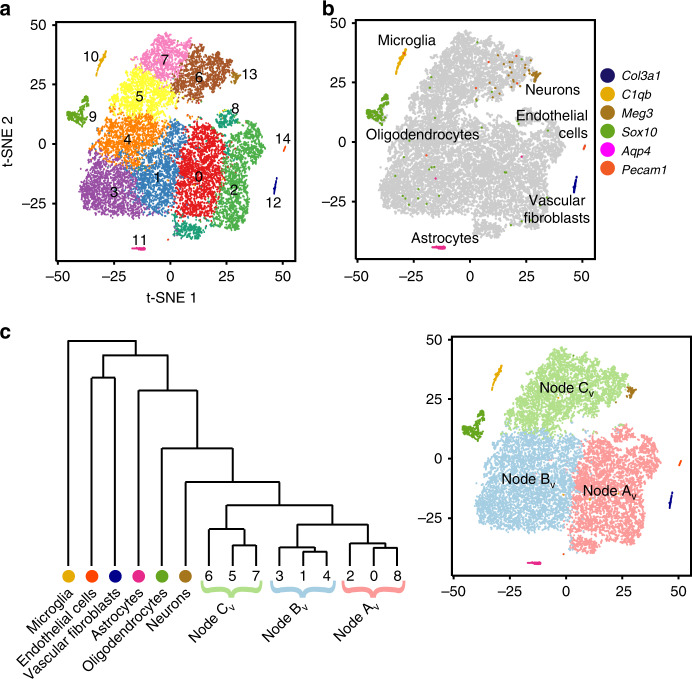
Single-cell transcriptomic analysis identifies discrete types of cells. **a** t-SNE projection of cells from five vehicle-treated tumors, with cells placed according to Euclidean distance from each other in ten-dimensional PCA. The color code indicates clusters. **b** Feature plot of indicated vascular, microglial and glial markers on the t-SNE projection in **a**. **c** Dendrogram showing relationship of Nodes A_V_–C_V_ defined by HCA and t-SNE projection as in **a**, color-coded for Nodes and identified cell types. Thresholds for all feature plots are listed in Supplementary Dataset 9.

These methods defined six clusters that localized to discrete regions of the t-SNE projection, without closely apposed neighbors. The gene expression patterns of these clusters identified them as endothelial cells, vascular fibroblasts, microglia, neurons, oligodendrocytes and astrocytes (Fig. 2b, Supplementary Dataset 1). Each of these cell types is expected in the stroma within or adjacent to the tumors. 

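In the vehicle-treated tumors, each of the paper's cell type markers was at its highest in the class with the matching name, although none of these markers was used to form or name the clusters. Pecam1, an endothelial adhesion molecule, was at 475.5 ± 328 CPM (SD, n = 5 tumors) in the 55 endothelial-like cells and at 0.526 ± 0.110 CPM in CGNP-like cells. Col3a1, a collagen that shares its strand and part of its position with Gm47302 and is therefore uncertain by a 3' count, was at 6799 ± 2723 CPM (SD, n = 5) in vascular fibroblast-like cells and at 4.14 ± 2.37 CPM in CGNP-like cells. C1qb, a complement gene, was at 5777 ± 1663 CPM (SD, n = 5) in microglia-like cells and 3.50 ± 2.26 CPM in CGNP-like cells. Meg3 was at 5920.4 ± 1322 CPM (SD, n = 4 tumors with at least 5 such cells) in neuron-like cells, 100.2 ± 35.0 CPM in CGNP-like cells, and is uncertain, since it shares its strand and part of its position with Gm27300, Gm27596, Mir1906-1 and Mir770. Sox10 was at 444 ± 125 CPM (SD, n = 5) in oligodendrocyte-like cells against 0.887 ± 0.406 CPM in CGNP-like cells, and Aqp4 at 2650.5 ± 1764 CPM (SD, n = 5) in astrocyte-like cells against 7.28 ± 5.54 CPM. The endothelial-like and vascular fibroblast-like cells formed 1 cluster that was divided by clustering its cells again. From these expression patterns, the paper identifies its 6 single clusters as stromal cell types.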

The other nine clusters were closely apposed in a cohesive, multi-cluster complex, suggesting a spectrum of cells in transition between different states.

To develop an ordered classification within the multi-cluster complex, we applied hierarchal cluster analysis (HCA) to the centroids of the PCA-defined clusters. The resulting dendrogram separated the six clusters of cells with stromal characteristics from the rest of the population (Fig. 2c). The other nine clusters subdivided into two subsets, one of which split again before individual clusters emerged, highlighting three key branch points (Fig. 2c). We designated these branch points as Nodes A_Vehicle_, B_Vehicle_ and C_Vehicle_ (A_V_–C_V_). We next assessed the resemblance of the cells in each cluster and node to the cells of the normal cerebellum during the period of postnatal neurogenesis.

### Differentiation spectrum approximates Atoh1 lineage

In order to compare medulloblastomas to the normal tissue of origin, we used Drop-seq to generate single-cell transcriptomic data from the early postnatal cerebellum. 

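WT cerebella at P7 were profiled from 5 mice by Drop-seq on another device than the tumors (PDMS rather than glass), without a spike-in of human cells. The authors deposited a table of UMI counts for each cerebellum, made with the same aligner and transgenic reference and not normalized. Each table lists 3000 barcodes and between 2310474 and 5952919 UMIs (median 2861710), and the cells that passed the criteria held a median of between 1082.5 and 1625.5 UMIs per cerebellum. Age, genotype and device all differ between the WT cerebella and the tumors, so no difference between them can be put down to any 1 of these. The cells were processed as those of the tumors, with 1398 variable genes and 11 principal components. The 4 node-like names then stand for stages of the normal CGNP lineage. A cluster of 1014 cells, 14.1% of the WT cells, was left without a name by the naming rule as first written and is Node D-like by the rule that was settled on later.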

We studied cerebella from five wild-type (WT) mice at P7, a time with an abundance of both proliferating and differentiating CGNPs. Single-cell analysis performed as in the M-Smo analysis divided 7090 WT cells that passed QC (70% of putative cells) into 14 clusters (Supplementary Fig. 1a). 

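Clustering divided the 7216 WT cells kept here into 14 clusters, as many as the paper reports. Of the 15000 barcodes in the deposited tables, 7358 (49.1%) held at least 500 UMIs and 500 genes, and the upper limits removed 142 of these, which leaves 48.1%.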

We generated cluster-specific differential expression profiles (Supplementary Dataset 2) and identified cell types with recognizable patterns of gene expression (Fig. 3a). Six clusters defined discrete stromal cell types, including endothelial cells, vascular fibroblasts, microglia, Purkinje neurons, oligodendrocytes and astrocytes.

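The WT cerebella gave the same order of markers, again with genes that took no part in the clustering. Pecam1 was at 513.5 ± 123 CPM (SD, n = 5 cerebella) in the 58 endothelial-like cells and 1.26 ± 0.594 CPM in CGNP-like cells. Col3a1, uncertain for the overlap with Gm47302, was at 6397 ± 1269.7 CPM in the 181 vascular fibroblast-like cells against 14.4 ± 4.18 CPM. C1qb was at 3641 ± 367 CPM in the 96 microglia-like cells against 3.23 ± 1.06 CPM, and Sox10 at 298 ± 47.9 CPM in the 239 oligodendrocyte-like cells against 1.79 ± 1.40 CPM. Aqp4 was at 3607 ± 306 CPM in the 399 astrocyte-like cells against 28.6 ± 11.0 CPM. Calb1, the Purkinje neuron marker, was at 6179.6 ± 994 CPM in the 106 Purkinje-like cells against 32.5 ± 12.1 CPM in CGNP-like cells (SD, n = 5 for each). Each of these differences is larger than the spread between the cerebella.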

**Fig. 3:**
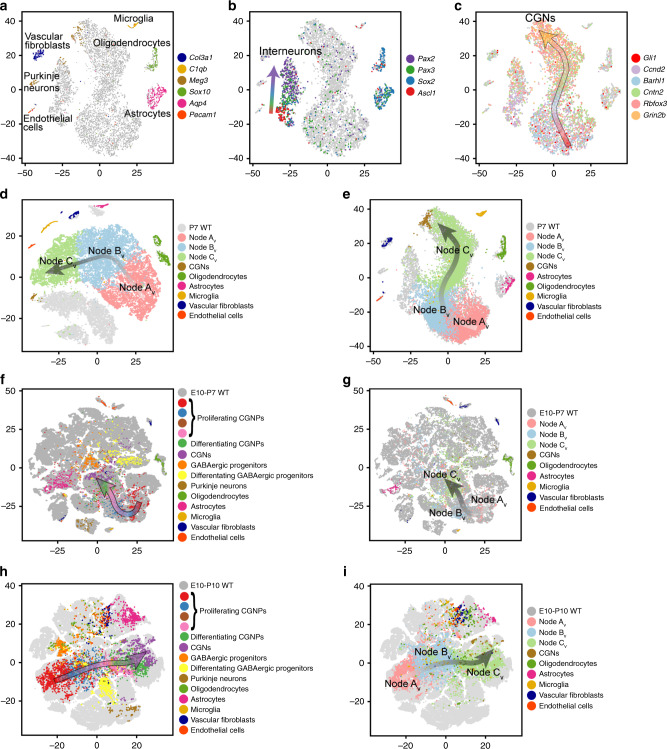
The tumor cells projected on WT P7 cerebellum predominantly map to CGNPs. **a** t-SNE projection of cells from five WT P7 cerebella, based on PCA, color-coded for the expression of indicated vascular, microglial and glial markers. **b** Feature plot of *Pax2*, *Sox2*, *Pax3*, *Ascl1* on the t-SNE projection in **a**. **c** Feature plot of CGNP markers *Gli1*, *Ccnd2, Barhl1, Cntn2, Rbfox3, Grin2b* on the t-SNE projection in **a**. **d** Seurat CCA analysis of M-Smo and WT cells with co-clustering of stromal cell types and no co-clustering of Nodes A_V_–C_V_. **e** Cells from the five vehicle-treated M-Smo tumors, mapped using the k-NN algorithm onto the WT P7 cerebella t-SNE projection in **a**, with Nodes A_V_–C_V_ and identified cell types color coded. **f**, **h** P7 WT cells mapped by kNN onto the t-SNE of WT cells from **f** Vladoiu et al.^34^ or **h** Carter et al.^34^. **g**, **i** Vehicle-treated M-Smo cells mapped by kNN onto the t-SNE of WT cells from **g** Vladoiu et al.^34^ or **i** Carter et al.^34^. On t-SNE plots with multiple markers, individual cells may express more than one marker and markers are over-plotted in the order listed. Individual markers may be separately plotted at http://gershon-lab.med.unc.edu/single-cell/.

Two subsets of cells formed separate multi-cluster groupings, identified as neural progenitors in a spectrum of differentiation states by complementary patterns of expression of the proliferation marker *Mki67* and the neuronal differentiation marker *Meg3*. One multi-cluster population expressed *Pax3* and *Pax2*, identifying it as GABAergic interneuron progenitors and neurons, as described in previous work^36^. In this GABAergic group, we noted sequential expression of the transcription factors *Ascl1*, *Sox2*, *Pax3* and *Pax2*, paralleling the progression from proliferation to differentiation (Fig. 3b). 

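The WT cells of the GABAergic interneuron lineage formed 2 clusters. In the first, with 458 cells, the proliferation marker Mki67 was at 849 ± 121 CPM (SD, n = 5 cerebella) and the differentiation marker Meg3 at 147 ± 35.5 CPM, and in the second, with 602 cells, Mki67 was at 199 ± 70.2 CPM and Meg3 at 1253.5 ± 653 CPM. Sox2 fell from 239 ± 56.9 CPM in the first to 21.7 ± 11.2 CPM in the second and Pax3 from 593 ± 102 to 109.7 ± 22.2 CPM, while Pax2 rose from 138 ± 37.5 to 477 ± 104 CPM (SD, n = 5 for each). With 2 clusters, the data place Sox2 and Pax3 before Pax2, and do not order the first 2 between themselves. Sox2 lies within Sox2ot on the same strand, so its counts may hold UMIs of that transcript. Meg3, which overlaps Gm27300, Gm27596, Mir1906-1 and Mir770 on its strand, and Pax2, which overlaps Mir6405, are uncertain as well.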

The other multi-cluster population showed gene expression patterns identifying it as predominantly CGNPs in a range of differentiation states, from proliferative, undifferentiated cells expressing the SHH-pathway transcription factor *Gli1*, to cells in successive states of CGN differentiation marked by sequential expression of markers *Ccnd2, Barhl1, Cntn2, Rbfox3* and *Grin2b* (Fig. 3c). 

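Along the stages of the WT CGNP lineage, Gli1 was highest at the first and Grin2b at the last. Gli1 was at 50.8 ± 6.84 CPM (SD, n = 5 cerebella) in Node A-like, 43.2 ± 17.3 in Node B-like, 8.73 ± 5.63 in Node C-like and 1.53 ± 1.55 CPM in Node D-like cells, the last from 4 UMIs in 1461 cells. Ccnd2 followed the same course, with 1479.5 ± 159, 1474 ± 215, 735.6 ± 108 and 414 ± 57.2 CPM. Barhl1 was highest in Node B-like cells in each of the 5 cerebella, at 473 ± 51.1 CPM, against 339 ± 28.2 CPM in Node A-like and 253 ± 24.8 CPM in Node D-like cells. Cntn2 was highest in Node C-like cells in 5 of 5, at 618 ± 140.2 CPM, and stood at 455 ± 131 CPM in Node D-like cells. Rbfox3 reached 596 ± 179 CPM in Node C-like and 772 ± 183 CPM in Node D-like cells, and Grin2b 121 ± 14.4 and 251 ± 29.5 CPM (SD, n = 5 for each). Rbfox3 overlaps Gm11749 and Gm25040 on its strand and is uncertain for that reason. Levels of Gli1 and Ccnd2 in the first 2 stages differed by less than the spread between cerebella. A Node A-like cluster of 581 cells was led by the hemoglobin gene Hbb-bs, a transcript of red blood cells.

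**Figure D1:**
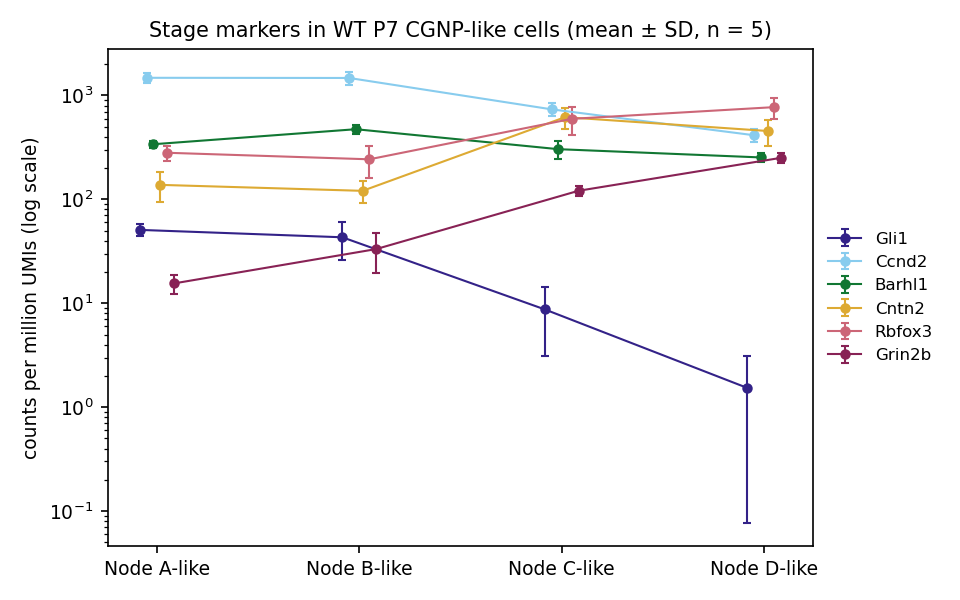
CPM (log axis) of 6 marker genes in the 4 node-like stages of the WT P7 CGNP lineage, with points for the mean of 5 cerebella and bars for 1 SD, drawn down to at most 95% of the mean. Gli1 and Ccnd2 fall from the first to the last stage, and Rbfox3 and Grin2b rise.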

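In the WT cells, the glutamatergic marker Slc17a6 was at 246 ± 73.4 and 296 ± 112 CPM (SD, n = 5 cerebella) in the 2 Node D-like clusters and at 24.8 ± 14.8 CPM in the differentiated GABAergic cluster. Its position overlaps Gm45072 on the same strand, which leaves it uncertain. Gad1 was at 409.5 ± 70.0 CPM in the differentiated GABAergic cluster, 298 ± 52.1 CPM in Purkinje-like cells, and 7.30 ± 5.74 and 15.3 ± 11.2 CPM in the Node D-like clusters. Calb2 and Eomes were both high in the smaller Node D-like cluster of 447 cells, at 340.5 ± 92.8 and 313.5 ± 93.4 CPM, against 23.8 ± 17.7 and 61.8 ± 20.0 CPM in the larger (SD, n = 5 for each). The Eomes-positive unipolar brush cells are therefore not separated here from the most differentiated cells of the CGNP lineage.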

Differentiated neurons were subclassified in the WT and *M-Smo* datasets using glutamatergic marker *Slc17a6* (aka *vGlut2*), GABAergic marker *Gad1* (aka *Gad67*), Purkinje neuron marker *Calb1*, the CGN marker *Calb2*, and *Eomes* (aka *Tbr2*), which distinguished the small population of unipolar brush cells (UBCs) from the molecularly similar CGNs (Supplementary Fig. 1b, c).

We analyzed the similarities between cells from *M-Sm*o tumors and WT P7 cerebella. The Seurat canonical correlation analysis (CCA) provides an implementation for integrating single-cell data across different datasets by projecting the datasets into a maximally correlated lower dimensional subspace based on common sources of variation^37^. Using Seurat CCA, we generated a t-SNE projection that included both P7 WT and P15 *M-Smo* cells (Fig. 3d). In this t-SNE, stroma cell types from tumors and from WT cerebella co-clustered together, while progenitor-like tumor cells of Nodes A_V_–C_V_ clustered separately from all WT clusters, forming a multi-cluster group alongside the CGNPs, with a parallel axis of differentiation, and with the GABAergic progenitors and neurons arrayed in another group on the other side of the CGNPs. From this analysis, we conclude that the transcriptomes of the stromal cells types from tumors and WT were highly similar, while the cells of Nodes A_V_–C_V_ were significantly dissimilar to all cell types of the WT cerebella.

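Genes that differ between vehicle-treated tumors and WT cerebella were counted with edgeR's quasi-likelihood test on counts summed per animal and class. A class with more cells gives more UMIs and so more calls, and the sums were therefore thinned to 1 common UMI total for all classes and animals. At that depth, 45 of 157 tested genes (28.7%) differed in CGNP-like cells at an adjusted p under 0.05, 17 higher and 28 lower in the tumors. The stromal classes gave 28 of 123 genes (22.8%) in astrocyte-like cells, 21 of 118 (17.8%) in oligodendrocyte-like cells, 40 of 135 (29.6%) in microglia-like cells and 51 of 136 (37.5%) in endothelial-like cells. Of simulated changes at that depth, edgeR recovered, with the number of false calls, 87.1% and 6 in CGNP-like, 54.2% and 0 in astrocyte-like, 69.6% and 1 in oligodendrocyte-like, 63.0% and 2 in microglia-like and 55.6% and 2 in endothelial-like cells, so the called shares of the classes are not directly comparable. With all UMIs used, which is the alternative that moved these counts most, 5606 genes differed in CGNP-like cells, 600 in astrocyte-like, 648 in oligodendrocyte-like, 181 in microglia-like and 107 in endothelial-like cells. Vehicle-treated tumors and WT cerebella differ in age, genotype and device in every class. The paper's comparison used the position of cells in a shared projection, from which it concludes that stromal cell types of tumors and WT were highly similar while the cells of its Nodes A to C were dissimilar to all WT cell types.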

In order to look beyond the differences between progenitor-like tumor cells and WT progenitors, and instead focus on similarities, we used the *k*-nearest neighbor (k-NN) algorithm to project the P15 *M-Smo* cells into the WT P7 t-SNE (Fig. 3e). This algorithm projected *M-Smo* cells into the WT t-SNE according to their similarity to the cell types present in the WT dataset and positioned each *M-Smo* cell in the centroid of its three most similar WT cells. Like Seurat CCA, this method correctly matched cells from each *M-Smo* stromal cluster to the same cell type in the WT cerebellum, validating the approach (Fig. 3d, e). 

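Each tumor cell was assigned to the class held by most of its 5 nearest WT P7 cells. In vehicle-treated tumors, 97.7 ± 2.47% (SD, n = 5 tumors) of oligodendrocyte-like cells, 96.7 ± 7.45% of endothelial-like cells, 95.1 ± 7.39% of vascular fibroblast-like cells and 90.8 ± 8.99% of microglia-like cells had WT neighbors of the same class. Astrocyte-like cells matched WT astrocyte-like cells in 59.5 ± 19.0%, with a range from 35.7% to 78.8% over the tumors, and matched the CGNP lineage in 36.7 ± 17.5%. All neuron-like cells of the 4 vehicle-treated tumors with at least 5 such cells had Node D-like neighbors. No WT cluster was named neuron-like, so a match to the same class was not possible. Why these cells matched Node D-like rather than other WT cells was not tested.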

The cells of Nodes A_V_–C_V_ predominantly localized to the multi-cluster CGNP group, and mapped in an orderly progression to successively more differentiated regions (Fig. 3e). 

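In the vehicle-treated tumors, 99.9 ± 0.122% (SD, n = 5 tumors) of Node A-like, 99.6 ± 0.169% of Node B-like, 99.6 ± 0.361% of Node C-like and 97.2 ± 1.49% of Node D-like cells had nearest WT neighbors in the CGNP lineage. Node A-like cells matched the same WT stage in 97.9 ± 0.717%, Node B-like cells in 72.6 ± 5.18%, Node C-like cells in 42.3 ± 16.8% and Node D-like cells in 86.9 ± 6.19%. A further 36.2 ± 14.3% of Node C-like cells matched the later WT stage and 16.7 ± 0.998% the WT Node B-like stage. A position along the WT lineage, as the percentile of the first principal component of the WT CGNP-like cells averaged over the neighbors, was 21.0 ± 3.16 in Node A-like, 33.6 ± 0.979 in Node B-like, 65.0 ± 2.64 in Node C-like and 87.2 ± 4.43 in Node D-like cells (SD, n = 5), and the ranges over the tumors of successive classes do not overlap. The names and the positions rest on the expression of the same cells, so the order of the classes is a description and was not tested. From the matching of its nodes to the WT cells, the paper concludes that they most closely resemble CGNPs over a range of differentiation states.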

Of the cell types present in the P7 WT cerebellum, the cells of Nodes A_V_–C_V_ most closely matched the CGNPs and showed a range of differentiation states that parallel the CGNP developmental trajectory.

We extended the kNN comparison to WT cells at a range of ages, using published single-cell RNA-seq analyses of WT cells from cerebella and hindbrain at ages ranging from embryonic day 10 (E10) to P10^38,39^. We subjected the gene expression data from each of these studies to PCA analysis and t-SNE projection using our pipeline. In the dataset from Vladoiu et al.^34^, markers identified the stromal cell types that we identified in our P7 WT studies (Supplementary Fig. 2a). In the dataset from Carter et al.^38,39^, all stromal cell types other than neurons and astrocytes had been excluded prior to our analysis; as expected, our markers identified only the neurons and astrocytes in the corresponding WT t-SNE (Supplementary Fig. 2b). In both cell types, we identified a domain consisting of the *Atoh1* lineage, including CGNPs, CGNs and UBCs through a combination of markers *Atoh1*, *Barhl1*, *Grin2b* and *Eomes*; this domain predominantly comprised cells from E14–P10 mice (Supplementary Fig. 2a, b). We then used the kNN method to project either P7 WT cells from our study, or P15 *M-Smo* cells into the t-SNEs.

The P7 WT CGNPs projected into the regions of the embryonic–postnatal WT t-SNEs that corresponded with the *Atoh1* lineage, marked by expression of *Atoh1*, *Barhl1* and *Grin2b* (Fig. 3f, h). Similarly, Nodes A_V_–C_V_ *M-Smo* cells projected predominantly to this same region, in a progression that followed the trajectory of CGNP differentiation (Fig. 3g, i). However, some cells from Nodes A_v_ and B_V_ mapped to cells from earlier time points outside the domain of the Atoh1 lineage suggesting a more primitive state (Fig. 3g, i). Taken together, the Seurat CCA and kNN comparisons to WT cerebella show that *M-Smo* tumors contained progenitor-like cells that were clearly different from normal progenitors but mirrored a spectrum of differentiation states ranging from primitive neuroepithelial cells through the CGNPs with progressively greater differentiation.

### Two discrete fate trajectories within *M-Smo* tumors

To further explore latent factors within the transitional states within *M-Smo* tumors, we used independent component analysis (ICA). For this analysis, we selected the population of medulloblastoma cells defined by Nodes A_V_–C_V_ and selected the genes that met variability criteria in this specific sub-population. We found that generating four ICs (IC 1_V_−4_V_) produced robust components that identified non-overlapping sets of cells at each component’s extremes (Supplementary Dataset 3). One of these ICs, IC 2_V_ was defined by differentiation state, with neural differentiation markers highly represented in the 50 most heavily weighted genes (Supplementary Dataset 3). Using all four ICs as dimensions, we mapped the medulloblastoma cells in a new, IC-based t-SNE projection (Supplementary Fig. 3a). In this projection, the Nodes A_V_–C_V_, as defined by the PCA and HCA, again localized to discrete and adjacent regions, indicating that the types of cells identified by the PCA of all cells and the ICA of the CGNP-like tumor cells showed close correspondence (Fig. 4a).

**Fig. 4:**
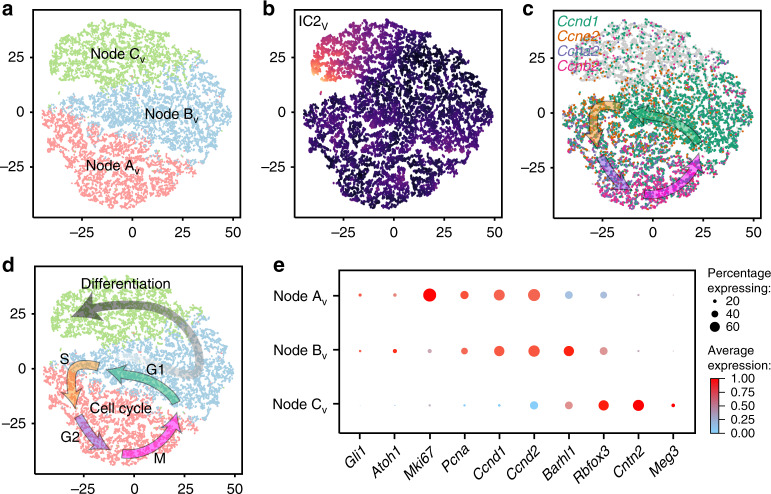
ICA on CGNP-like tumor cells demonstrates self-renewal and differentiation. **a** t-SNE projection of CGNP-like cells from vehicle-treated tumors directed by ICA, with Nodes A_V_–C_V_ color-coded. **b** ICA t-SNE as in **a**, with IC2_V_ color-coded from yellow (high) to blue (low). **c** Feature plot of *Ccnd1, e2, a2* and *b2* on ICA t-SNE in **a**. Arrows are placed according to indicated marker expression and show the expected sequence of Cyclins through the cell cycle. **d** Pseudotime trajectories inferred by IC2_V_ and Cyclin expression, plotted on ICA t-SNE in **a**. **e** Dot Plot showing expression of developmental markers across Nodes A_V_–C_V_. Average expression values are calculated from all cells in each Node, including cells with no detectable copies of the transcript.

This ICA-directed t-SNE projection suggested two discrete patterns of transition. IC 2_V_ defined a gradient of neuronal differentiation across Node C_V_ (Fig. 4b). Cells outside this gradient were arranged in a circular pattern that corresponded with the cell cycle, as demonstrated by the sequential expression of Cyclins *Ccnd1*, *Ccne2*, *Ccna2* and *Ccnb2* in adjacent regions, marking G1, S, G2 and M phases, respectively (Fig. 4c). This same progression was demonstrated by using the larger cell cycle phase-specific gene lists identified in prior single-cell transcriptomic studies^32^ (Supplementary Fig. 3b–f). 

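Cyclins took no part in the clustering. In the vehicle-treated tumors, Ccnd1 was at 959.8 ± 140.2 CPM (SD, n = 5 tumors) in the largest Node B-like cluster, 896 ± 124 CPM in the second, and 969 ± 224 and 992 ± 114 CPM in the 2 large Node A-like clusters, so that it differed between these 4 by less than the spread between tumors, and it was at 424 ± 101 CPM in the third Node A-like cluster. Ccne2 was highest in the second Node B-like cluster, at 127 ± 24.2 CPM, against 37.5 ± 20.4 CPM in the first. Ccna2 rose from 33.2 ± 12.8 CPM in the first and 214.4 ± 43.3 CPM in the second Node B-like cluster to 377 ± 40.8 and 551 ± 51.5 CPM in the large Node A-like clusters, and Ccnb2 from 38.0 ± 22.1 and 188 ± 70.3 to 266 ± 58.4 and 488 ± 117 CPM. The third Node A-like cluster, with Ccna2 at 315 ± 70.2 CPM and Ccnb2 at 203 ± 78.4 CPM (SD, n = 5 for each), stands outside this order. Apart from the genes left out of the clustering, the Node B-like clusters are led by Gm17322 and Ung and by Cdc6 and Tcf19, and the large Node A-like clusters by Hist1h2ak and Esco2 and by Ccnb1 and Ube2c.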

Node B_V_ mapped to the point of divergence between the circular path of cycling cells and the linear path of differentiating cells. Based on these observations, we infer that ICA sorts medulloblastoma cells into various stages of two fundamental processes, the cyclic self-renewal of proliferative cells and the terminal differentiation of cells exiting the cell cycle (Fig. 4d).

The spectrum of developmental states of the medulloblastoma cells could be parsed effectively with a series of markers selected from the differential genes expressed by each node. We found sequential expression across the nodes of the proliferation markers *Mki67*, *Pcna*, *Ccnd1* and *Ccnd2*, SHH-pathway marker *Gli1*, CGNP markers *Atoh1*, and *Barhl*, late CGNP marker *Cntn2* (aka *Tag1*), and the neuronal markers *Rbfox3* (aka *NeuN*) and *Meg3* (Supplementary Fig. 4). These markers parsed the progression of cells from Nodes A_V_–C_V_ along a CGNP-like developmental trajectory from proliferative and undifferentiated to proliferative with early neural differentiation to non-proliferative, with advanced neural differentiation (Fig. 4e), consistent with the differentiation trajectory identified by ICA and terminating in mature neurons.

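In the vehicle-treated tumors, Mki67 fell across the classes from 1928 ± 542 CPM (SD, n = 5 tumors) in Node A-like and 526 ± 210.0 CPM in Node B-like to 104.5 ± 37.3 CPM in Node C-like and 76.8 ± 30.8 CPM in Node D-like cells. Pcna was highest in Node B-like cells in 5 of 5 tumors, at 525 ± 88.4 CPM, and Atoh1 as well, at 152 ± 51.1 CPM, against 92.6 ± 30.5 CPM in Node A-like and 15.4 ± 11.9 CPM in Node D-like cells. Gli1 was at 96.4 ± 29.7 and 93.2 ± 33.1 CPM in Node A-like and Node B-like cells, a difference within the spread between tumors, and at 17.1 ± 3.63 CPM in Node C-like cells. Ccnd2 went from 1391 ± 371 CPM in Node A-like to 1219 ± 244 CPM in Node C-like and 287 ± 46.8 CPM in Node D-like cells. Barhl1 was highest in the 2 middle classes, at 608 ± 68.3 and 651 ± 101 CPM. Cntn2 rose from 54.2 ± 4.79 CPM in Node B-like to 1039 ± 241 CPM in Node C-like cells. Rbfox3, uncertain for its overlap with Gm11749 and Gm25040, was higher in Node B-like than in Node A-like cells and highest in Node D-like cells in 5 of 5 tumors, at 1277 ± 84.1 CPM, and Meg3, uncertain for its overlap with Gm27300, Gm27596, Mir1906-1 and Mir770, rose from 19.7 ± 7.27 CPM in Node B-like to 104 ± 13.9 CPM in Node C-like and 1066 ± 254 CPM in Node D-like cells (SD, n = 5 for each). From this sequence of markers, the paper concludes that the nodes form a CGNP-like trajectory from proliferation to neuronal differentiation.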

### Lineage tracing identifies tumor-derived glial cells

The *SmoM2* transgene includes a 3′ *Yfp* sequence^27^ that we used to trace tumor cell lineage. Expression of S*moM2* requires Cre-mediated stop codon excision, which in *M-Smo* mice is limited to the descendants of cells expressing *Math1-Cre*. The expression of *Yfp* thus identified cells descended from *Math1-Cre* expressing predecessors. 

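Yfp UMIs, which mark transcripts of the SmoM2/EYFP fusion and so the Math1-Cre lineage, were found in each of the 4 node-like classes of the vehicle-treated tumors. Yfp was at 30.1 ± 4.06 CPM (SD, n = 5 tumors) in Node A-like, 32.8 ± 6.04 CPM in Node B-like, 28.6 ± 6.04 CPM in Node C-like and 16.6 ± 6.51 CPM in Node D-like cells, so that the first 3 differed by less than the spread between tumors. At this level most cells of the lineage hold no Yfp UMI, and 991 of 17149 CGNP-like cells did. Their share was 6.18 ± 1.49% (SD, n = 5) at a median of 1799 UMIs per cell, and 1.25 ± 0.289% with each cell thinned to 500 UMIs. In microglia-like cells, which lie outside the lineage, the share was 2.24 ± 3.62% at a median of 2369.5 UMIs (3 of 196 cells) and 0% after thinning. Node A-like cells held a median of 2950 and Node D-like cells of 1217 UMIs, and their shares went from 9.59 ± 1.98% and 2.43 ± 1.24% to 1.21 ± 0.414% and 0.714 ± 0.398% on thinning (SD, n = 5).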

As expected, we found *Yfp*^+^ cells scattered throughout Nodes A_V_–C_V_ (Fig. 5a), indicating *Math1-Cre* lineage. Because high-throughput single-cell transcriptomics using Drop-Seq captures 10–20% of mRNAs in each cell, the sensitivity of detecting individual markers may be low and varies with expression levels. The true rate of *Yfp* expression is therefore likely higher than the rate detected and it is possible that most or all of the cells in Nodes A_V_–C_V_ are derived from *Math1-Cre*-expressing predecessors. Inconsistent with the expected *Math1-Cre* lineage, however, we also found *Yfp*^+^ cells in the astrocytic and oligodendrocytic clusters. 

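In the vehicle-treated tumors, Yfp UMIs were found in 19 of 249 astrocyte-like and 31 of 417 oligodendrocyte-like cells. The share per tumor was 7.44 ± 3.26% (SD, n = 5 tumors) in astrocyte-like cells, at a median of 2407.5 UMIs per cell, and 7.80 ± 3.66% in oligodendrocyte-like cells, at a median of 1881 UMIs. Thinned to 500 UMIs per cell, the shares were 1.14 ± 1.64% and 2.21 ± 1.40% (SD, n = 5). None of the 183 endothelial-like and vascular fibroblast-like cells, whose median was 2016 UMIs, held a Yfp UMI, which allows a share of up to 1.64%. As a rate per UMI, Yfp was at 27.1 ± 15.3 CPM in astrocyte-like and 36.4 ± 19.5 CPM in oligodendrocyte-like cells (SD, n = 5), which is within the spread of its level in the CGNP-like classes.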

Quantification showed that 8.04 ± 2.84% (mean ± SEM) of the *Yfp*^+^ cells expressed the astrocytic marker *Gfap* and 7.59 ± 1.16% expressed the oligodendroglial marker *Sox10*. 

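Of the 1045 cells with a Yfp UMI in the vehicle-treated tumors, 45 also held a Gfap UMI and 22 a Sox10 UMI. Per tumor, this was 4.32% with an SEM of 1.45 (SD 3.25, n = 5 tumors) for Gfap and 2.23% with an SEM of 0.772 (SD 1.73, n = 5) for Sox10. Of the cells with both Yfp and Gfap, 40 (88.9%) were CGNP-like and 5 astrocyte-like, while 19 of those with Yfp and Sox10 (86.4%) were oligodendrocyte-like. A Gfap UMI was present in 27.6 ± 13.2% (SD, n = 5) of astrocyte-like cells, in 2.84 ± 1.01% of CGNP-like cells and in 2.08 ± 2.87% of vascular and microglia-like cells, which should lack it, at a median of 2058 UMIs per cell and the depths given above for the other classes. Thinned to 500 UMIs per cell, these shares were 11.8%, 0.798% and 0.385%, and the difference between the last 2 lies within the spread between tumors. Among the node-like classes, the CPM of Gfap was highest in Node B-like cells in 5 of 5 tumors. For Sox10, the shares were 55.3 ± 14.6% (SD, n = 5) in oligodendrocyte-like cells, 0.179% in CGNP-like cells and 0.565% in vascular and microglia-like cells, and 20.6%, 0.0764% and 0% after thinning. Taken over the Gfap+ cells instead, a choice made after the values had been seen, 8.34% (SEM 2.47, SD 5.52, n = 5) held Yfp, and 8.07% (SEM 1.57, SD 3.51, n = 5) of Sox10+ cells did. Gfap lies on chromosome 11 from 102887336 to 102900912 and Sox10 on chromosome 15 from 79154908 to 79165240 of GRCm38, each on the minus strand.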

The co-expression of *Yfp* with *Gfap* or *Sox10* indicates that *Math1-Cre* expressing predecessors in *M-Smo* tumors give rise to progeny with glial phenotypes.

**Fig. 5:**
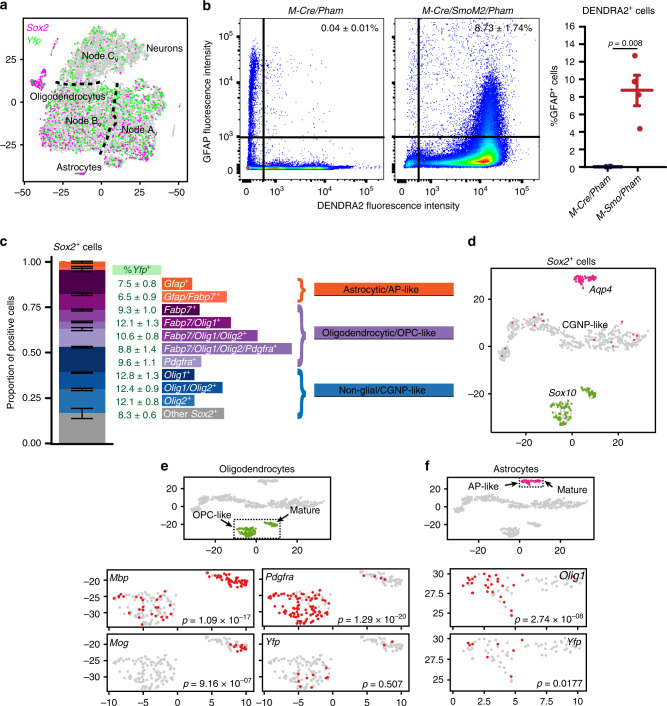
Tumors show lineage expansion and stem cell marker expression. **a** Feature plot of *Sox2* and *Yfp* on the t-SNE projection of Fig. 2a. **b** Representative flow cytometry studies, plotting GFAP expression of each cell versus DENDRA2 expression, with thresholds for positivity indicated by solid lines, and with the fraction of GFAP^+^ cells in the DENDRA2^+^ cerebellar or tumor populations of replicate mice of indicated genotypes. **c** Bar plot showing the proportions of *Sox2*^+^ cells expressing indicated markers in each of the five vehicle-treated tumors. Error bars are SEM. **d** t-SNE projection of *Sox2*^+^ cells from the five vehicle-treated tumors, directed by ICA, with feature plots of *Sox10* and *Aqp4*. **e** Oligodendrocytic clusters of the t-SNE projection in **d**, with feature plots of *Pdgfra*, *Mbp1*, *Plp1*, *Mog* and *Yfp*. **f** Astrocytic clusters of the t-SNE projection in **d**, with feature plots of *Olig1* and *Yfp*. *p* Value in **b** determined by two-sided Student’s *t*-test and in **e** and **f**, by Fisher’s exact test.

The *Yfp*^*+*^ glial cells in *M-Smo* mice suggested a lineage expansion caused by SHH hyperactivation. Extensive lineage tracing studies in normal mice show that *Math1* expression defines a set of cells with neural commitment^29,39^. However, these studies were intended to characterize the predominant fate of the *Math1*^+^ cells, rather than to test for the possibility of rare deviations from the typical trajectory. Moreover, *Math1-Cre* is a synthetic transgene and the domain of *Cre* expression in *Math1-Cre* mice may not exactly correspond with native *Atoh1* expression. To determine experimentally whether *Math1-Cre* predecessors in normal cerebellum give rise to cells with glial phenotype, we used flow cytometry to trace lineage in cerebella from *Math1-Cre/Pham* mice, in which *Math1*-*Cre* activates expression of the fluorescent reporter DENDRA2. We then quantified the co-expression of DENDRA2 and GFAP. We found that 9.53 ± 0.73% (mean ± SEM) of the DENDRA2^−^ cells were GFAP^+^ compared to 0.04 ± 0.01% of the DENDRA2^+^ cells (Fig. 5b), indicating that GFAP^+^ descendants of *Math1-Cre*-expressing cells were extremely rare in cerebella without tumors.

To trace the Math1 lineage in tumors, we bred *Math1-Cre/Pham* and *SmoM2* mice. The resulting *Math1-Cre/SmoM2/Pham* (*M-Smo*^*Pham*^) mice developed tumors with the descendants of *Math1-Cre*-expressing cells marked by DENDRA2. We then used flow cytometry to quantify the co-expression of DENDRA2 and GFAP. In dissociated P15 *M-Smo*^*Pham*^ tumors, 8.73 ± 1.74% of the DENDRA2^+^ cells were GFAP^+^ (Fig. 5b), >200-fold higher than the GFAP^+^ fraction of DENDRA2^+^ cells in P7 cerebella (*p* = 0.00832). The GFAP^+^ fraction in the DENDRA2^+^ population of *M-Smo*^*Pham*^ tumors closely matched the *Gfap*^+^ fraction of the *Yfp*^+^ population *M-Smo* tumors, providing an alternative confirmation of glial marker expression by descendants of *Math1-Cre*-expressing cells within medulloblastomas.

These studies show that SmoM2-driven tumorigenesis expanded the range of fates of the *Math1-Cre* lineage. This finding is consistent with prior studies demonstrating that SHH hyperactivation in vitro can expand the *Math1* lineage, as CGNPs cultured with SHH and BMP4 give rise to astrocytes^40^. The expansion of cell fates that we observed in *M-Smo* tumors was selective, as two-way ANOVA showed that the rate of *Yfp*^+^ cells in the endothelial, vascular fibroblast and microglial clusters was significantly lower than in the astrocytic and oligodendrocytic clusters (*p* < 0.001 for each comparison). Thus, medulloblastoma cells assumed a range of fates that was broader than the expected neuronal fate of the *Atoh1*-expressing progenitors but remained within the neuroectodermal lineage.

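Per tumor, 7.67 ± 1.32% (SD, n = 5 vehicle-treated tumors) of the astrocyte-like and oligodendrocyte-like cells and 1.25 ± 2.02% of the endothelial-like, vascular fibroblast-like and microglia-like cells held a Yfp UMI. The rate was higher in the glia-like cells in 5 of 5 tumors (2-sided exact permutation test of signs, p = 0.063, the smallest that 5 tumors can give). Thinned to 500 UMIs per cell, the difference was 1.85 percentage points (exact permutation p = 0.125). Over all 10 tumors of both treatments, the rates were 7.81 ± 5.02% and 0.738 ± 1.49% (SD, n = 10 tumors), higher in the glia-like cells in 10 of 10 (2-sided exact permutation test of signs, p = 0.00195). On thinning, the difference over the 10 tumors was 1.23 percentage points (SD 1.18, exact permutation p = 0.0156) and positive in 7 of 10. The tumor is the replicate here. From the lower rate in the stromal clusters outside the lineage, the paper concludes that the expansion of cell fates was selective.

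**Figure D2:**
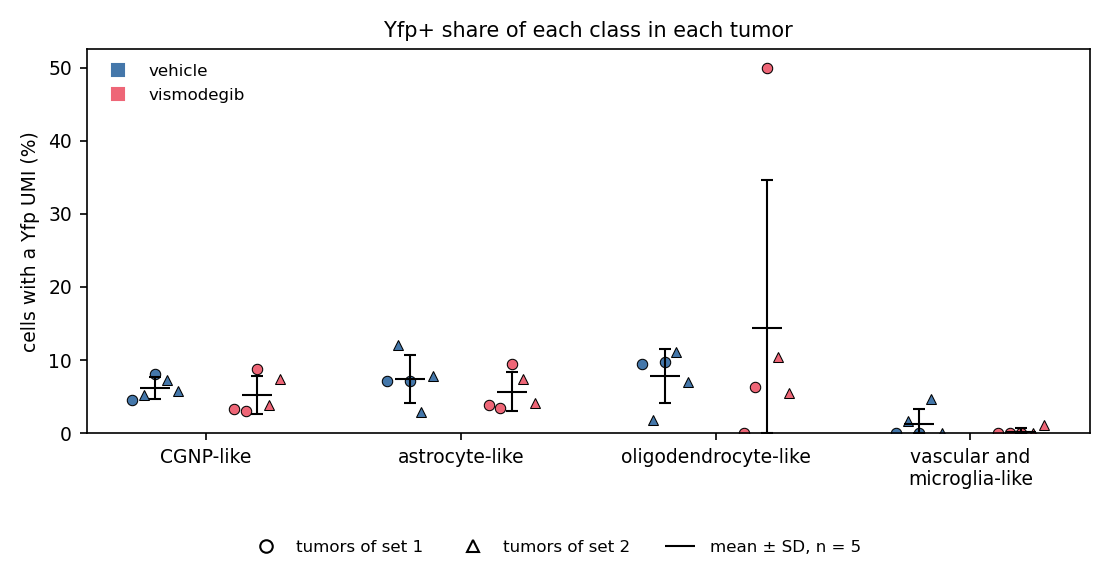
Share of cells with a Yfp UMI (percent) in 4 groups of classes, with a point for each of the 5 vehicle-treated and 5 vismodegib-treated tumors, circles for set 1 and triangles for set 2, and the mean with 1 SD, the lower bars ending at 0. The means of the vascular and microglia-like cells are the lowest, although points of the groups overlap, and the point at 50% comes from a tumor with 8 oligodendrocyte-like cells.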

### Tumors contain diverse cells expressing stem cell markers

In light of the expanded fates in *Math1-Cre*-descended cells of *M-Smo* tumors, we examined the transcriptomic data for evidence of multipotent stem-like cells. Prior studies analyzed *Sox2-eGFP* expression in radiation-induced medulloblastomas that form in *Ptch*^+/−^/*Sox2-eGFP* mice to identify stem-like cells, whose properties included self-renewal, tumor recapitulation on transplantation, and the ability to give rise to progeny with diverse differentiation^31^. Bulk transcriptomic analysis of eGFP^+^ tumor cells from these mice showed upregulation of specific stem cell markers, including *Sox2, Gfap, Olig1, Olig2, Blbp* (*Fabp7*) and *Pdgfra*^31^.

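Sox2, which lies on chromosome 3 from 34650405 to 34652461 of GRCm38 on the plus strand, within Sox2ot on the same strand, gave at least 1 UMI in cells of several classes of the vehicle-treated tumors. The overlap leaves each count of Sox2 uncertain. Such Sox2+ cells numbered 613 in the CGNP-like, 175 in the oligodendrocyte-like and 102 in the astrocyte-like class. Per tumor they were 41.3 ± 7.64% (SD, n = 5 tumors) of oligodendrocyte-like, 37.5 ± 9.97% of astrocyte-like and 3.38 ± 0.988% of CGNP-like cells, and 2.99 ± 3.51% of microglia-like cells, which should lack Sox2, at the median depths given for these classes with Yfp. With each cell thinned to 500 UMIs the shares were 14.2%, 13.2%, 0.749% and 1.46%. The share in CGNP-like cells did not differ from that in microglia-like cells by more than the spread between tumors.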

We detected *Sox2*^*+*^ cells in our single-cell transcriptomic data from *M-Smo* tumors. The set of genes upregulated in these cells compared to all other cells (Supplementary Dataset 4) resembled the transcriptomic profile of Sox2-eGFP^+^ cells identified by Vanner et al.^31^ (hypergeometric test, *p* = 3.2 × 10^−124^). However, the Sox2^+^ population was diverse, with individual *Sox2*^+^ cells mapping to different regions of the t-SNE, including the astrocytic and oligodendrocytic clusters and the CGNP-like cells of Nodes A_V_–C_V_ (Fig. 5a). 

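Counts of the Sox2+ cells and of all other cells were summed in each vehicle-treated tumor and compared within tumors by edgeR's quasi-likelihood test. Of 11740 tested genes, 1217 were higher in the Sox2+ cells and 842 lower at an adjusted p under 0.05. Without the tumor as a term, which moved this number most, 674 genes were higher, and leaving out vehicle replicate 5 gave 743. Sox2+ cells hold a larger share of glia than the other cells, so the test contrasts cell types as well as Sox2. Among the markers the paper names, Gfap had a log2 fold change of 2.90 (standard error 0.25, adjusted p = 7.3e-09), Olig1 of 2.96 (0.14, adjusted p = 3.2e-13), Fabp7 of 4.20 (0.15, adjusted p = 3.8e-15) and Hes1 of 1.15 (0.10, adjusted p = 1.0e-08), each from edgeR's test with Benjamini-Hochberg adjustment. In 5 of 5 tumors the Sox2+ cells lay above the mean of the other cells over all tumors for each of these genes. Olig2 at 2.58 and Pdgfra at 0.74 did so in 5 of 5 tumors as well (adjusted p = 1.6e-10 and 2.3e-05, edgeR), and Pdgfra is uncertain for its overlap with Mir7025 on the same strand. The list of Sox2-eGFP+ cells from the earlier study was not used here.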

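Of the Sox2+ cells of a vehicle-treated tumor, 68.2 ± 9.37% (SD, n = 5 tumors) were CGNP-like, 20.5 ± 6.87% oligodendrocyte-like and 10.4 ± 4.38% astrocyte-like. After thinning to 500 UMIs per cell, the shares were 58.7%, 26.2% and 13.9%.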

Stem cell markers identified in Vanner et al.^31^ were not evenly expressed across the *Sox2*^+^ population; rather, different subsets of *Sox2*^+^ cells expressed different combinations of the markers (Fig. 5c). 

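The markers were spread unevenly over the Sox2+ cells of the vehicle-treated tumors. Olig1 UMIs were found in 92.4 ± 9.26% (SD, n = 5 tumors) of the Sox2+ oligodendrocyte-like, 40.8 ± 11.4% of the Sox2+ astrocyte-like and 16.8 ± 6.86% of the Sox2+ CGNP-like cells. Gfap was found in 43.2 ± 21.8% of the astrocyte-like and 4.60 ± 2.58% of the CGNP-like cells, Fabp7 in 90.0 ± 11.6%, 74.7 ± 28.7% and 12.1 ± 7.04% of the same 3 groups, and Hes1 in 10.0 ± 3.53%, 47.7 ± 23.3% and 41.2 ± 4.88% (SD, n = 5 for each). These shares are of cells with at least 1 UMI at the depths given for the classes, and were not thinned.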

Not all *Sox2*^*+*^ cells were tumor-derived, as glial cells in normal P7 cerebellum also expressed *Sox2* (Fig. 3b). 

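In the WT P7 cerebella, 38.0 ± 14.3% (SD, n = 5 cerebella) of astrocyte-like cells held a Sox2 UMI at a median of 1489 UMIs per cell and 37.2 ± 4.48% of oligodendrocyte-like cells at 1804 UMIs, against 1.05 ± 0.360% of CGNP-like cells at 1306 UMIs and 1.67 ± 2.32% of microglia-like cells at 1706 UMIs. After thinning to 500 UMIs, the glial shares were 13.1% and 14.6%, and those of CGNP-like and microglia-like cells 0.426% and 0%.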

Altogether, the *Sox2*^+^ population comprised diverse cell types including both normal glia and tumor-derived cells with either glial and neural progenitor-like characteristics.

To resolve the different types of *Sox2*-expressing cells, we subjected the *Sox2*^+^ cells from the vehicle-treated tumors to ICA and Louvain clustering. 

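Sox10 UMIs were found in 68.6 ± 17.0% (SD, n = 5 vehicle-treated tumors) of the Sox2+ oligodendrocyte-like cells and 0% of the Sox2+ astrocyte-like cells, and Aqp4 in 66.9 ± 28.4% of the Sox2+ astrocyte-like and 1.70 ± 2.43% of the Sox2+ oligodendrocyte-like cells. The classes were given by the clustering of all cells, and the Sox2+ cells were not projected again on their own.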

The resulting t-SNE projection defined three discrete groups, a *Sox10*^+^ oligodendrocytic group, an *Aqp4*^+^ astrocytic group and a third group composed of CGNP-like cells from Nodes A_V_–C_V_ (Fig. 5d). The oligodendrocytic and astrocytic groups both included two discrete subgroups with differential gene expression (Supplementary Dataset 5). One oligodendrocytic subgroup was *Pdgfra*^+^ and proliferative, as demonstrated by *Ccnd1* expression, while the other showed markers of differentiation, including myelin genes *Mbp1* and *Mog* (Fig. 5e). 

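The Sox2+ oligodendrocyte-like cells of the vehicle-treated tumors were divided into 2 subgroups by Ward clustering. One of 56 cells was named mature oligodendrocyte-like and the other of 119 cells oligodendrocyte progenitor-like (OPC-like), from markers that did not include the genes given here. Pdgfra was at 1414 CPM in the OPC-like and 24.1 CPM in the mature subgroup, uncertain for its overlap with Mir7025 on the same strand, and Ccnd1 at 1709 and 139.6 CPM. Mbp was at 205 CPM in the OPC-like and 5121 CPM in the mature subgroup. Mog gave 23 UMIs in the mature cells and 0 in the OPC-like cells. The values are over all cells of a subgroup, since the smallest tumor gave 3 cells to the mature subgroup, and carry no replicate error.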

We considered the *Pdgfra*^*+*^ group to be the oligodendrocyte precursors (OPCs). The two astrocytic subgroups were differentiated by the absence or presence of *Olig1* (Fig. 5e). We considered the *Olig1*^+^ subset to be the astrocyte precursors (APs). 

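Among the Sox2+ astrocyte-like cells of the vehicle-treated tumors, Yfp UMIs were held by 9 of the 39 cells with an Olig1 UMI (23.1%, exact Clopper-Pearson 95% confidence interval 11.1 to 39.3) and by 3 of the 63 without one (4.76%, 0.993 to 13.3). Of the 12 Yfp+ cells, 9 held Olig1 (75%, 42.8 to 94.5), between 62.5% and 100% with each tumor left out in turn, the lowest without vehicle replicate 2 and the highest without vehicle replicate 5. All 12 came from these tumors. Vehicle replicate 2 gave 4 cells with Olig1, and vehicle replicate 5 gave 5 with and 3 without it, so the other tumors do not bear on this share. The intervals cover counting error only. The cells with Olig1 held a median of 3374 UMIs and those without of 3421, and with each cell thinned to 500 UMIs the Yfp shares were 5.13% and 0%. Split instead into 2 sub-clusters found without Olig1, the cells were not parted by Olig1, which was at 286 and 283 CPM, so that split does not bear on Olig1. In the Sox2+ oligodendrocyte-like cells, Yfp was held by 9 of 119 OPC-like and 3 of 56 mature cells, at a median of 1821 and 3564 UMIs.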

Within the astrocytic group, *Yfp*^*+*^ cells distributed entirely within the AP subset (*p* = 0.0177, Fisher’s exact test), while within the oligodendrocytic group, *Yfp*^+^ cells distributed across both groups (Fig. 5e). Sox2^+^ cells thus included glial and neural-progenitor-like subsets that varied in differentiation, and tumor-derived *Sox2*^+^ astrocytic cells tended to be undifferentiated.

### Inhibiting SHH signaling at SMO promotes differentiation

To determine the effect of SHH inhibition on cellular heterogeneity and developmental trajectory, we compared single-cell gene expression data from vismodegib-treated and vehicle-treated tumors, including >30,000 cells harvested from a total of ten tumors. We identified PCs using the same workflow as in the vehicle-only and WT analyses and used these PCs for t-SNE visualization and Louvain clustering.

We again found that cells localized in the t-SNE in several single-cluster groups and in one large multi-cluster group. Specific markers identified the single-cluster groups as endothelial cells, vascular fibroblasts, microglia, neurons, oligodendrocytes and astrocytes (Fig. 6a). The multi-cluster group comprised 11 clusters which hierarchical cluster analysis divided into four nodes, designated A_Together_–D_Together_ (Nodes A_T_–D_T_; Fig. 6b). Nodes A_T_–C_T_ showed phenotypes that matched Nodes A_V_–C_V_, while Node D_T_ comprised cells with increased expression of late differentiation markers (Fig. 6c). 

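Under vismodegib, Mki67 was at 1968 ± 303 CPM (SD, n = 5 vismodegib-treated tumors) in Node A-like, 816 ± 238 CPM in Node B-like and 120.0 ± 67.9 CPM in Node C-like cells. The late marker Grin2b rose from 72.7 ± 22.8 CPM in Node C-like to 237 ± 78.1 CPM in Node D-like cells of the vehicle-treated tumors and from 114.5 ± 12.1 to 313 ± 50.4 CPM in those of the vismodegib-treated tumors (SD, n = 5 for each). Calb2 was at 155 ± 25.5 CPM in the Node D-like cells of vehicle-treated and 286.5 ± 60.3 CPM in those of vismodegib-treated tumors. Node D-like cells came from 3 clusters, which held 637, 624 and 77 cells of the vehicle-treated and 2391, 689 and 1628 cells of the vismodegib-treated tumors. Pcp4 and Tenm1 were among the leading genes of the last of them. Of the Node B-like cells, 5001 of vehicle-treated tumors lay in one cluster and 2930 in the other, against 957 and 1190 of vismodegib-treated tumors. Pcp4 shares its strand and part of its position with Igsf5.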

A small portion of the vehicle-treated cells that populated Node C_V_ were placed in Node D_T_, however >85% of Node D_T_ derived from vismodegib-treated tumors (Fig. 6d; *p* = 0.007 by two-sample *T*-test), indicating that vismodegib induced a more differentiated state. 

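Of the Node D-like cells, 4708 of 6046 came from vismodegib-treated tumors (77.9%, exact Clopper-Pearson 95% confidence interval 76.8 to 78.9, counting error only). With each tumor weighted equally, the share was 80.0% (SD 5.42 over the tumors). The pooled share was 70.1% with classes taken from the nearest WT P7 cells, 81.9% with the genes that differ within a node left out of the clustering, and 70.8% with Scrublet's doublet calls removed. It fell to 67.4% without vismodegib replicate 4 and 70.7% without vismodegib replicate 5, and rose to 84.2% without vehicle replicate 5. From the origin of these cells, the paper concludes that vismodegib induced a more differentiated state.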

Cells throughout Node D_T_ expressed *Yfp*, confirming the tumor lineage of these differentiated cells (Fig. 6e)_._

**Fig. 6:**
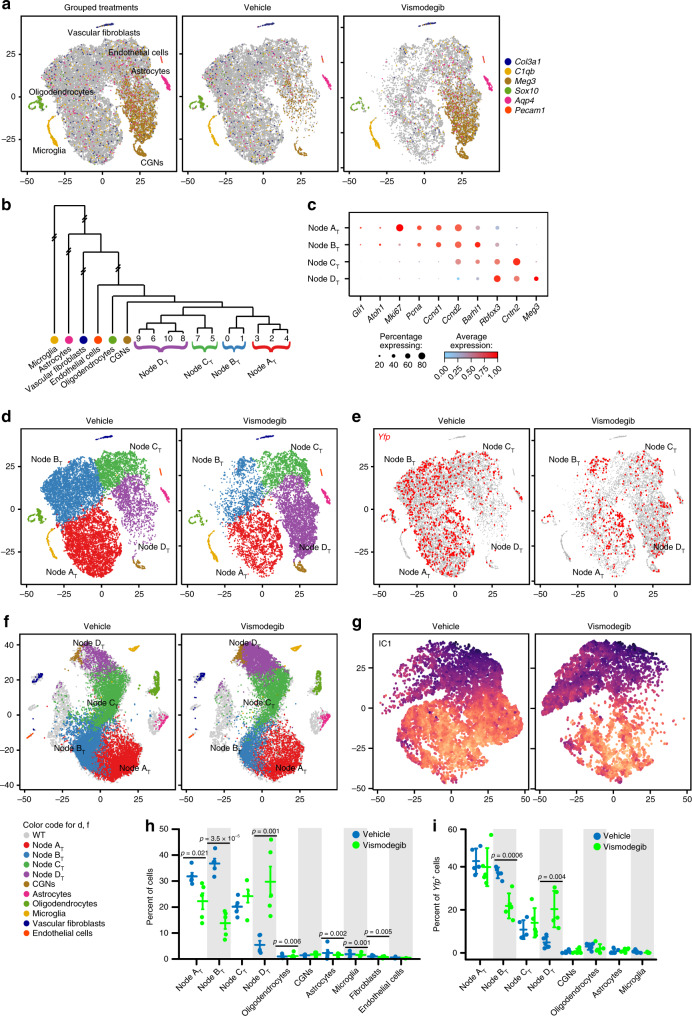
Vismodegib advances differentiation and depletes subsets of tumor cells. **a** t-SNE projection of cells from five vehicle-treated and five vismodegib-treated tumors, directed by PCA, plotted either with cells from both conditions shown together, or in separate images, and color-coded for the expression of indicated markers. **b** Dendrogram depicts the HCA that identified Nodes A_V_–C_V_. **c** Dot Plot showing expression of developmental markers across Nodes A_V_–C_V_. **d** Nodes and identified cell types color-coded on t-SNE from **a**. **e** Feature plot of *YFP* on the t-SNE from **a**. **f** Cells from the five vehicle-treated or five vismodegib-treated tumors, mapped using the k-NN algorithm onto the t-SNE projection of WT P7 cerebella (Fig. 3a), with Nodes A_T_–D_T_ and identified cell types color-coded. **g** ICA-directed t-SNE projection of CGNP-like cells from vehicle-treated and or vismodegib-treated tumors, with the differentiation IC color-coded. **h** Fractional population of indicated groups from vehicle-treated and vismodegib-treated mice, normalized to the total number of cells per mouse. Each dot represents an individual replicate animal. Horizontal lines indicate the means, and error bars indicate SEM. **i** Fractional population changes in *Yfp*^+^ cells induced by vismodegib, formatted as in **g**. *p* Values in **h** and **i** determined by one-way ANOVA.

Increased differentiation was further demonstrated by mapping the cells of vehicle- and vismodegib-treated tumors according to their best fit among the cells of the WT cerebellum using kNN. 

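The CGNP-like cells of each tumor were mapped to their 5 nearest WT P7 cells, and the percentile of these on the first principal component of the WT CGNP lineage was averaged. This position was 44.1 ± 4.20 in vehicle-treated and 62.7 ± 9.92 in vismodegib-treated tumors (SD, n = 5 tumors; 2-sided exact permutation test, p = 0.00794), and the groups do not overlap. Within the sets of tumors the difference was 10.2 percentile points in set 1 and 30.1 in set 2 (permutation within sets, p = 0.0100). At a clustering resolution of 0.4, the alternative that moved it most, the difference was 12.6. By class, the position went from 21.0 ± 3.16 to 23.7 ± 2.55 in Node A-like, from 33.6 ± 0.979 to 27.3 ± 2.09 in Node B-like, from 65.0 ± 2.64 to 70.8 ± 4.26 in Node C-like and from 87.2 ± 4.43 to 92.3 ± 3.06 in Node D-like cells (SD, n = 5 for each), so that Node B-like cells moved against the overall rise. The datasets of Carter et al. and Vladoiu et al. were not among the files.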

Compared to vehicle-treated tumors, the CGNP-like cells from vismodegib-treated tumors mapped to more differentiated regions of the WT CGNPs in both our P7 dataset and in the datasets of Carter et al. and Vladoiu et al.^38,39^, (Fig. 6f, Supplementary Fig. 5). ICA on Nodes A_T_–D_T_ demonstrated that vismodegib induced progression along a differentiation trajectory, with more vismodegib-treated cells at the extreme of the IC1 (Fig. 6g; Supplementary Dataset 6). 

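An independent component analysis of the CGNP-like cells gave 1 component that followed the Node D-like markers (Pearson's r across cells 0.854), and the 10% of all CGNP-like cells at its differentiated end were counted. They made up 2.01 ± 1.57% of the CGNP-like cells in vehicle-treated and 19.8 ± 15.2% in vismodegib-treated tumors (SD, n = 5 tumors; 2-sided exact permutation test, p = 0.00794). Within set 1 the difference was 7.50 and within set 2 33.5 percentage points (permutation within sets, p = 0.0100). Of 12 fits that differed in algorithm, contrast function and start, 5 converged, and the fit used was picked after they had been seen. The difference was between 13.2 and 18.1 percentage points over the 12. In 1 of them the groups overlapped (exact permutation p = 0.0238). With other quality limits or another clustering, each difference was smaller, between 9.60 percentage points at a clustering resolution of 0.4 (exact permutation p = 0.0159) and 14.2 with the genes that differ within a node left out (p = 0.0159). The largest exact p among them was 0.0476, with a minimum of 1000 UMIs.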

Developmental mapping and ICA both confirm a shift in the CGNP-like tumor cells toward more differentiated states.

### Variation in vismodegib sensitivity

To determine the responses of each cell type to vismodegib, we compared the populations of each node and cluster in vehicle-treated and vismodegib-treated tumors. We determined for each individual animal the number of cells in each node and cluster, normalized to the total number of cells from that animal. We then compared the distribution of cells from vismodegib-treated and vehicle-treated mice across nodes and clusters (Fig. 6h, Supplementary Fig. 6a). These comparisons showed a shift in which the proliferative populations (Nodes A_T_ + B_T_) were depleted by vismodegib and the non-proliferative populations (Nodes C_T_ + D_T_) were enriched (*p* < 0.001 by ANOVA).

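Per tumor, Node D-like cells made up 8.48 ± 2.32% of all cells in vehicle-treated and 33.8 ± 11.8% in vismodegib-treated tumors (SD, n = 5 tumors; 2-sided exact permutation test, p = 0.00794, adjusted over the 10 classes by Benjamini-Hochberg 0.0198), higher in 5 of 5 vismodegib-treated tumors than the vehicle mean. The difference was 16.3 percentage points in set 1 and 38.6 in set 2 (permutation within sets, p = 0.0100). It was 21.6 percentage points with the genes that differ within a node left out of the clustering and 28.0 with classes from the nearest WT cells. At a resolution of 0.4, which moved it most, a part of these cells is named neuron-like and the difference was 10.4, or 25.0 for both classes together. Node C-like cells made up 24.4 ± 3.70% and 22.3 ± 5.20%, a difference within the spread between tumors (p = 0.437, adjusted 0.437, same exact test, and p = 0.270 within sets). Its sign was not stable, with 1.17 percentage points in set 1, -7.30 in set 2, 4.31 with the genes that differ within a node left out and -2.05 with classes from the nearest WT cells. Among the other classes, astrocyte-like cells went from 1.27 ± 0.535% to 3.82 ± 2.25% (adjusted p = 0.0198, within sets p = 0.0100), microglia-like cells from 0.977 ± 0.396% to 2.70 ± 0.700% (adjusted p = 0.0198, within sets 0.0100), vascular fibroblast-like cells up by 0.782 percentage points to 1.38 ± 0.392% (adjusted p = 0.0317, within sets 0.0200), neuron-like cells from 0.504 ± 0.318% to 1.49 ± 0.947% (adjusted p = 0.0397, within sets 0.0100) and oligodendrocyte-like cells from 2.22 ± 0.477% to 1.22 ± 0.465% (adjusted p = 0.0397, within sets 0.0300, each by the exact permutation test, SD, n = 5). The change of endothelial-like cells, from 0.340 ± 0.0911% to 0.585 ± 0.300%, was not called (adjusted p = 0.0970, within sets 0.190, same exact test). These are shares of the cells captured, so a fall of 1 class raises the others. From these shifts, the paper concludes that vismodegib depleted the proliferative and enriched the non-proliferative populations.

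**Figure D3:**
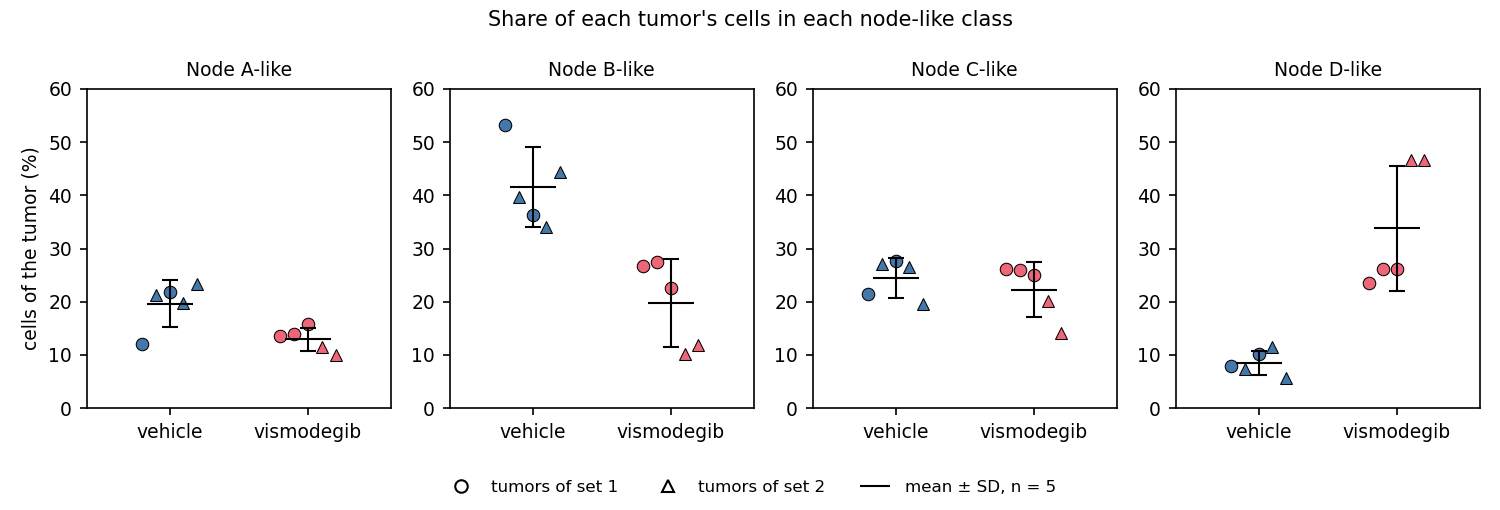
Share of the cells of each tumor (percent) in the 4 node-like classes, with a point for each of 5 vehicle-treated and 5 vismodegib-treated tumors, circles for set 1 and triangles for set 2, and the mean with 1 SD. The points of the treatments do not overlap in the Node B-like and Node D-like classes, and vismodegib-treated tumors of set 2 have the highest shares of Node D-like cells.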

The enrichment of differentiated cell types was relative, rather than absolute. Vanner et al.^31^ previously showed that in medulloblastomas, differentiated progeny of stem cells tend to undergo apoptosis after a period of days^31^. Consistent with this finding, we previously found large accumulations of neurons in apoptosis-deficient medulloblastomas in *Bax*-deleted mice, suggesting that differentiating tumor cells are typically removed by BAX-regulated cell death^41^. We did not observe accumulation of neurons in medulloblastomas of *M-Smo* mice after 3 weeks of vismodegib treatment (Supplementary Fig. 6b), suggesting that cell death may follow differentiation. However, we also were unable to detect a significant increase in cells showing the apoptotic marker cleaved caspase-3 (Supplementary Fig. 6c), consistent with either no increase in cell death, or a small, asynchronous increase that is hard to detect. Further studies with *Bax*-mutant *M-Smo* mice may be needed to determine if vismodegib-induced differentiation is followed by latent cell death.

Depletion of proliferating cell types by vismodegib was not uniform. The population of Node B_T_ showed a statistically significant (*p* < 0.001) 2-fold decrease. In contrast, the population of Node A_T_ showed a 30% decrease that was not statistically significant. 

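Node B-like cells made up 41.6 ± 7.57% of all cells in vehicle-treated and 19.8 ± 8.24% in vismodegib-treated tumors (SD, n = 5 tumors; 2-sided exact permutation test, p = 0.00794, adjusted over the 10 classes 0.0198), a fall by a factor of 2.10 seen in 5 of 5 vismodegib-treated tumors. In set 1 the share fell from 44.7% to 25.6% and in set 2 from 39.4% to 11.0% (permutation within sets, p = 0.0100). The difference was -24.4 percentage points with the genes that differ within a node left out of the clustering and -19.0 with classes from the nearest WT cells. Leaving out each tumor in turn gave between -23.7 and -18.9 percentage points.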

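Node A-like cells made up 19.6 ± 4.44% in vehicle-treated and 12.9 ± 2.22% in vismodegib-treated tumors (SD, n = 5 tumors), -34.1% relative to vehicle. The p of the difference was only narrowly under 0.05 (2-sided exact permutation test, p = 0.0317, adjusted over the 10 classes 0.0397). In set 1 the share went from 16.9% to 14.4% and in set 2 from 21.4% to 10.7% (permutation within sets, p = 0.0400). The adjusted p was above 0.05 in 7 of the 10 cases in which 1 tumor was left out, namely without vehicle replicates 2, 3, 4 and 5 or vismodegib replicates 2, 4 and 5, while the difference stayed between -8.61 and -5.79 percentage points. With 20 PCs, which moved it most, it was -13.5 (exact permutation p = 0.00794). It was -6.31 percentage points with the genes that differ within a node left out of the clustering (exact permutation p = 0.0397), -9.98 with classes from the nearest WT cells (p = 0.0238), -5.28 with the reported genes kept in the clustering (p = 0.0556) and -7.06 with a minimum of 1000 UMIs (p = 0.0635). Over 11 other settings of the limits, the clustering, the thinning and the denominator, the adjusted exact p was between 0.0143 and 0.0882 and above 0.05 in 3 of 11. Of the Node A-like cells, 548 of vehicle-treated and 553 of vismodegib-treated tumors lay in the cluster led by Pbk, Rrm2 and E2f2, against 1729 and 460 in the cluster led by Hist1h2ak and 1450 and 496 in that led by Ccnb1. Myod1, which took no part in the clustering, was the next leading gene of the first of these clusters. Out of 18280 and 12422 cells in all, the pooled share of this cluster did not fall under vismodegib, while the shares of both others did. These pooled shares were not tested.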

Similar patterns were also seen in the *Yfp*^+^ subset of cells, with statistically significant depletion of *Yfp*^+^ cells in Node B_T_, statistically significant enrichment of *Yfp*^+^ cells in Node D_T_ and no statistically significant changes in the *Yfp*^+^ fractions of Node A_T_ or the astrocytic or oligodendroglial clusters (Fig. 6i). 

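Among the cells with a Yfp UMI, Node D-like cells rose from 3.29 ± 1.62% to 17.0 ± 8.53% under vismodegib (SD, n = 5 tumors; 2-sided exact permutation test, p = 0.00794), by 7.53 percentage points in set 1 and 23.0 in set 2. Over the other settings, the rise went from 6.38 points at a resolution of 0.4 (exact permutation p = 0.0238) to 25.1 with each cell thinned to 500 UMIs (p = 0.00794). Node B-like cells were 41.7 ± 9.28% of the Yfp+ cells in vehicle-treated and 28.3 ± 12.4% in vismodegib-treated tumors, which the test did not separate (p = 0.0873, same exact test). The difference was -10.3 percentage points in set 1 and -21.7 in set 2 (permutation within sets, p = 0.0400). Its exact permutation p was under 0.05 in 7 of 11 other settings, such as -15.1 percentage points with the genes that differ within a node left out of the clustering (p = 0.0476) and -14.1 with classes from the nearest WT cells (p = 0.00794), and not with 20 PCs (-4.12, p = 0.635) or with each cell thinned to 500 UMIs (-13.0, p = 0.325). Without vismodegib replicate 1, it was -16.9 (exact permutation p = 0.0476). The Node A-like cells among them were 30.7 ± 6.01% and 29.0 ± 5.71% (exact permutation p = 0.587), a difference that changed sign between the sets (2.41 and -3.56 percentage points) and without vismodegib replicate 1 (0.719), and that was -2.27 and -2.01 in the same 2 settings and -14.1 with 20 PCs (p = 0.0397).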

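Whether the Node B-like class lost more than the Node A-like class can be read from the ratio of the 2 in each tumor. Its log2 was 1.10 ± 0.59 in vehicle-treated and 0.51 ± 0.49 in vismodegib-treated tumors (SD, n = 5 tumors), and the difference was -0.59 (2-sided exact permutation test, p = 0.135), so that a greater loss of Node B-like cells was not separated from the spread between tumors. Vehicle replicate 1 had the highest ratio (2.15). The difference was -0.61 within set 1 and -0.84 within set 2 (permutation within sets, p = 0.0300). It was -0.51 with the genes that differ within a node left out of the clustering (exact permutation p = 0.214), -0.66 with classes from the nearest WT cells (p = 0.0397), -0.70 with a minimum of 1000 UMIs (p = 0.00794) and -0.73 at a resolution of 1.2 (p = 0.00794). The sign was the same in each of the other settings of the limits, the clustering and the thinning, and the call depended on the setting.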

The different effects of vismodegib on the node populations identify the proliferating cells of Node B_T_ as vismodegib-sensitive and the proliferating cells of Node A_T_, along with the *Yfp*^+^ glial cells, as relatively vismodegib-resistant.

### Persistent SHH activation in vismodegib-resistant cells

We found that SHH activation persisted in the cells that remained in proliferative Node A_T_ in vismodegib-treated tumors, demonstrated by continued expression of the SHH pathway markers *Gli1* (Fig. 7a), *Ptch1*, *Hhip* and *Sfrp1* (Supplementary Fig. 7). These results were consistent with the resumption of Gli-luc signal after 3 days of vismodegib treatment (Fig. 1e) and indicate that in a subset of cells, vismodegib failed to suppress SHH-driven transcription. 

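The named targets of the SHH pathway differed in their response in Node A-like cells. Gli1 was at 96.4 ± 29.7 CPM in the Node A-like cells of vehicle-treated and 90.3 ± 37.1 CPM (SD, n = 5) in those of vismodegib-treated tumors, with a log2 fold change of -0.0961 (standard error 0.24, edgeR's quasi-likelihood test, adjusted p = 0.940). Its sign changed between settings, at 0.00621 with classes from the nearest WT cells and 0.0213 without vehicle replicate 1, and was also turned without vismodegib replicate 5. Hhip had a log2 fold change of -2.41 (standard error 0.26, adjusted p = 7.6e-05, edgeR) and was lower than the vehicle mean in 5 of 5 vismodegib-treated tumors. For Ptch1, which overlaps A930032L01Rik on the same strand and is uncertain, it was -1.15 (standard error 0.31, adjusted p = 0.0792, edgeR; lower in 5 of 5), and with the set of tumors as a term -1.13 (adjusted p = 0.0352, and between 0.0268 and 0.122 over the other settings of the cells, the clustering and the model). Sfrp1 had -0.37 (standard error 0.16, adjusted p = 0.375, edgeR; lower in 5 of 5). These 3 genes still gave UMIs under vismodegib, at 10.4 ± 4.61, 8.85 ± 4.50 and 1705 ± 288 CPM for Hhip, Ptch1 and Sfrp1. For Hhip and Ptch1, 0 of 332 microglia-like cells of the vismodegib-treated tumors held a UMI, which allows up to 0.904%. Their levels in the other classes outside the CGNP lineage are not given here, and a background from other cells was not tested. Over all genes, 215 of 9884 changed in Node A-like cells at an adjusted p under 0.05, 62 up and 153 down. With the set as a term, 399 did, and with DESeq2 351. The clusters of the class, listed above, are not in the same proportion in both treatments. The paper concludes from the continued expression of these markers that SHH activation persisted.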

We hypothesized that this failure could potentially arise from a pharmacodynamic mechanism in which the drug is present but unable to block the pathway, or from a pharmacokinetic mechanism, in which the unaffected cells are not exposed to the drug, due to local variation in drug penetration.

**Fig. 7:**
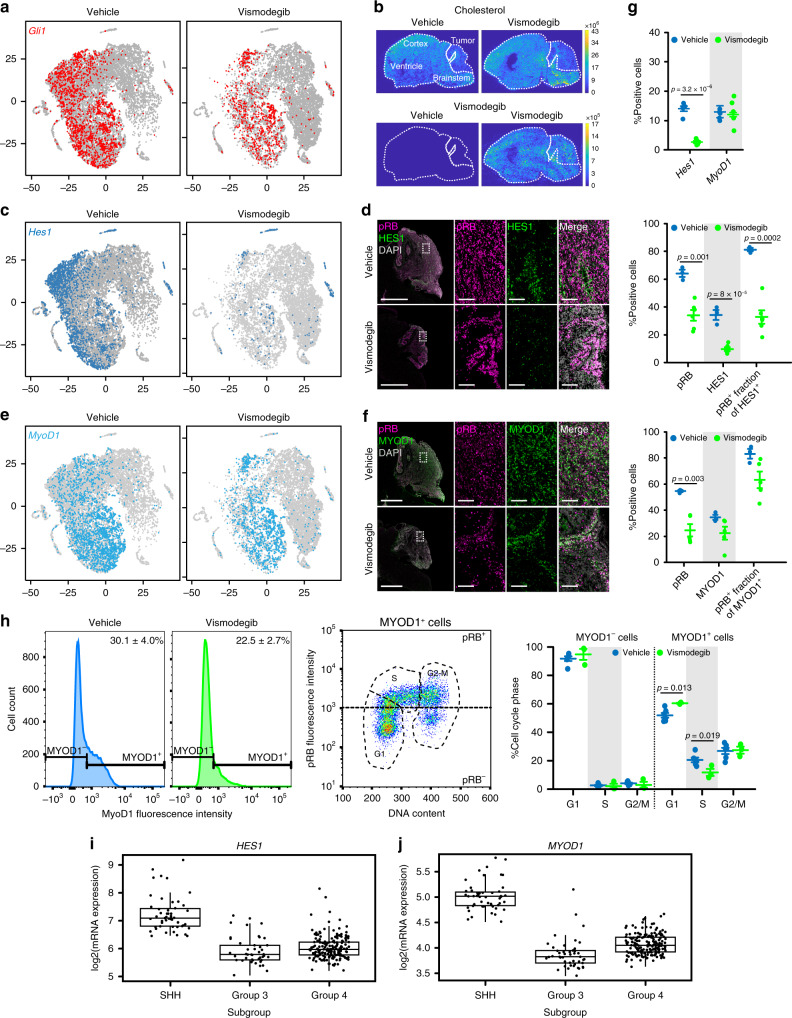
HES1 and MYOD1 mark vismodegib-responsive and resistant subsets of cells. **a** t-SNE projections as in Fig. 6a, with *Gli1*^+^ cells indicated. **b** MALDESI images of cholesterol and vismodegib distribution in sagittal brain sections including both tumor and normal brain. **c** t-SNE projections as in **a** with *Hes1*^*+*^ cells indicated. **d** IHC for HES1 and pRB in sagittal hindbrain sections from representative *M-Smo* mice treated as indicated. **e** t-SNE projections as in **a**, with *Myod1*^+^ cells indicated. **f** IHC for MYOD1 and pRB in sagittal hindbrain sections from representative *M-Smo* mice treated as indicated. **g** Quantification of data from **c**–**f**. Dots represent individual replicate mice. Horizontal lines represent means and error bars indicate SEM. **h** Analysis of MYOD1, pRB and cell cycle phase by flow cytometry. Graphs formatted as in **g**. **i**, **j** Expression microarray data on *HES1* and *MYOD1* expression in human medulloblastoma samples, as presented in ref. ^44^, with boxes indicating the mean, 25th and 75th percentile and whiskers indicating the 10th and 90th percentiles. Scale bars = 2 mm, except in insets where scale bars = 100 µm. *p* Values determined by two-sided Student’s *t*-test.

To test for uneven distribution of vismodegib, we visualized drug distribution using mass spectrometry imaging (MSI) accomplished by infrared matrix-assisted laser desorption electrospray ionization (IR-MALDESI). For this purpose, brains were harvested from vismodegib-injected and control mice, rapidly frozen, and sectioned in the sagittal plane. The frozen sections were then scanned progressively across the section by IR-infrared laser and the resulting ionized species arising from each successively scanned region were detected by mass spectrometry, generating concentration maps for each ion across the entire section. We were able to map vismodegib, and to compare vismodegib concentration to endogenous metabolites. We found cholesterol in relatively high concentrations throughout the brain but low concentrations in all regions of the tumor (Fig. 7b). In contrast to cholesterol, vismodegib was evenly distributed across the brain and tumor, without local variation (Fig. 7b). This even distribution argues against a local pharmacokinetic cause for differential effects of vismodegib.

### HES1 marks vismodegib-sensitive tumor cells

To gain insight in the mechanisms of differential pharmacodynamic response to vismodegib in different cell types, we compared gene expression in untreated cells of the vismodegib-sensitive and vismodegib-resistant clusters. Noting that cluster 0 of Node B_T_ was most strongly depleted by vismodegib (Supplementary Fig. 6a), we generated a list of genes differentially upregulated in Cluster 0 in vehicle-treated tumors compared to all other vehicle-treated cells (Supplementary Dataset 7). Focusing on the transcription factors on this list, we noted specific expression of the Notch pathway transcription factor *Hes1*. Analysis of *Hes1* expression in the vehicle-treated subset of the t-SNE showed that in control tumors *Hes1*^+^ cells predominantly localized to cluster 0 in Node B_T_, but were also found in clusters within Node A_T_, and in the astrocytic and oligodendrocytic clusters (Fig. 7c). 

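Of the cells with a Hes1 UMI in vehicle-treated tumors, 58.7 ± 7.22% (SD, n = 5 tumors) were Node B-like and 26.6 ± 4.17% Node A-like. The largest Node B-like cluster held 41.7 ± 6.87% of them, and 51.4 ± 6.80% after thinning each cell to 500 UMIs. Astrocyte-like cells held 2.92 ± 1.41% and oligodendrocyte-like cells 1.42 ± 0.457%. As a rate, Hes1 was at 215 ± 42.6 CPM in Node B-like, 133 ± 42.0 CPM in Node A-like, 244 ± 123 CPM in astrocyte-like and 56.0 ± 43.3 CPM in oligodendrocyte-like cells (SD, n = 5). The highest level was found in cells not named in this list, at 459 ± 133 CPM in the endothelial-like and vascular fibroblast-like cells, and the lowest in neuron-like cells, with 0 of 83 cells positive at a median of 1135.5 UMIs, which allows up to 3.61%. Hes1 lies on chromosome 16 from 30064384 to 30067796 of GRCm38, on the plus strand.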

The *Hes1*^+^ cells in vehicle-treated tumors were predominantly *Gli1*^+^, indicating SHH-pathway activation. 

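A Gli1 UMI was found in 22.3 ± 8.03% (SD, n = 5 tumors) of the Hes1+ cells of the Node A-like and Node B-like classes in vehicle-treated tumors and in 16.8 ± 3.26% of the other cells of these classes. A cell with more UMIs holds both genes more often, and with each cell thinned to 500 UMIs the shares were 4.34 ± 2.95% and 4.42 ± 1.66%, a difference within the spread between tumors. In endothelial-like, vascular fibroblast-like and microglia-like cells, 4.60 ± 3.39% held Gli1, and 0.199 ± 0.445% after thinning. A cell without a Gli1 UMI is not shown to lack Gli1 at this depth. From the Gli1 expression of the Hes1+ cells, the paper concludes that their SHH pathway was active.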

Vismodegib decreased *Hes1* expression in Nodes A_T_ and B_T_, while glial clusters remained *Hes1*^+^ (Fig. 7c, g top panel).

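Vismodegib lowered the share of cells with a Hes1 UMI from 14.5 ± 2.15% to 2.81 ± 0.794% (SD, n = 5 tumors; 2-sided exact permutation test, p = 0.00794), by a factor of 5.14, in 5 of 5 vismodegib-treated tumors. Thinned to 500 UMIs per cell, the shares were 5.52% and 0.740%. Microglia-like cells, at a median of 2369.5 UMIs in vehicle-treated tumors against 1784 in Node B-like cells, held Hes1 in 4.47 ± 4.14% and, thinned, in 0%. The difference was -12.8 percentage points in set 1 and -10.7 in set 2 (permutation within sets, p = 0.0100). In Node A-like cells the log2 fold change of Hes1 was -3.44 (standard error 0.29, adjusted p = 1.2e-05, edgeR) and in Node B-like cells -3.56 (standard error 0.25, adjusted p = 1.4e-06, edgeR), lower in 5 of 5 tumors in each. Astrocyte-like cells remained at 195 ± 83.8 CPM under vismodegib and the endothelial-like and vascular fibroblast-like cells at 357 ± 131 CPM, each within the spread of the vehicle-treated tumors. Oligodendrocyte-like cells fell to 2.06 ± 4.61 CPM, from 2 UMIs in 155 cells (SD, n = 5).

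**Figure D4:**
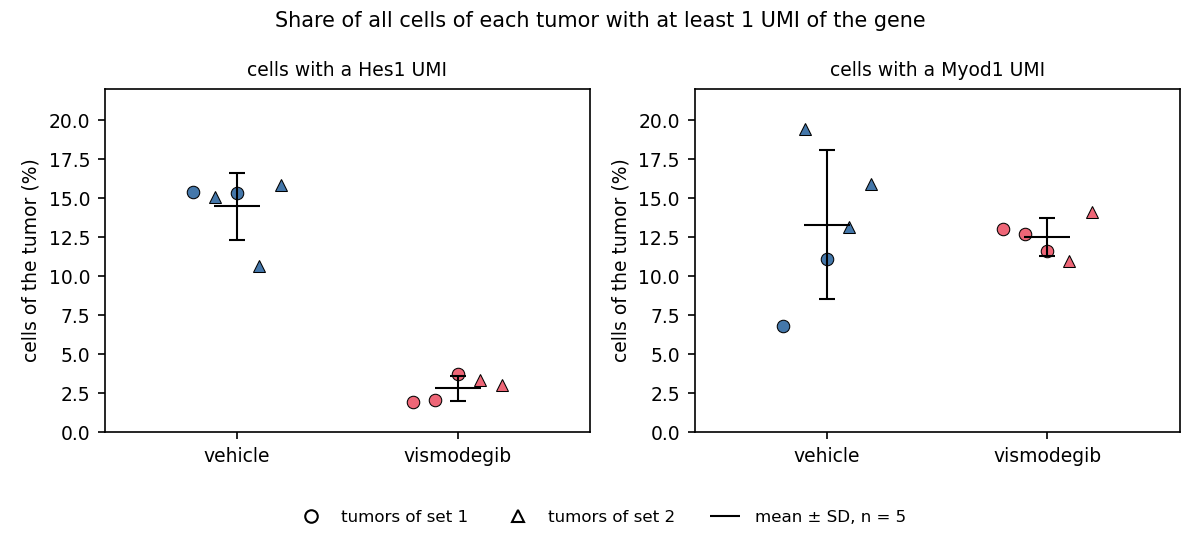
Share of all cells of each tumor (percent) with at least 1 UMI of Hes1 on the left and of Myod1 on the right, with a point for each of 5 vehicle-treated and 5 vismodegib-treated tumors, circles for set 1 and triangles for set 2, and the mean with 1 SD. For Hes1 every vismodegib-treated tumor lies below every vehicle-treated tumor, and for Myod1 the vismodegib-treated tumors lie within the range of the vehicle-treated tumors.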

We analyzed HES1 protein expression in tumor sections by immunohistochemistry to confirm these observations and to determine the spatial distribution and proliferative state of HES1^+^ cells. HES1^+^ cells were distributed throughout the vehicle-treated tumors (Fig. 7d) and co-localized with pRB, consistent with the proliferative phenotype predicted by the transcriptomic data. Vismodegib reduced pRB in tumors, reduced HES1 expression and markedly reduced pRB in the HES1^+^ population (Fig. 7g middle panel). To determine if the reduction in HES1^+^ cells persisted over time, we examined HES1 expression in tumors in M-Smo mice with vismodegib for 14 days. In these tumors, HES1^+^ cells were as rare as in tumors treated for 3 days, and pRB was significantly reduced in the HES1^+^ population (Supplementary Fig. 8a). These data show that proliferative HES1^+^ tumor cells were widely distributed and disproportionately inhibited by vismodegib.

### MYOD1 marks vismodegib-resistant tumor cells

In contrast to *Hes1*, the transcription factor *Myod1* identified a subset of tumor cells that remained proliferative after vismodegib treatment. 

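Counts summed over the Node A-like cells of the vismodegib-treated tumors were compared with those of the Node B-like cells of the vehicle-treated tumors by edgeR's quasi-likelihood test. Of 10285 tested genes, 671 were higher in the former and 621 lower at an adjusted p under 0.05. With the set of tumors as a term, which moved the count most, 1033 were higher. Myod1 had a log2 fold change of 1.67 (standard error 0.26, edgeR's adjusted p = 4.4e-04) and was higher in 5 of 5 tumors. This contrast holds both the step between the classes and the effect of the drug. Within the Node A-like class, the log2 fold change of Myod1 under vismodegib was 0.40 (standard error 0.29, adjusted p = 0.680, edgeR).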

We identified *Myod1* by searching for transcription factors in the set of genes upregulated in vismodegib-treated cells of Node A_T_ compared to vehicle-treated cells of Node B_T_ (Supplementary Dataset 8). Analysis of *Myod1* expression in the vehicle subset of the t-SNE showed that *Myod1*^+^ cells localized to the Gli1^+^ Nodes A_T_ and B_T_ (Fig. 7a, e). 

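In vehicle-treated tumors, 51.3 ± 12.2% (SD, n = 5 tumors) of the cells with a Myod1 UMI were Node A-like and 38.8 ± 14.5% Node B-like. Myod1 was at 186 ± 91.1 CPM in Node A-like, 81.8 ± 31.7 CPM in Node B-like and 26.6 ± 11.7 CPM in Node C-like cells, and at 5.04 ± 7.44 CPM in the endothelial-like and vascular fibroblast-like cells (SD, n = 5). A Myod1 UMI was found in 19.7 ± 7.07% of the Node A-like and Node B-like cells and in 4.01 ± 2.88% of endothelial-like, vascular fibroblast-like and microglia-like cells, and in 5.42 ± 1.72% and 1.27 ± 0.983% after thinning to 500 UMIs per cell. Of the Myod1+ cells of these 2 classes, 22.6 ± 5.05% held a Gli1 UMI against 16.8 ± 4.03% of the others, and 7.16 ± 6.59% against 4.29 ± 1.65% after thinning (SD, n = 5), which is within the spread between tumors. Myod1 lies on chromosome 7 from 46376474 to 46379099 of GRCm38, on the plus strand.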

After vismodegib treatment, cells in Nodes A_T_ and B_T_ continued to express *Myod1*, and these *Myod1*^+^ cells continued to express *Gli1* (Fig. 7a, e). 

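After vismodegib, Myod1 was at 250.1 ± 71.7 CPM in Node A-like and 191.5 ± 53.6 CPM in Node B-like cells (SD, n = 5 tumors). Within the Node B-like class it was higher than in vehicle-treated tumors, with a log2 fold change of 1.23 (standard error 0.26, adjusted p = 0.0152, edgeR) and in 5 of 5 tumors. In the 2 clusters of the class it went from 53.0 ± 27.4 to 172 ± 71.7 CPM and from 121 ± 46.0 to 204 ± 44.8 CPM (SD, n = 5 for each). Over all cells, the share with a Myod1 UMI was 13.3 ± 4.77% in vehicle-treated and 12.5 ± 1.22% in vismodegib-treated tumors (2-sided exact permutation test, p = 0.722), and 3.73% and 3.47% thinned to 500 UMIs per cell. The difference was 3.49 percentage points in set 1 and -3.61 in set 2, so its sign depends on the set, and it turned positive without vehicle replicate 2 (0.747) and with a minimum of 1000 UMIs (0.332). The log2 ratio of Hes1+ to Myod1+ cells fell from 0.19 ± 0.64 to -2.20 ± 0.51 (SD, n = 5; same exact test, p = 0.00794), by -3.17 in set 1 and -1.74 in set 2. Of the Myod1+ cells of both classes, 26.5 ± 3.46% held Gli1 after vismodegib, against 17.1 ± 2.56% of the others, and 5.92 ± 3.95% against 4.96 ± 2.31% after thinning. In endothelial-like, vascular fibroblast-like and microglia-like cells, the Gli1 share was 1.89 ± 2.32% in the vismodegib-treated tumors.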

Analysis of vehicle-treated tumor sections demonstrated MYOD1-expressing cells throughout the tumors. (Fig. 7f). Dual labeling in sections (Fig. 7f, g) and flow cytometry showed that these cells were pRB^+^ and distributed across the cell cycle (Fig. 7h), confirming the proliferative state predicted by the transcriptomic data. Vismodegib produced a trend toward reduced MYOD1^+^ cells that was not statistically significant (Fig. 7g, h), did not significantly reduce pRB expression in the MYOD1^+^ population, and only modestly altered cell cycle phase distribution (Fig. 7f–h). In contrast to HES1^+^ cells, MYOD1^+^ cells continued to proliferate in tumors treated for 14 days, showing a statistically significant decrease in relative fraction but no decrease in pRB^+^ fraction (Supplementary Fig. 8b). These data show that HES1 and MYOD1 mark subsets of proliferating tumor cells with markedly different sensitivities to vismodegib.

### HES1 and MYOD1 in clinical medulloblastoma samples

We analyzed transcriptomic data from human medulloblastomas to determine whether *HES1* and *MYOD1* are frequently expressed. We found heterogeneous expression of both genes in published data^42^ from patient-derived tumor samples (Fig. 7i, j; Supplementary Fig. 9). We noted variation in mean expression across medulloblastoma subtypes, and wide variability within each subtype. These data show that human tumors contain *HES1*^+^ and *MYOD1*^+^ cells, and that in human tumors, as in mouse tumors, expression of these genes is heterogeneous.

### Reduced Sufu in vismodegib-resistant tumor cells

Mutations of intracellular SHH-pathway regulator *Sufu* can confer vismodegib resistance^25^ and we therefore analyzed the effect of Sufu expression on cellular response to treatment. We plotted *Gli1* expression as a function of *Sufu* expression, and for comparison plotted the SHH target *Ptch1* as a function of *Gli1*. To prevent cells with stochastic drop out of *Gli1*, *Ptch1* or *Sufu* from biasing the data, we used the Markov affinity-based graph imputation of cells (MAGIC) algorithm^43^ to impute expression values in cells where 0 transcripts of each gene were detected. For *Ptch1*, this method showed a statistically significant positive correlation with *Gli1* in both vehicle-treated and vismodegib-treated tumors (*r* = 0.971, *p* < 1 × 10^−15^ and *r* = 0.925, *p* < 1 × 10^−15^, respectively; hypothesis testing of correlation by t-distribution; Fig. 8b). In contrast, *Sufu* showed a statistically significant positive correlation with *Gli1* in vehicle-treated tumors (*r* = 0.406, *p* < 1 × 10^−15^; hypothesis testing of correlation by t-distribution), but a statistically significant negative correlation in vismodegib-treated tumors (*r* = −0.566, *p* < 1 × 10^−15^; hypothesis testing of correlation by t-distribution; Fig. 8c). This negative correlation persisted when Node D_T_ cells, which were rare in the vehicle-treated tumors and numerous in the vismodegib-treated tumors, were removed from the analysis (Supplementary Fig. 10). 

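Expression in the CGNP-like cells was imputed by diffusion over their nearest cells, as in MAGIC with 12 neighbors, and correlated within each tumor. Pearson's r of Ptch1 with Gli1 across the imputed cells was 0.654 ± 0.0702 in vehicle-treated and 0.692 ± 0.0834 in vismodegib-treated tumors (SD, n = 5 tumors), which the test did not separate (2-sided exact permutation test, p = 0.508; 0.0304 in set 1 and 0.0601 in set 2). With 30 neighbors, r was 0.799 and 0.878 (exact permutation p = 0.0159). Without imputation r was 0.0394 and 0.0748. Cells are not replicates, so no p is given for an r across cells. Gli1 lies on chromosome 10 from 127329882 to 127341974 of GRCm38, on the minus strand, and the overlap of Ptch1 with A930032L01Rik applies to these values.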

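For Sufu, r with Gli1 was 0.108 ± 0.0863 in vehicle-treated and -0.0971 ± 0.109 in vismodegib-treated tumors (SD, n = 5 tumors; 2-sided exact permutation test, p = 0.0159). The difference was -0.295 in set 1 and -0.0822 in set 2 (permutation within sets, p = 0.0100), and the mean r in the vismodegib-treated tumors of set 2 was 0.0155. Removing Scrublet's calls gave a difference of -0.171 (exact permutation p = 0.0714) and a resolution of 0.4 gave -0.167 (p = 0.0556), and the call was lost in both. With imputation inside each tumor, which moved it most, the difference was -0.410 (exact permutation p = 0.0238), and without imputation -0.0389 (p = 0.0238). Correlations with Gli1 moved for many genes, and the change of Sufu lay at percentile 5.90 of those of 1000 genes of like mean expression, of which 421 gave a permutation p under 0.05. The paper's r is over pooled cells. Over the cells of the 5 tumors of a treatment pooled, computed later, r of Sufu with Gli1 was 0.198 with vehicle and 0.0200 with vismodegib, so it was not negative there. Sufu lies on chromosome 19 from 46396896 to 46488804 of GRCm38, on the plus strand.

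**Figure D5:**
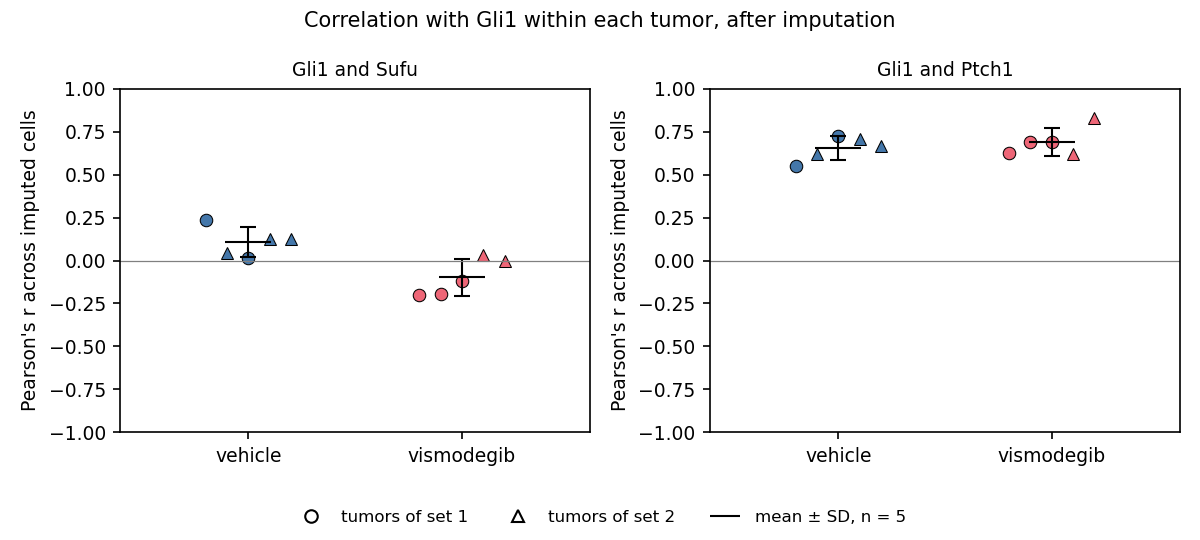
Pearson's r of Gli1 with Sufu on the left and with Ptch1 on the right across the imputed CGNP-like cells of each tumor, with a point for each of 5 vehicle-treated and 5 vismodegib-treated tumors, circles for set 1 and triangles for set 2, and the mean with 1 SD. For Sufu the vismodegib-treated tumors of set 1 lie below 0 and those of set 2 near 0.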

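Imputed and correlated without Node D-like cells, r of Sufu with Gli1 was 0.0807 in vehicle-treated and -0.180 in vismodegib-treated tumors (n = 5 tumors; 2-sided exact permutation test, p = 0.00794). From this correlation, the paper proposes that vismodegib may sensitize cells to the inhibitory effect of SUFU.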

Further, we used ANCOVA to test whether the relationship between *Sufu* and *Gli1* was dependent on treatment (*p* < 1 × 10^−16^; ANCOVA Gli1 ~ Sufu*Treatment). Based on this statistically significant effect of treatment, which induced a negative correlation between *Sufu* and *Gli*, we propose that that vismodegib may sensitize medulloblastoma cells to the inhibitory effect of SUFU, such that cells with higher SUFU differentiate while cells with lower SUFU remain proliferative.

**Fig. 8:**
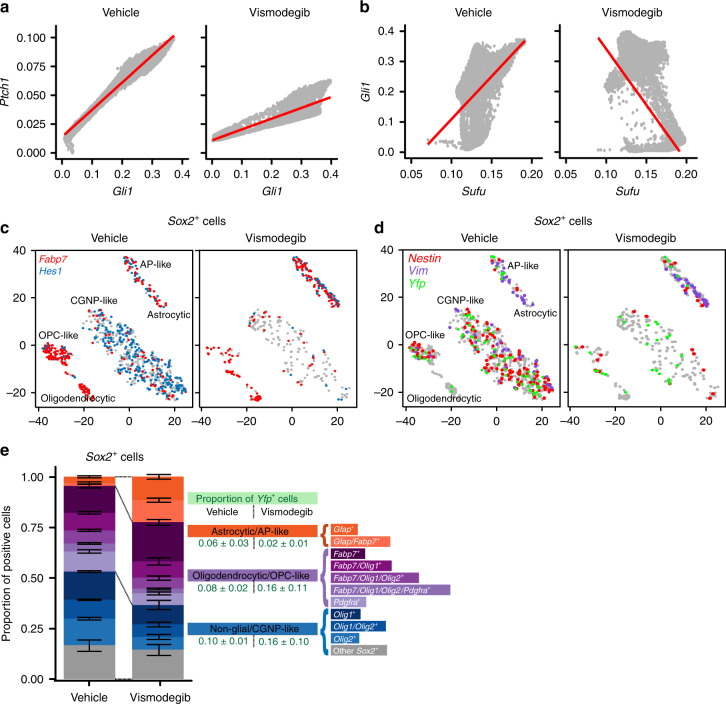
Factors that maintain proliferative and stem-like phenotypes after vismodegib. **a** Correlation plot after imputation of data, showing expression of *Gli1* on the X-axis and *Ptch1* on the Y-axis, in vehicle- and vismodegib-treated tumors graphed separately. Each dot represents an individual cell. **b** Correlation plot after imputation of data, showing expression of *Sufu* on the X-axis and *Gli1* on the Y-axis, in vehicle and vismodegib-treated tumors graphed separately as in **a**. **c** t-SNE projection of *Sox2*^*+*^ cells from vehicle-treated and vismodegib-treated tumors, directed by ICA with expression of *Fabp7* and *Hes1* color coded. **d** t-SNE projection of *Sox2*^+^ cells from the five vehicle-treated and five vismodegib-treated tumors, directed by ICA, with expression of *Nes*, *Vim* and *Yfp* indicated. **e** Bar plots comparing the proportions of *Sox2*^+^ cells expressing indicated markers in each of the five vehicle-treated or vismodegib-treated tumors. Error bars are SEM. The *Yfp*^+^ fractions are indicated.

### *Sox2*^*+*^ cells respond heterogeneously to vismodegib

Single-cell analysis identified subsets of cells with variable sensitivity to vismodegib within the *Sox2*^+^ population. To analyze the effect of vismodegib on the heterogeneity within this population, we divided the *Sox2*^+^ population into a glial population that was *Fabp7*^+^, and a CGNP-like population that was *Fabp7*^−^. 

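Of the Sox2+ cells of vehicle-treated tumors, 25.4 ± 5.20% (SD, n = 5 tumors) were Hes1+ without a Fabp7 UMI, against 2.76 ± 3.24% in vismodegib-treated tumors (2-sided exact permutation test, p = 0.00794), a ratio of 0.108, lower in 5 of 5 tumors. Within set 1 the share fell by 27.3 and within set 2 by 19.8 percentage points (permutation within sets, p = 0.0100). Thinned to 500 UMIs per cell, the shares were 7.36% and 0% (exact permutation p = 0.0476). Taken over the Sox2+ CGNP-like cells only, a choice made after the values had been seen, the Hes1+ share under vismodegib was 5.16% (SEM 2.71, SD 6.05, n = 5), against the share given above for the vehicle-treated tumors (SEM 2.18). A cell without a Fabp7 UMI is not shown to lack Fabp7 at this depth.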

ICA-directed analysis of the Sox2^+^ populations of vehicle-treated and vismodegib-treated tumors showed that the vehicle-treated tumors contained a significant population of CGNP-like *Sox2*^+^ cells that were *Hes1*^+^ AND Fabp7^−^ (41.1 ± 2.5%; five replicates) and that this population was specifically depleted by vismodegib (5.1 ± 2.9%; five replicates; FC = 0.1245, *p* = 1.5 × 10^−5^; Student’s *t*-test; Fig. 8d, e). In contrast, the oligodendrocytic, OPC-like, astrocytic and AP-like subsets of *Sox2*^+^ cells were relatively preserved in vismodegib-treated tumors (Fig. 8d, e). 

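In the vismodegib-treated tumors, 82 oligodendrocyte-like and 202 astrocyte-like cells held a Sox2 UMI, and 193 CGNP-like cells did. Per tumor these were 17.2 ± 6.26%, 38.6 ± 7.69% and 42.3 ± 11.2% of the Sox2+ cells (SD, n = 5 tumors). Sox2 UMIs were found in 52.1 ± 1.98% of oligodendrocyte-like cells at a median of 3342.5 UMIs, 41.9 ± 10.2% of astrocyte-like cells at 1991.5, 1.72 ± 0.278% of CGNP-like cells at 1894 and 0.679 ± 1.09% of microglia-like cells at 1910 UMIs, and in 20.7%, 11.0%, 0.459% and 0.179% after thinning. The overlap of Sox2 with Sox2ot applies here too.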

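Yfp was found in 21 of the Sox2+ CGNP-like, 9 of the oligodendrocyte-like and 13 of the astrocyte-like cells of the vismodegib-treated tumors, and in 56 of the Sox2+ CGNP-like cells of the vehicle-treated tumors. Of the Sox2+ CGNP-like cells, 114 held an Olig1 UMI in vehicle-treated and 5 in vismodegib-treated tumors. These are counts without a test and without thinning, at the median depths given above for the classes.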

Comparing *Sox2*^*+*^ cells in vehicle-treated and vismodegib-treated tumors and stratifying using *Yfp* expression and the markers identified by Vanner et al.^31^, we identified subsets that were relatively depleted or enriched by vismodegib treatment, including *Sox2*^*+*^ cells of tumor lineage (Fig. 8f). Thus, within the *Sox2*^+^ population, as with the broader tumor population, specific subsets of cells were relatively sensitive or resistant to vismodegib, and tumor-derived cells with stem cell-like transcriptomes persisted after vismodegib treatment.

## Discussion

We found that medulloblastomas contain diverse types of tumor cells, including CGNP-like cells in a spectrum of differentiation states, and tumor-derived cells with patterns of gene expression typical of astrocytic precursors and oligodendrocytic precursors, fates outside the expected *Atoh1* lineage of the CGNPs. The expression patterns of all genes detected in our studies in the P7 WT cerebella and in treated and control tumors can be plotted through our web-based application, available at gershon-lab.med.unc.edu/single-cell/. In both the recapitulation of expected developmental trajectories and the presence of neoplastic OPC-like and AP-like cells, the *M-Smo* medulloblastomas resembled other malignant brain tumors that have been similarly subjected to single-cell transcriptomic analysis^6,9^. While vismodegib produced an overall increase in differentiation, different populations of tumor cells demonstrated different responses to disruption of the SHH pathway. Vismodegib treatment eliminated a *Hes1*^+^ subset of proliferating, CGNP-like cells, while a *Myod1*^+^ subset remained proliferative, and continued to show SHH-pathway activation. Within the *Sox2*^+^ population, we noted a similarly heterogeneous response to SHH inhibition, with *Fabp7*^−^/*Hes1*^+^/*Sox2*^+^ cells depleted by vismodegib and OPC-like, AP-like and *FABP7*^−^/*Myod1*^*+*^/Sox2^+^ populations persisting. The diversity of vismodegib-resistant cell types identifies several populations of cells that may drive recurrence and treatment failure.

The identification of subgroups within the *Sox2*^+^ population, including vismodegib-resistant *Sox2*^+^ stem-like cell types, extends the prior finding that *Sox2*^+^ cells are tumor propagating cells that can repopulate tumors after vismodegib therapy^31^. Additionally, we found populations of vismodegib-resistant cells that express *Myod1*, of which only a fraction express stem cell markers. MYOD1^+^ cells continued to express pRB after continued administration of vismodegib, demonstrating continued propagation during therapy. Thus at the outset of treatment, before a long period of selective pressure, *M-Smo* tumors already contain several populations of cells that no longer depend on the initiating oncogenic mutation.

The expression of *Hes1* in CGNP-like cells of Nodes A_T_ and B_T_ may reflect active NOTCH pathway signaling, or alternatively direct induction of *Hes1* by SHH pathway hyperactivation. *Hes1* is known to be a target of NOTCH, and signaling specifically through NOTCH2 has been shown in both CGNP development^44^ and in medulloblastoma^45^. However, prior reports also describe direct activation of *Hes1* by SHH signaling through SMO and GLI2, which binds to the *Hes1* promoter^46,47^. Consistent with a direct mechanism, SMOM2-mediated SHH hyperactivation clearly correlated with increased *Hes1* expression, as *Hes1*^+^ cells were markedly enriched in *M-Smo* medulloblastomas compared to WT P7 cerebella. 

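The Hes1+ share of all cells was 4.08 ± 1.51% in the WT P7 cerebella (SD, n = 5), lower than in the vehicle-treated tumors by a factor of 3.55 (2-sided exact permutation test, p = 0.00794). Thinned to 500 UMIs per cell, the share was 1.38% in WT, and the difference was 4.15 percentage points (exact permutation p = 0.00794). The groups differ in age, in the share of each cell type and in the device as well as in SMOM2. In CGNP-like cells, Hes1 was at 4.99 ± 1.48 CPM in WT and 138 ± 37.6 CPM in the tumors (SD, n = 5).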

The rapid depletion of the non-glial *Hes1*^+^ populations after vismodegib treatment would also support a direct relationship between SMOM2-mediated SHH hyperactivation and *Hes1* expression in tumor cells. Direct stimulation of *Hes1* by SHH would be clinically relevant as it would limit the potential for NOTCH-pathway inhibitors to alter medulloblastoma growth.

We found MYOD1 mRNA in all four medulloblastoma subtypes, and *Myod1* expression has previously been reported in both rare cells within the CGNP population, and in proliferative tumor cells in SHH-driven medulloblastoma in mice^48^. Interestingly, *Myod1* haploinsufficiency increased SHH-driven tumorigenesis in the *SmoA1* and *SmoA2* mouse models, suggesting a tumor suppressive role^48^. Such a role would not preclude the possibility that MYOD1^+^ tumor cells drive recurrence, as MYOD1-expressing cells may have mechanisms that overcome a putative tumor-suppressive effect. Clearly, MYOD1^+^ cells in *M-Smo* tumors are able to proliferate.

The potential lineage relationship between the *Myod1*-expressing CGNP-like cells and the *Sox2*-expressing stem-like cells requires further study. A finding that *Sox2*^+^ cells give rise to *Myod1*^+^ cells would support a hierarchical relationship. In contrast, if *Myod1*^+^ cells give rise to *Sox2*^+^ cells, that result would show that movement through the hierarchy can be bi-directional, and that pluripotency is not hierarchically limited. The observance of *Yfp*^+^ glial cells provides evidence that committed *Atoh1*-expressing progenitors re-acquired neural stem cell-like pluripotency as a consequence of SMOM2-mediated oncogenic transformation. Whether pluripotency can be increased at any time to regenerate tumor stem cells, however, remains to be answered. These lineage studies would inform the question of which subsets of cells must be targeted to block recurrence.

Our finding of persistent SHH pathway activation in the *Myod1*^+^ cells in vismodegib-treated tumors demonstrates is SMO-independent SHH activation. The inhibition of *Gli1* by vismodegib in the *Hes1*^+^ cells indicates that the SMOM2 protein is vismodegib-sensitive. The even distributions of both *Myod1*^+^ cells and vismodegib throughout the tumors argue against a role of local variation in drug levels as the cause of vismodegib failure in these cells. Rather, our data support a variation in the pharmacodynamic effect of vismodegib in different types of cells. We propose that this variation may be mediated by native SUFU, which has been related to vismodegib resistance in patients with medulloblastoma^25^ and basal cell carcinoma^49^. Based on the inverse correlation between the expression of *Sufu* and *Gli1*, specifically after vismodegib treatment, we propose that vismodegib sensitizes tumor cells to SUFU-mediated inhibition by reducing stimulation through SMO and SMOM2. Under conditions of vismodegib-mediated SMO and SMOM2 inhibition, cells with more SUFU reduce Gli1 expression and differentiate, while cells with less SUFU continue SHH-driven proliferation. We speculate that epigenetic modulation may reduce *Sufu* expression and thus prevent differentiation in the *Myod1*^+^ population. Targeted disruption of epigenetic modulators may clarify this mechanism, and if confirmatory, may provide a mechanism for blocking vismodegib resistance.

## Methods

Key materials including primers and antibodies, with dilutions used:

**Table:** 

Reagent	Concentration	Source	Identifier
Animal studies			
* C57BL*/*6* mice	N/A	The Jackson Laboratory	Stock #000664
* Math1-Cre* mice	N/A	The Jackson Laboratory	Stock #011104
* SmoM2-eYFP*^*loxP/loxP*^ mice	N/A	The Jackson Laboratory	Stock #005130
* Pham*^*loxP/loxP*^ mice	N/A	The Jackson Laboratory	Stock #018385
* Gli-luc* mice	N/A	Generously shared by Dr. Oren Becher, Northwestern University and Dr. Eric Holland, Fred Hutchinson Cancer Research Center	MGI #4820828
*N*-Methyl-2-pyrrolidone (NMP)	1:10	Millipore Sigma	Catalog #328634
Polyethylene glycol (PEG)	9:10	Millipore Sigma	Catalog #P3015-250G
Vismodegib	75 mg/kg or 100 mg/kg in NMP:PEG	LC Laboratories	Catalog #V-4050
Isoflurane	Vapor	Piramal Critical Care, Inc.	NCD Code #66794-017-25
PCR			
Tail lysis buffer	1×	Allele Biotechnology	Catalog #ABP-PP-MT01
*Cre* forward primer: GCG GTC TGG CAG TAA AAA CTA TC	200 µM	Invitrogen	JAX #oIMR1084
*Cre* reverse primer: GTG AAA CAG CAT TGC TGT CAC TT	200 µM	Invitrogen	JAX #oIMR1085
*SmoM2 (YFP)* forward primer: AAG TTC ATC TGC ACC ACC G	400 µM	Invitrogen	JAX #oIMR0872
*SmoM2 (YFP)* reverse primer: TCC TTG AAG AAG ATG GTG CG	400 µM	Invitrogen	JAX #oIMR1416
*Pham* Common primer: CCA AAG TCG CTC TGA GTT GTT ATC	200 µM	Invitrogen	JAX #13840
*Pham* WT reverse primer: GAG CGG GAG AAA TGG ATA TG	200 µM	Invitrogen	JAX #13841
*Pham* Mutant reverse primer: TCA ATG GGC GGG GGT CGT T	200 µM	Invitrogen	JAX #oIMR7320
*Gli-luc* forward primer: TATCATGGATTCTAAAACGG	200 µM	Invitrogen	N/A
*Gli-luc* reverse primer: CAGCTCTTCTTCAAATCTATAC	200 µM	Invitrogen	N/A
Apex Taq DNA Polymerase Master Mix	1×	Genessee Scientific	Catalog #42-138
Platinum Blue PCR SuperMix	1×	Invitrogen	Catalog # 12580015
Molecular biology grade water	–	Corning Inc.	46-000-CM
Immunofluorescence and immunohistochemistry			
Paraformaldehyde (PFA)	4% in PBS		
Phosphate-buffered saline (PBS)	1×		
Antigen retrieval	1:100	Vector Laboratories	Catalog #H-3300
Donkey serum	2% in 0.3% PBST	Millipore Sigma	Catalog #D9663
DAPI	1:2500	Invitrogen	Catalog #D1306
SOX2	1:200	Cell Signaling Technology	Catalog #4900
HES1	1:200	Cell Signaling Technology	Catalog #11988
MyoD1	1:100 (Mouse)	Novus	Catalog #NBP2-32882-0.1 mg
phospho-RB (Ser807/811)	1:3000	Cell Signaling Technology	Catalog #8516
GFAP	1:2000	Dako	Catalog #Z0334
NeuN	1:10,000	Millipore	Catalog #MAB377
Calbindin	1:400	Cell Signaling Technology	Catalog #2173
Goat anti-rabbit Alexa Fluor 488	1:400	Thermo Fisher Scientific	Catalog #A-11034
Goat anti-mouse Alexa Fluor 555	1:400	Thermo Fisher Scientific	Catalog #A-21424
Novolink Polymer	Per manufacturer’s instructions	Leica Biosystems	Catalog #RE7200-CE
ImmPRESS™ HRP Anti-Rabbit IgG	Per manufacturer’s instructions	Vector Laboratories	Catalog #MP-7401
ImmPRESS™ HRP Anti-Mouse IgG	Per manufacturer’s instructions	Vector Laboratories	Catalog #MP-7402
Dissociation			
Papain Dissociation System	Per manufacturer’s instructions	Worthington Biochemical Corporation	Catalog #LK003150
Hank’s Balanced Salt Solution (HBSS)	1×	Gibco	Catalog #14175-095
d-(+)-Glucose	6 g/L	Millipore Sigma	Catalog #G7021
Flow cytometry			
FIX & PERM Cell Fixation & Cell Permeabilization Kit	Per manufacturer’s instructions	Thermo Fisher Scientific	Catalog #GAS003
Heat-inactivated Fetal Bovine Serum (HI-FBS)	5% in FACS wash buffer	Gibco	Catalog #10437028
Sodium azide (NaN_3_)	0.1% in FACS wash buffer	Fisher Scientific	Catalog #S2271-25
PFA	0.1% in sheath fluid		
FxCycle Violet	1:100	Thermo Fisher Scientific	Catalog #F10347
phospho-RB Alexa Fluor 488	1:50	Cell Signaling Technology	Catalog #4277
MyoD Allophycocyanin (APC)	1:50	Novus	Catalog #NBP2-34772APC
GFAP Alexa Fluor 647	1:50	Cell Signaling Technology	Catalog #3657
Commercial assays			
Drop-seq beads^32^	90–110/μL	ChemGenes	Lot # 090316
Nextera XT	NA	Illumina	FC-131-1024
Oligonucleotides			
Template_Switch_Oligo: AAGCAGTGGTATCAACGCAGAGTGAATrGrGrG		32	N/A
TSO_PCR: AAGCAGTGGTATCAACGCAGAGT		32	N/A
P5-TSO_Hybrid: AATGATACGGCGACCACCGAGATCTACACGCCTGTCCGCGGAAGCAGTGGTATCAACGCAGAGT*A^*^C		32	N/A
Read1CustomSeqB: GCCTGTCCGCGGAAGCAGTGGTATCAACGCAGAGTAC		32	N/A

### Mice

C57BL/6 mice, *SmoM2-eYFP*^*loxP/loxP*^ mice and *Pham*^*loxP/loxP*^ mice were purchased from the Jackson Laboratory. *Math1-Cre* mice, which express Cre recombinase under control of a cloned *Atoh1* promoter sequence^30^, were generously shared by Dr. Robert Wechsler-Reya. *Gli-luc* mice, which express luciferase through GLI activation were generously shared by Dr. Oren Becher and Dr. Eric Holland. Mouse genotyping was performed using *Cre*, *Pham or SmoM2* primers above. All mice were of the species *Mus musculus* and maintained on a C57BL/6 background over at least five generations and were handled in compliance with all relevant ethical regulations for animal testing and research as specified by the University of North Carolina Institutional Animal Care and Use Committee in approved protocol 16-099.

### Pharmacological administration

*M-Smo* littermates were injected intraperitoneally (I.P.) with 50 µL of 75 mg/kg vismodegib dissolved in one part of *N*-methyl-2-pyrrolidone (NMP) and nine parts of polyethylene glycol (PEG) or a vehicle control of 1:10 NMP:PEG. Equal numbers of female and male mice were randomly assigned to vehicle or vismodegib-treated groups. Mice were injected once daily for 3 days from P12 to P14 and collected at P15 for Drop-Seq, IHC and/or flow cytometry. For survival studies, mice were administered 50 µL of vehicle or 100 mg/kg vismodegib in NMP:PEG (1:10) once daily from P12 to P14 and then every other day. For long-term vismodegib studies, *M-Smo* mice underwent a similar protocol and were administered 50 µL of vehicle or 75 mg/kg vismodegib in NMP:PEG (1:10) once daily from P12 to P14 and then every other day and collected at P25. Mice were monitored daily for changes in body weight and symptoms such as ataxia, tremor and seizures. Animals were euthanized and brains collected if body weight dropped more than 20% over 24 h and/or they developed severe neurological symptoms according to approved protocols.

### Tissue preparation for Drop-Seq and flow cytometry

Mice were anesthetized with isoflurane and euthanized by decapitation. Brains were cut in half sagittally and drop-fixed in 4% paraformaldehyde for IHC, and half cerebellum or tumor collected for Drop-Seq. Alternatively, half of the tumor was collected for flow cytometry.

Cells were dissociated using the Papain Dissociation System (Worthington Biochemical) according to the manufacturer’s protocol, as in our prior studies^50^. Briefly, tumors or cerebella were dissected from isoflurane-anesthetized C57BL/6 or *M-Smo* mice and incubated in papain at 37 °C for 15 min. The tissue was then triturated, and the cells were spun down, resuspended and a density gradient was formed with ovomucoid inhibitor. Lastly, cells were resuspended in HBSS with 6 g/L glucose and diluted to ~100 cells/µl for Drop-seq.

Alternatively, cells were resuspended in Hank’s Balanced Salt Solution with 6 g/L glucose, fixed and permeabilized for flow cytometry using the Fix & Perm Cell Fixation & Cell Permeabilization Kit (ThermoFisher Scientific), according to the manufacturer’s protocol. Cells were stained for FxCycle Violet and with GFAP, phospho-RB, and/or MYOD1 as indicated. Samples were run on the Becton Dickinson LSR Fortressa and data were analyzed with FlowJo V10. The gating strategy for excluding debris, doublets and sub-G1 cells is exemplified in Supplementary Fig. 11.

### Immunofluorescence imaging

Brains were fixed in 4% paraformaldehyde for at least 48 h. Tissue was processed and embedded in paraffin at the UNC Center for Gastrointestinal Biology and Disease Histology core. Sections were deparaffinized and antigen retrieval was performed using a low-pH citric acid-based buffer. Staining was performed with assistance from the Translational Pathology Laboratories. Slides were scanned using the Leica Biosystems Aperio ImageScope software (12.3.3).

### IR-MALDESI

Spatial distribution of vismodegib drug levels was studied by IR-MALDESI^51,52^. Sagittal sections (10 μm) of mouse brain samples were prepared in a cryotome, thaw-mounted on glass microscope slides, and maintained at −10 °C on the sample stage of the IR-MALDESI source chamber prior to analysis. The stage translated the sample step-wise across the focused beam of an IR laser (*λ* = 2.94 μm, IR-Opolette 2371; Opotek, Carlsbad, CA, USA), which desorbed sample material from adjacent 100-μm-diameter sampling locations. An electrospray (50/50 mixture of methanol/water (v/v) with 0.2% formic acid) ionized the desorbed neutral molecules, and resulting ions were sampled into a high resolving power Thermo Fisher Scientific Q Exactive Plus (Bremen, Germany) mass spectrometer for synchronized analysis. The mass spectrometer was operated in positive ion mode from *m/z* 200 to 800, with resolving power of 140,000_FWHM_ at *m/z* 200. With high mass measurement accuracy (MMA) within 5 ppm maintained using protonated and sodiated adducts of diisooctyl phthalate as two internal lock masses at *m*/*z* 391.28428 and 413.26623, vismodegib was identified by its protonated molecular ion [M+H^+^]^+^ at *m/z* 421.01695. To generate images from mass spectrometry data, raw data from each voxel was converted to the mzXML format using MSConvert software^53^. These mzXML files were interrogated using MSiReader, a free software developed for processing MSI data^54^.

### Drop-Seq library preparation and sequencing

Drop-Seq libraries were prepared according to the Drop-seq protocol V3.1 (ref. ^32^), with full details available online (http://mccarrolllab.com/dropseq/). Cell and bead concentrations were both set to between 95 and 110/μL.

WT cerebellum cells were co-encapsulated with barcoded beads using FlowJEM brand PDMS devices. Flow rates on the PDMS device for cells and beads were set to 3800 μL/h, flow rate for oil was maintained at 15,000 μL/h, resulting in a 4.5% bead occupancy rate in a 0.7-nL droplet.

Medulloblastoma cells were co-encapsulated using a Dolomite-brand glass device. All cells were processed within 1 h of tissue dissociation. Flow rates on the glass device were set to 2400 and 12,000 μL/h for cells/beads and oil, respectively, with a 1–2.5% bead occupancy rate.

Droplet breakage and library preparation steps followed Drop-seq protocol V3.1 (ref. ^32^), with specific modifications:

- Following each PCR, an additional Ampure XP cleanup was performed at a 1× ratio, for a total of one 0.3× purification followed by a 1× purification. We found this to reduce residual PCR primer in the bioanalyzer electropherogram.
- Beads were stored at 4° after exonuclease step for up to 2 months prior to generating cDNA.

Following the completion of each set of experiments, a library pool consisting of the tagmented cDNA from 2000 beads/run was prepared and sequenced to low depth (~2.5 M reads/2K beads). These data were used to assess library efficiency, including total read losses to PolyA regions, nonsense barcodes and adapter sequences as well as the quality and number of the transcriptomes captured. Passable runs contained 40–60% of reads associated with the top 80–100 barcodes found in 2000 beads. For those runs that passed our quality assessment, we re-sequenced newly prepared libraries from the stored beads. The bulk cDNA libraries were prepared using the same ratio of 2000 beads/PCR.

### Processing of Drop-seq sequencing data

Raw sequence data were processed in a Linux environment using Drop-seq Tools V1.13. (https://github.com/broadinstitute/Drop-seq/releases) to generate a digital expression (DGE) matrix. Step-by-step protocols may be found in the original documentation.

DGE matrices were used to generate Seurat objects in R (https://satijalab.org/seurat/). Input data are raw sequences in Fastq format, demultiplexed by sample identity. We first convert Fastq to BAM/SAM format and merge samples that were sequenced across multiple lanes.

The Drop-Seq Alignment pipeline version 1.13 (ref. ^32^) was run following default settings, with the STAR aligner^55^. STAR version 2.5.4a was used to align against either an mm10, or an mm10 & hg19 mixed reference:

For Medullobastoma Drop-Seq runs, cells were multiplexed with a spike-in of cultured HEK 293 cells to serve as an internal control. First, data were aligned against a mixed-species reference consisting of both hg19 and mm10 reference genomes, with chromosome and gene IDs annotated to contain a species-specific string. Cell barcodes were selected based on their human/mouse transcriptomic content, and only barcodes with >90% mouse transcript were chosen for further analysis.

Cells identified as mouse in origin were then aligned a second time, using a reference genome consisting of mm10, plus two synthetic chromosomes consisting of the Cre recombinase and SmoM2/EYFP fusion transcript transgenes.

WT cerebella were processed with no species-mixed spike-in and were only aligned once, against the mm10 transgenic reference.

### Filtering of Drop-seq sequencing data

Full data analysis workflow and r scripts are available at https://github.com/ben-babcock/Gershon_single-cell.

Data analysis was performed in an R environment using the Seurat toolkit^37^.

Following Seurat standard recommendations, data were first filtered for quality. Genes were required to be detected in as many as 30 cells to qualify as a “true” transcript—this is intended to prevent misaligned reads appearing as rare transcripts in the data. Cells were then filtered using specific QC criteria to limit the analysis to cells with transcriptomes that were well-characterized and not apoptotic.

We used filtering to identify which putative cells, identified by barcodes, represent informative cells. Putative cells with fewer than 500 UMIs or genes were considered to have too little information to be useful, and potentially to contain mostly ambient mRNA reads. Putative cells with greater than >4–5 standard deviations above the median nUMI or nGene were suspected to be doublets, improperly merged barcodes, or sequencing artifacts and were excluded. Putative cells with predominantly mitochondrial transcripts (>4–5 standard deviations above the median level of mitochondrial transcripts) were suspected to be dying cells and also excluded. For each QC step based on standard deviation, a cutoff between 4 and 5 standard deviations was selected in order to sample optimally around the mean, as visualized by violin plot following Macosko et al. guidelines^32^. Based on these considerations, QC criteria were:

- UMIs >500 and <4–5 standard deviations above the median
- Genes >500 <4–5 standard deviations above the median
- Mitochondrial transcripts <4–5 standard deviations above the median

In total, 84% of putative cells from *M-Smo* mice and 70% of putative cells from WT mice met QC criteria and were included in the analysis. From the 10 M-Smo mice, including both vehicle-treated and vismodegib-treated animals, we included a total of 29,234 cells, with five replicate mice per condition, with a range of 642–8062 cells per animal and a median of 2636 cells. 

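By the limits used here, the vehicle-treated and vismodegib-treated tumors gave between 834 and 8096 cells per animal, with a median of 2858, and with an upper limit of 4 SD 30399 cells were kept in all.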

From the five P7 WT mice, we included a total of 7090 cells, with a range of 788–2049 cells per animal and a median of 1169 cells.

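The WT P7 cerebella gave between 805 and 2083 cells per animal here, with a median of 1178, and 7160 cells in all with an upper limit of 4 SD.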

### Clustering

Genes were selected for differential expression across the sample using Seurat’s highly variable gene selection tool, “FindVariableGenes”. Mean expression and variance was calculated across the sample, and mean expression plotted against dispersion (variance/mean). Genes were sorted into equal-width bins and *z*-scored. We applied low and high mean expression cutoffs of 0.125 and 3 (x-cutoff) and minimum *z*-score of 0.5.

PCA was used to reduce the dimensionality of the gene expression matrix. A singular value decomposition (SVD) PCA was performed on the subset of highly variable genes. To identify an appropriate number of PCs, we employed a *z*-scoring method. We run a complete PCA reduction, and *z*-score the contribution of each PC to the total variance. PCs with *z* > 2 were considered significant and used further in analysis. The SVD PCA returns right singular values, representing the embeddings of each cell in PC space, and left singular values, representing the loadings (weights) of each genes in the PC space. Cell embeddings (right singular values) were weighted by the variance of each PC.

### Plotting for visualization

Reduction to two dimensions was applied to the PCA matrix (the matrix of cells by their PC embeddings, hereafter referred to as PC-space) in order to place cells in a 2d plot for easy visualization (https://github.com/jkrijthe/Rt-SNE)^56^. In parallel, independent of the t-SNE projection, Louvain–Jaccard clustering was performed on the PC-space. This “bottom-up” clustering method employs a stochastic shared-nearest-neighbor (SNN) approach, in which cells are grouped according to their neighbors in PC space. The nearness of two cells is weighted by the Jaccard index, or the degree of sharing between the lists of each cell’s nearest neighbors. The algorithm will build small groups of cells and attempt to iteratively merge them into clusters, until the modularity is maximized. We found that a resolution of 0.8 was most appropriate for building biologically meaningful clusters.

### Cell-type identification

Following PCA and t-SNE, we inspected clusters for expression of indicated markers. We determined differentially expressed genes using the Seurat implementation of the likelihood-ratio test for single cell gene expression^57^. Marker genes were plotted using an expression cutoff to facilitate the visualization of both high- and low-expression genes on a single plot. Cutoffs are applied so that only cells with expression >cutoff received the color corresponding to that gene. These cutoffs (gene expression thresholds) are found in Supplementary Dataset 9. In feature plots of multiple genes, for individual cells expressing multiple markers, each gene was over-plotted in the order presented in figure legends. To provide open access to our data through a convenient graphical user interface, we have set up an interactive data viewer accessible through the Gershon Lab web site (gershon-lab.med.unc.edu/single-cell).

### Doublet cell removal

Doublets form when two cells’ transcriptomes are co-captured on the same barcoded bead, resulting in two cells represented by a single barcode. Many doublets were removed during the initial filtering steps. However, we found clusters (or parts of clusters) that were identified by differential gene expression to be doublets. The characteristic signature of these groups in our data is the significant differential expression of many genes with a low fold-change and high percent of cells expressing the gene in each group. These doublets were considered a technical effect and removed from further analysis of the sample.

### Merging clusters into nodes

To classify clusters according to their similarities, we applied Seurat’s “BuildClusterTree” function running on default parameters. This applies a hierarchical clustering algorithm to the cluster centroids in PC-space. Clusters closely apposed in the resulting dendrogram are referred to in the text as Nodes, owing to the fact that they are composed of clusters co-localized below a branch point, or node.

### Projecting tumor cells into WT t-SNE

To place medulloblastoma cell types in the context of developmental biology, we performed PCA and cluster analysis on single-cell gene expression data from WT cerebellum harvested at P7. The PCA matrices for cells and genes were both extracted from the WT data.

Here the right singular values of the PCA represent a weighting (called Gene Loading) of each gene in WT PC-space. The left singular values (called Cell Embeddings) can be approximated for a given cell by multiplying the right singular values (gene weights) by a vector of the cells’ gene expression. The sum of this product returns the left singular value.

We apply this method to approximate the PC-space embeddings for a cell from outside of the original PCA, here a medulloblastoma cell into WT PC-space.

For visualization purposes, we place each medulloblastoma (MB) cell into the WT t-SNE coordinate system using the k-NN algorithm. For each medulloblastoma cell, we identify the five most similar WT cells (*K* = 5). Considering these WT cells to be the five nearest neighbors, we average the t-SNE coordinates of these five WT cells to generate a t-SNE position for the projected MB cell. Plotting the projected cells overlaid on the WT cells demonstrates visually which WT and tumors cells were most similar and places the medulloblastoma cells in the biological context of a P7 cerebellum.

### ICA analysis

To further understand the underlying biology of the medulloblastomas, we removed the stromal cells and performed an ICA. ICA was run on an input matrix of variable genes × cells expression data. To predict the number of significant IC dimensions, we perform a PCA on the same data, predict the number of significant PC dimensions as in the clustering steps, and proceed with an equivalent number of ICs. A t-SNE reduction of the ICs places cells into a two-dimensional space for visualization.

### Gene–gene correlation

In Drop-Seq, as well as other single-cell transcriptomic methods, much of the expression data suffer from undersampling, or gene drop-out. To recover gene correlations across cells with missing values, we employed the MAGIC denoising method^43^. MAGIC shares information across similar cells to impute missing values by diffusing gene expression values across the neighbors. We found 12 neighbors to be the appropriate number which recovered statistical significance of biologically meaningful correlations.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Supplementary Data 9

Reporting Summary

## Data Availability

The RNA sequencing data have been deposited in the Gene Expression Omnibus database under the accession code GSE129730. These data may be interactively explored at http://gershon-lab.med.unc.edu/single-cell/. Other datasets referenced during the study are available from the European Nucleotide Archive (https://www.ebi.ac.uk/ena/data/search?query=PRJEB23051) and the European Genome-phenome Archive (https://www.ebi.ac.uk/ega/studies/). All the other data supporting the findings of this study are available within the article and its supplementary information files and from the corresponding author upon reasonable request. A reporting summary for this article is available as a Supplementary Information file.

# Supplementary material for: scRNA-seq in medulloblastoma shows cellular heterogeneity and lineage expansion support resistance to SHH inhibitor therapy
**Source:** Nat Commun. 2019 Dec 20;10:5829. doi: 10.1038/s41467-019-13657-6
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: cluster-specific differential expression profiles from vehicle-treated tumors.

File Name: Supplementary Data 2

Description: cluster-specific differential expression profiles from WT P7 cerebella.

File Name: Supplementary Data 3

Description: the top 50 genes at the extremes of the 4 ICs from the analysis of vehicle-treated tumors.

File Name: Supplementary Data 4

Description: the set of genes up-regulated in the Sox2<sup>+</sup> population compared to all other cells from vehicle-treated tumors.

File Name: Supplementary Data 5

Description: cluster-specific differential expression profiles from ICA of Sox2<sup>+</sup> cells from vehicle-treated tumors, showing distinct astrocytic, oligodendrocytic, AP-like, OPC-like and CGNP-like profiles.

File Name: Supplementary Data 6

Description: the top 50 genes at the extremes of the 4 ICs from the analysis of vismodegib-treated and control tumors.

File Name: Supplementary Data 7

Description: the set of genes differentially up-regulated in Cluster 0 in vehicle-treated tumors compared to all other vehicle-treated cells.

File Name: Supplementary Data 8

Description: the set of genes up-regulated in vismodegib-treated cells of Node A<sub>T</sub> compared to vehicle-treated cells of Node B<sub>T</sub>.

File Name: Supplementary Data 9

Description: the set of genes expression thresholds used to generate the feature plots.

# Supplementary material for: scRNA-seq in medulloblastoma shows cellular heterogeneity and lineage expansion support resistance to SHH inhibitor therapy
**Source:** Nat Commun. 2019 Dec 20;10:5829. doi: 10.1038/s41467-019-13657-6
**Supplement:** Supplementary file 5 — Supplementary Data 2

gene  
2810417H13Rik  
Top2a  
Esco2  
Rrm2  
Pbk  
Mki67  
Dut  
Tyms  
Lig1  
Dek  
Spc25  
Smc2  
Pcna  
Tuba1b  
Cdk1  
Smc4  
H2afx  
Hmgb2  
Ranbp1  
Tubb5  
Birc5  
Incenp  
Spc24  
Hist1h2ak  
Prc1  
Nusap1  
Anp32e  
Clspn  
Anp32b  
Tk1  
Nasp  
Atad2  
Kif11  
Ckb  
Cenpf  
Cenph  
Rtn1  
Neurod1  
H2afv  
Tpx2  
Tmsb4x  
Rad51ap1  
Cdca8  
Fbxo5  
Rrm1  
Ncapg  
Ccna2

Prim1  
Tmpos  
Hirip3  
Dnajc9  
2700094K13Rik  
Hnrnpab  
Aurkb  
Dnmt1  
Tcf19  
Cntn2  
Hells  
Stmn2  
Kif15  
Ezh2  
Cdca3  
Tuba1a  
Ckap2l  
RP23-45G16.5  
Itm2b  
Neil3  
Nrep  
Usp1  
Dtymk  
Fam111a  
Racgap1  
Fkbp3  
Tipin  
Mxd3  
Casc5  
Mns1  
Ran  
Paics  
Nucks1  
Ndc80  
Mthfd2  
Gm10075  
Gpm6a  
Tubb3  
Kif23  
Rad51  
Smc6  
Cenpm  
Chaf1a  
Cenpq  
Gmnn  
Rpa2  
Map1b  
Apoe

Tacc3  
Cdca5  
H2afy  
Myod1  
Dpysl3  
Rfc4  
Cks1b  
Nuf2  
Ccgc34  
CRE\_RECOMBINASE  
Ncl  
Serbp1  
Pslp1  
Supt16  
Stmn4  
H1f0  
Gng3  
Bub1  
Gm9800  
Sfrs18  
Hnrnpd  
Mcm6  
Klf22  
Plk4  
Ncapg2  
Hmgn5  
Id2  
Cdc45  
Cenpk  
Fen1  
Kdm5b  
Miat  
Ccne2  
Melk  
Cbx5  
Diap3  
Whsc1  
Ncapd2  
Uhrf1  
Cdca2  
Celf4  
Rangap1  
Tubb2a  
Ssrp1  
Pmf1  
Ptma  
Gap43  
Dhfr

Prdx4  
Pkmyt1  
Rad21  
Cst3  
Rbbp4  
Dlgap4  
Sox4  
Tubb2b  
D4Wsu53e  
BC005764  
Smc3  
Rad54l  
Kif4  
H2afz  
Brca1  
Hjurp  
Dcx  
Lmnb1  
Atad5  
Elavl4  
Zic1  
Hmgb1  
Rbfox3  
Hmgn2  
Topbp1  
Ubr7  
Cdk5r1  
Pdzn3  
Asf1b  
Ccp110  
D17H6S56E-5  
Malat1  
Ncaph  
Rfc1  
Snrpd1  
H1fx  
Ankrd12  
Tpm4  
Dtl  
Ptn  
Nop58  
Cltb  
Rfc2  
Mis18bp1  
Igfbpl1  
Banf1  
Calm1  
Pa2g4

Hnrnpdl  
Nhlh1  
Siva1  
Alyref  
Smc1a  
Lbr  
Jhdm1d  
Cenpp  
Nrxn1  
Kif20b  
Timeless  
Rab3a  
Thra  
Hint1  
Serinc1  
Aldoa  
Mcm2  
Cdc7  
Ckap2  
Hist1h2ag  
Cenpw  
Sept3  
Rbbp7  
Ska1  
Acat1  
Dctpp1  
Oxct1  
Pdgfa  
Rpa1  
Ybx1  
Mrpl18  
Sae1  
Zwilch  
Srsf7  
Ccgc25  
Cdkn2c  
Mcm5  
Psmc3ip  
Mcm10  
Mlf1ip  
Clic4  
Ina  
Nap1l1  
Zfp367  
Nrm  
Tsc22d1  
Srsf3  
Skp2

Mapt  
Elavl3  
Nsl1  
Gpm6b  
Lsm2  
Mcm7  
Pold3  
Mtss1  
Ctsd  
Pola1  
Nsmce4a  
Rif1  
Cdt1  
Ctsb  
Ttc3  
Myt1  
Psat1  
E2f7  
Slbp  
Syt11  
Sgol1  
Tmem50a  
Ncapd3  
Orc6  
Cmc2  
Mcm3  
Blm  
Ctsl  
Barhl1  
Gjc1  
Rad54b  
Atxn7l3b  
Cep57  
Pgf  
St18  
Suz12  
6330403K07Rik  
Foxm1  
Nhlh2  
Ttk  
Lyar  
Sept4  
Spag5  
Snrpb  
Brca2  
Hmgn1  
Aplp1  
Phf17

Brd3  
Hpca  
Mis18a  
Csrp2  
Nup62  
Basp1  
Cpe  
Cadm3  
Prim2  
A330076H08Rik  
Shcbp1  
Map2  
Wdhd1  
Chtf18  
Elmo1  
Rbbp8  
Trpc4ap  
A930011O12Rik  
Cklf  
Mxd4  
Dbf4  
Srsf2  
Chgb  
Ptprs  
Esp1  
Rfc3  
Arhgap11a  
Cdkn2d  
Slc7a5  
Mllt11  
Smarcc1  
Vrk1  
Baz1b  
Nup85  
Mad2l1  
Nxt1  
Nsg2  
Gria2  
Dsc1  
Naa50  
Fabp7  
Tex14  
Dnajc21  
Apc  
Syce2  
Lap3  
E2f2  
Gins3

Sqstm1  
Ska2  
Ccne1  
Meg3  
Sgol2  
Chd7  
Insm1  
Anln  
Celf2  
Cenpj  
Nop56  
Txn1  
Cdca4  
2700099C18Rik  
Wbp5  
Dner  
Apitd1  
Cenpn  
Lsm3  
Rad18  
Rbfox2  
Pole  
Snrpe  
Brip1  
Dck  
Ypel3  
Gsg2  
Arpp21  
Sparcl1  
Hat1  
Ppp1r14c  
B3galt2  
Scg5  
Calr  
Kif5a  
Bub3  
Rfc5  
Pde1c  
Kif1b  
Igsf21  
Ank3  
Rab6b  
Tbata  
Srsf4  
Gli1  
Rbp4  
Sema6a  
Arpp19

Prdx1  
Ifrd1  
Kmt2e  
Idh2  
Chaf1b  
Trip13  
2700029M09Rik  
Itsn1  
Kif5c  
Smarca5  
Exo1  
Prnp  
Ctsf  
Ctcf  
Ybx3  
Smchd1  
Trim37  
Pola2  
Bex1  
Stil  
Uncx  
Rabac1  
Slfn9  
Rpa3  
Pold1  
Cnot6  
Pax6  
Hist1h1e  
Ank2  
Cdk2  
Cdk5rap2  
Snrpf  
Chrna3  
1500012F01Rik  
Ndn  
Larp7  
Map1lc3b  
Cdca7  
Nmral1  
Slc25a5  
Wdr76  
Trim59  
Itm2c  
Dnaaf2  
Fignl1  
Ctps  
Bub1b  
Cep290

Grina  
Naa38  
Ccadc41  
Haus5  
Dpy30  
Btbd17  
Zic4  
S100a16  
Snap25  
Eif4ebp1  
Iqgap2  
Rnf168  
Eif4a3  
Nudc  
Lsm6  
Kpnb1  
Tnik  
4930422G04Rik  
Atp6v0b  
Hsd11b2  
Arl6ip6  
Myt1l  
Cntln  
Prr11  
Gng2  
Ldhd  
Slc1a3  
Os9  
Ipo5  
Klf7  
Pole3  
Srsf10  
Rnaseh2a  
Pknx1  
2810008D09Rik  
Stag1  
Ptms  
Gins1  
Npdc1  
Gdi1  
Kcnk1  
Gins2  
Casp8ap2  
Gm11266  
Ube2t  
Rbms1  
Hprt  
Zbtb18

Nfatc2ip  
Spdl1  
Snrpd2  
Lgmn  
Phgdh  
Syncrip  
Gins4  
E2f1  
Snrpa1  
Ckap5  
Tubg1  
Rhno1  
Kidins220  
Stub1  
Mapk8ip1  
Trim28  
Ect2  
Aurka  
Azin1  
A030009H04Rik  
Nsmce1  
Tagln3  
Cbfb  
Tex30  
2610203C20Rik  
Sod1  
Smco4  
Gm26735  
Rcor2  
Ncaph2  
Bok  
Clmp  
Snrnp40  
Abhd16a  
Uba2  
Dnph1  
Mis12  
Set  
Clip3  
Fam213b  
Bin1  
Mab21l1  
Soga3  
Ptges3  
Nrn1  
Xbp1  
2210016L21Rik  
Vimp

Cdca7l  
Mcm4  
Apbb1  
Btg2  
Chd3  
Shmt1  
Eid1  
Plp1  
Dbn1  
Slc3a2  
Rab6a  
Pik3r3  
Ncan  
Glce  
Gnao1  
Cenpl  
Podxl2  
Mbnl2  
Ddit4  
Stxbp1  
Exosc8  
Zmynd8  
Prmt2  
Rtn4  
Serpinh1  
Cnrip1  
Pdlim1  
Npc2  
Stag2  
Gpc2  
Sh3bp5  
Tmem59  
Tspyl4  
Nicn1  
Use1  
Med30  
Pbdc1  
Clcn4-2  
Uchl1  
Exosc7  
Clk1  
Srrm4  
Rufy3  
Cdkn1a  
Kdm6b  
Sirt2  
Prkcb  
Vim

Rnmt  
Nsg1  
Mpp6  
Ogt  
Pea15a  
Atp6v1e1  
Commd1  
Ppil1  
1500016L03Rik  
Kif20a  
Sart3  
Pdr1  
Baz2b  
Akap8l  
Slc22a17  
Tgfb2  
RP23-32A8.1  
Pdcd4  
Idh1  
Gabarapl1  
H13  
Aplp2  
Gria4  
Uchl5  
Hist3h2a  
2410066E13Rik  
Tmem66  
Asns  
Ppfia2  
Hcfc1r1  
Sptan1  
Gabbr1  
Ccgc28b  
Tacc2  
Bcl7a  
Hpcal1  
Ing4  
St8sia3  
Clvs1  
2900011O08Rik  
Ly6e  
Igsf8  
Ankra2  
Ywhag  
Psap  
Pnmal2  
Hist3h2ba  
Cacng4

C130071C03Rik

Flot1

Pak7

Grik2

Zfp329

Prdm8

Pik3ip1

Reln

Pygo1

Agpat4

Lrpap1

Klf9

Mien1

Bcas1

Mktn1

Pcmt2

Wdr13

Gm3764

Dixdc1

Maged2

Sstr2

Fbxo32

Nt5c

Atp6v0e2

Gramd1b

Rundc3a

Kif1a

4930402H24Rik

Ctsa

Tpm1

Aprt

Pcdha2

Fyn

Slc17a6

Sox5

Mbp

Hes1

Ntm

Pcna

Lig1

Mcm6

Hells

Ung

Neurod1

Mcm3

Mcm2

Arl6ip1

Tuba1a

Stmn2  
Rtn1  
Dut  
Rpa2  
Ube2c  
Cntn2  
Ranbp1  
Tmsb4x  
Nasp  
Cenpa  
Dek  
Cdt1  
Mcm5  
Itm2b  
Calm2  
Tubb3  
Uhrf1  
Gap43  
Mcm4  
Cdca7  
Cenpf  
Ccnd2  
Chaf1b  
Rplp1  
Gpm6a  
Map1b  
Dhfr  
Tbata  
Npm1  
Cenpe  
Srebf1  
Dtl  
Rps5  
Cdc6  
Tpx2  
Siva1  
Ccnd1  
Anp32b  
Nrxn1  
Prc1  
Clspn  
Stmn4  
Ptn  
Apoe  
Kif23  
Paics  
Cdc20  
Mcm7

Ccnb2  
Nrep  
Tubb2a  
Hmnr  
Rpl8  
Ddah2  
Serbp1  
Eef1b2  
Tcf19  
Rplp2  
Celf4  
Nusap1  
Dpysl3  
H3f3b  
Ncl  
Zic1  
Sfrp1  
Hat1  
Nop58  
Cltb  
Ccnb1  
Rps20  
Mtss1  
Tubb2b  
H2afx  
Cdca3  
Prim1  
Tyms  
Mapt  
Rps21  
Ckb  
Gng3  
Ckap2l  
E2f1  
Rps19  
Ccne2  
Calm1  
St18  
Chaf1a  
Hn1  
Top2a  
Timeless  
Dsccl  
Fam111a  
Hsd11b2  
Nhlh1  
Rfc3  
Elavl4

Cdk5r1  
Malat1  
Elmo1  
Zfp367  
Gmnn  
Tex14  
Birc5  
Mki67  
Dctpp1  
Dnajc9  
Slfn9  
Nap1l1  
Cbx5  
Ccng2  
Dner  
Tipin  
Nhlh2  
Spc25  
Rpl14  
Serinc1  
Rfc2  
Rpl41  
Ppp1r14c  
Rpa1  
Pdzn3  
Mllt11  
Atad2  
Aspm  
Dnmt1  
Nhp2  
Fam64a  
Cdk1  
Rab3a  
Nolc1  
Sept3  
Gria2  
Rif1  
Snhg1  
Apc  
Cdc45  
Cst3  
Cadm3  
Celf2  
Nop56  
Alkbh2  
Tagln3  
Cnbp  
Atad5

Trpc4ap  
Sema6a  
Mms22l  
Syt11  
Ckap5  
Shmt1  
Aplp1  
Rps3a1  
Gins2  
Wdr76  
Mif  
Casp8ap2  
Rad21  
Mcm10  
Myt1  
Cdkn2d  
Ptms  
Wdhd1  
Sptbn1  
Prmt8  
Dtymk  
H1f0  
Sparcl1  
Map2  
Itsn1  
Eif3a  
Ssrp1  
H2afy  
Basp1  
Rad51  
Meg3  
Fen1  
Pola2  
Slc29a1  
Hey1  
Hist3h2a  
Cenph  
Ccm2  
Cdca8  
Fam210b  
Arhgap11a  
RP23-45G16.5  
Gpm6b  
Tnik  
Srm  
Arpp21  
Hspd1  
2810417H13Rik

Sfrs18  
Rfc4  
Ctsb  
Thra  
Tsc22d1  
Mis18bp1  
Baz1a  
Rrm2  
Dcx  
Kif11  
Rfc1  
Ipo5  
Chgb  
Kdm5b  
Pold1  
Ina  
Apitd1  
Hnrnpd  
Chd3  
Sox9  
D430041D05Rik  
Msh6  
Gnl3  
Rrm1  
A930011O12Rik  
D4Wsu53e  
Nop10  
Cpe  
Chek1  
Snrpd1  
B3galt2  
Rbp4  
Dync1i2  
Mdk  
Cbfa2t3  
Srsf7  
Ank2  
Dkc1  
Knstrn  
Rtn4  
Usp1  
Myt1l  
Kcnk1  
Ankrd12  
Calm3  
Ubb  
Aurka  
Pkm

Msh2  
4930422G04Rik  
Idh2  
Cdca7l  
Tacc3  
Mthfd1  
Syce2  
Pdgfa  
Btbd17  
Ppat  
A330076H08Rik  
Rad54l  
Gli1  
Slc25a5  
Supt16  
Gm17322  
Sgol2  
Incenp  
Baz1b  
Rnf168  
Prdx4  
Pa2g4  
Brd8  
Rps25  
Rnaseh2a  
Bola2  
Gsr  
Pnmal2  
Fabp7  
1110038B12Rik  
Prnp  
Rpa3  
Cdkn1b  
Pax6  
C1qbp  
Rprml  
Klf6  
Psmc3ip  
Dlgap5  
Bok  
Rad51ap1  
Racgap1  
Topbp1  
Elavl3  
Kif2c  
Dtx1  
Akirin2  
Sept4

Gins1  
Prdm8  
Nsg2  
Kif22  
Kif5c  
Tead2  
Brca2  
Rnd3  
Gpr180  
Rangap1  
Mbnl2  
1700001O22Rik  
Ctsd  
Rbfox2  
Abhd16a  
Boc  
Mrpl18  
Rab6b  
Rps2  
Apex1  
Polr2f  
Lyar  
Brca1  
Ccna2  
Stxbp1  
Uncx  
Gdi1  
Ablim2  
Kif5a  
Nup85  
Id2  
Cacng4  
Sox4  
Cenpk  
Atp6v0b  
Smc6  
Grina  
Pea15a  
Fxyd6  
Lap3  
Kif1b  
Pold3  
Ptch2  
Gsg1l  
Odf2  
Set  
Taf1d  
Rbfox3

Gng2  
Mab21l1  
Dbn1  
Casc5  
Mcmbp  
Fnbp1l  
Ak2  
Hist3h2ba  
Ank3  
Uchl1  
Snhg4  
Klf7  
Nuf2  
Eef1d  
Prkcb  
Srrm4  
Ldha  
Vim  
Gar1  
BC005764  
Trp53  
Gnao1  
Fos  
Gdpd1  
Mxd4  
Tspyl4  
Nmral1  
Pcdha2  
Rnf5  
Podxl2  
Ntrk3  
Rbm5  
Rab6a  
Gart  
Rcc2  
Mrpl13  
Rufy3  
Npdc1  
Zbtb18  
Trmt6  
Kif20b  
Nexn  
Idh1  
Fyn  
Pqlc1  
Ddx21  
Pde1c  
Arhgef2

4930402H24Rik

Bin1

Soga3

Afap1

Gm11266

Lrpap1

Apbb1

Scg5

Akap8l

Cep170

Os9

Atp6v1e1

2900011O08Rik

Hpcal1

Clvs1

Srgap2

Clip3

Rad50

Jhdm1d

Pik3r3

Klc1

Clasp2

Ppfia2

Tubb4b

Aplp2

Pkia

Chrna3

Pttg1

Gnaq

Clmp

S100a16

Nrcam

Kidins220

Plcb1

Slc1a3

Grik2

Gria4

Tspan7

Snap25

Itm2c

Slc17a6

Plp1

Lgmn

Gm11223

Sirt2

Ube2c

Cenpf

Cenpa

Cdc20  
Prc1  
Hmnr  
Cenpe  
Ccnb1  
Tpx2  
Arl6ip1  
Kif23  
Aspm  
Nusap1  
H2afx  
Ckap2l  
Sgol2  
Ccnb2  
Mki67  
Birc5  
Cdk1  
Top2a  
Mis18bp1  
Cdca3  
Cdca8  
Kif20b  
Arhgap11a  
Smc4  
Knstrn  
Hmgb2  
Ccna2  
Spc25  
Incenp  
RP23-45G16.5  
Casc5  
Kif11  
Fam64a  
Tacc3  
Dlgap5  
Kif2c  
Tubb4b  
Ckap2  
Plk1  
Kif22  
Smc2  
Racgap1  
Cks1b  
Rad21  
C330027C09Rik  
Cdca2  
Ckap5  
Pbk

Psrc1  
Sgol1  
Trim59  
Ncapg  
Tuba1c  
Kif15  
Nuf2  
Aurka  
Aurkb  
Dbf4  
Cep110  
Gas2l3  
Bora  
Ect2  
Anln  
Nucks1  
Bub1  
Cep55  
Mxd3  
Bub1b  
Spc24  
Kif20a  
Cdc25c  
Tmpos  
Rangap1  
Sapcd2  
Anp32e  
H2afv  
Cks2  
Pif1  
2700094K13Rik  
2810417H13Rik  
Ndc80  
Troap  
Ccdc34  
Hjurf  
Cenpl  
Ckb  
Nek2  
Kif4  
Ska2  
Esco2  
Pttg1  
Nde1  
Ska1  
Mns1  
Kif18a  
G2e3

Bub3  
Neurod1  
Spdl1  
Arhgef39  
Cep89  
Mad2l1  
D17H6S56E-5  
Cdkn2d  
Calm2  
Ttk  
Lmnbl  
Tuba1b  
Fbxo5  
Hirip3  
Cdc25b  
Ncapd2  
Cdkn3  
Hsp90b1  
Spag5  
Cccl18  
Fzr1  
Banf1  
2700099C18Rik  
Melk  
Brd8  
Cenpc1  
Ccng2  
Miip  
Hn1  
Hmgn2  
Hdgf  
Pnrc2  
Ncaph  
Prr11  
Kifc1  
Cenpp  
Nudcd2  
Ezh2  
Rtn1  
Cdk5rap2  
Ankle1  
Ska3  
Nrep  
Hyls1  
Usp1  
Cdkn2c  
Cenpm  
Fam83d

Ran  
Kif14  
Lmnb2  
Tubb5  
Gm10075  
Hmgn5  
Dek  
ApoE  
H1fx  
Cenpq  
Igfbp1  
Sap30  
Nasp  
Espl1  
H2afz  
Gpm6a  
Rbfox3  
Hnrnpa2b1  
Shcbp1  
Odf2  
Ube2t  
Myod1  
Cep70  
Anp32b  
Cst3  
Cenph  
Nup37  
Cklf  
Ddx39  
Hmgb3  
Pdzn4  
Rtkn2  
Diap3  
Plk4  
Celf4  
Cntn2  
Gtse1  
Sept3  
Pmf1  
Pqlc1  
Rnaseh2c  
Fkbp2  
Stmn2  
Hmgb1  
Lsm6  
Pdgfra  
Ccnf  
Tubb3

Cenpw  
Gap43  
Gria2  
Dtymk  
Vbp1  
Psat1  
Cenpk  
Ccnc77  
Miat  
Ccnd1  
Reep4  
Elavl3  
Rrm1  
Gas1  
Rad51ap1  
Zc3h7a  
Barhl1  
Hmgn1  
Map2  
Klf6  
Ctcf  
Ubalcl2  
Ina  
Syt13  
Itm2b  
Gpsm2  
Pcna  
Cpe  
Kif1b  
Fam110a  
App  
Tubb2b  
Cenpt  
Smtn  
Akirin2  
Cep57  
RbmX  
Lmo4  
Lig1  
Dcx  
Ing1  
Ptpns  
Cenpv  
Rrm2  
Terf1  
Gsg1l  
Cit  
Tgif1

Lbr  
Depdc1b  
Ralgps2  
Bin1  
Cdca5  
Nhlh2  
Arhgap19  
Lsm4  
Cenpj  
Ppp3ca  
Cenpn  
Cdca4  
Ppp2r5c  
Tdp1  
Ank3  
Sec11c  
Dnph1  
Lsm3  
Chek2  
Pkp4  
Chd7  
Frmd4b  
Kif18b  
Basp1  
Vps36  
Clic4  
mt-Rnr2  
Prdx1  
Stmn1  
Utp3  
Fam216a  
Zfp704  
Ncaph2  
Neil3  
Celf2  
Ctnnb1  
Bok  
Exosc8  
Efs  
Ypel3  
Suv39h2  
Ubb  
Ccadc41  
Smc1a  
Sae1  
Ctsd  
Wapal  
Cmc2

Ctsb  
Pcf11  
Cplx2  
Rfc4  
Nrxn1  
Mrpl51  
Mis18a  
Tubb2a  
Hist1h2ak  
Dynll1  
Sephsl  
Apc  
Rnaseh2b  
Vrk1  
Stmn4  
Tmem138  
Smco4  
Rhno1  
Cdk5r1  
Mapt  
Gnao1  
Med30  
Uncx  
Eid1  
Nfix  
Ddx11  
Kif5c  
Trip13  
Rdm1  
Serinc1  
Taf5  
Dpysl3  
Tmed9  
Hpca  
Asap1  
Stil  
Ccadc61  
Zic4  
H1f0  
Thra  
Tmsb4x  
Hp1bp3  
Pcnt  
Elavl4  
5830418K08Rik  
Lgals1  
Zwilch  
Mcm6

Chgb  
Phf17  
CRE\_RECOMBINASE  
D030056L22Rik  
Zcwpw1  
Kmt2e  
Aldoa  
Sox4  
Ccp110  
Gm1673  
Aplp2  
Gng3  
Mdc1  
D4Wsu53e  
Ppp1r14c  
Hk2  
2810442I21Rik  
Smarcc2  
Gsg2  
Lhx1  
Nudt4  
Iqgap3  
Nmral1  
Nsg1  
Cntln  
Nin  
Cacna2d1  
Calm3  
Pde1c  
Nsl1  
Dclk1  
Foxm1  
Slc1a2  
Ankrd12  
Clmp  
Snap25  
Rbm5  
Ift80  
Tex30  
Npdc1  
Cdc27  
Gen1  
Atp6v0b  
Nhlh1  
Cntrob  
Sptbn1  
Mtss1  
Sema6a

Eri2  
1500012F01Rik  
Rnmt  
Uchl1  
6330403K07Rik  
Eme1  
Ank2  
Mum1l1  
Ttc3  
Dner  
BC005764  
Slc22a17  
Csrp2  
Zbtb18  
Pih1d1  
Tbata  
Ctsl  
Cenpi  
Mis12  
1500016L03Rik  
Cep135  
Map1b  
Mllt11  
Tagln3  
Tk1  
Oip5  
Trpc4ap  
Map1lc3b  
Rundc3a  
Nbea  
Itsn1  
Rcor2  
Tbc1d31  
Traip  
Prkcb  
Nktr  
2810006K23Rik  
Sept4  
Clcn4-2  
Atox1  
Ldhb  
Mycbp2  
Celsr2  
Pfn2  
Lap3  
Itm2c  
Rab6b  
Tnik

Igsf8  
Tmem57  
Pdzn3  
Fabp7  
Aplp1  
C1ql1  
Gnl3  
Podxl2  
Mapk8ip1  
Cnrip1  
Hey1  
Stxbp1  
Cadm3  
Phf20l1  
Ntm  
A330076H08Rik  
Psap  
Gdi1  
Ier2  
Klf7  
Dnajc5  
4631405J19Rik  
Chrna3  
Sowaha  
Tmem66  
Kdm5b  
Mxd4  
Slc1a3  
Myt1  
Hcfc1r1  
Apbb1  
Meg3  
Dlgap4  
2700089E24Rik  
Sh3gl2  
Clstn1  
Abhd16a  
Btg2  
Pygo1  
Aprt  
Reln  
Pdrgr1  
Rrbp1  
Arpp21  
Nt5c  
Egr1  
Dbn1  
Kidins220

Wdr6  
Prdm8  
Hells  
A930011O12Rik  
Rab3a  
Nrn1  
Fam213b  
Ung  
Srrm4  
Elmo1  
Kif5a  
Zmynd8  
Fam21  
Col9a3  
Sh3bgrl3  
Plp1  
Pea15a  
Lgmn  
Gramd1b  
Mbp  
Glce  
Jhdm1d  
Kif1a  
Mcm2  
Cacng4  
Rnd2  
Cadm4  
Nrcam  
Pkia  
Ctsf  
Gabbr1  
Gria4  
Cnpy1  
Gm17322  
Ppfia2  
Chd3  
Cplx1  
Tacc2  
Ncan  
Slc17a6  
Gamt  
Akap12  
Mt1  
Hpcal1  
Malat1  
S100a16  
Sbk1  
Grina

Ppp1r1a  
Sh3bp5  
Grik2  
B3galt2  
1500011B03Rik  
Cdt1  
Plcb1  
H2-D1  
Pmm1  
Nenf  
Fos  
Shd  
2900011O08Rik  
Xist  
Hes1  
Tubb5  
Stmn2  
Neurod1  
Tuba1a  
Tubb3  
Rpl13a  
Top2a  
Rps5  
Rps14  
Rps9  
Gnb2l1  
Rpl32  
Cntn2  
Mki67  
Egr1  
Gap43  
Smc4  
Draxin  
2810417H13Rik  
Map1b  
Gas5  
Birc5  
Rps3  
Tpx2  
Hmgb2  
Rpl8  
Cdk1  
Rplp2  
Stmn4  
Jun  
Fxyd6  
Rplp1  
Ube2c

Rps19  
Ddah2  
H2afx  
Rpl4  
Miat  
Prc1  
Rtn1  
Nusap1  
Cenpf  
Cdca8  
Spc25  
Rps26  
Ccna2  
Ckap2l  
Rplp0  
Incenp  
Rpl22  
Pbk  
Ina  
Celf4  
Rps21  
Gpm6a  
Eef1a1  
Sept3  
Arl6ip1  
Tubb2b  
Esco2  
Rps20  
Barhl1  
Nrxn1  
Cbfa2t3  
Cenpa  
Sparcl1  
Vim  
Kif23  
CRE\_RECOMBINASE  
Nhlh2  
ApoE  
Spc24  
Kif11  
Cdca3  
Rps15  
Ncapg  
Cdc20  
Tubb2a  
RP23-45G16.5  
Elavl3  
Smc2

Ccnb1  
Ier2  
Ppp1r14c  
Ccnd1  
Btg2  
Efhd2  
Hmnr  
Mfap4  
Mmp14  
Gpr153  
Racgap1  
St18  
Mis18bp1  
Tacc3  
Calm2  
Rpl39  
Mxd3  
Casc5  
Pabpc1  
Arhgap11a  
Cdca2  
Rpl26  
Nuf2  
Kif15  
Cenpe  
Rpl23  
Sgo2  
Sdpr  
Ezr  
Rangap1  
Rad21  
Cbx5  
Rrm2  
Tex14  
Kif22  
Nkd1  
Hes6  
Chgb  
Rps11  
Tmsb10  
Gng3  
Fam64a  
Cenph  
Tead2  
Rps15a  
Bub1  
Sowaha  
Fstl1

1500012F01Rik

Aspm

Rps24

Tagln3

Rpl41

Tuba1b

Zmiz1

Aurkb

Basp1

Tk1

Mllt11

Rps18

Sptbn1

Rad51ap1

Sept4

Rpl34

Sgol1

Bin1

Rps3a1

Kif20b

Mns1

Dek

Uchl1

Zfp36l1

Ndc80

Atoh1

Dlgap5

Slc17a6

Cdk5r1

Zeb1

2410006H16Rik

Podxl2

Nucks1

Ckap2

Dner

Calm1

Fbxo5

Slc1a2

Sox9

Rps2

Hn1

Prkcb

Map2

Kif2c

Ccnb2

Dut

Ctsd

Sox4

Eno1  
Gsg1l  
Rps10  
Ntrk3  
Rpl14  
Sema6a  
Sfrp1  
Serpinh1  
Rnd3  
Rab3a  
Clspn  
Tyms  
Knstrn  
Npm1  
Whsc1  
Tmpos  
Ckap5  
Ank3  
Rpl35a  
Ska1  
Rufy3  
Cdkn2d  
Dbf4  
D430041D05Rik  
Pdlim3  
Kif4  
Fos  
Kif5c  
Calm3  
Cxcr4  
Plk1  
Apc  
Celf2  
Rps25  
Anp32e  
Nnat  
Cenpq  
Id2  
Pou3f2  
Tgfb2  
Ttk  
Eef1b2  
C330027C09Rik  
Cdh20  
Gas6  
Hist1h2ak  
Anln  
Eif3f

Ect2  
D17H6S56E-5  
Srrm3  
Mtss1  
E130114P18Rik  
Cenpm  
Aurka  
Gria2  
Klc1  
Ncapd2  
Atad2  
Loxl1  
Mapt  
Bub1b  
Myt1  
Lmnb1  
Hjurp  
Elmo1  
Angptl2  
Stmn1  
Sema7a  
Diap3  
Rrm1  
Myt1l  
2700094K13Rik  
Mad2l1  
Fnbp1l  
Nhlh1  
Dhx32  
Ezh2  
Dpysl3  
Olfm1  
Cacng5  
Eef2  
Lig1  
Ctsb  
Clmp  
Myc  
Crmp1  
Cenpk  
Rpl37  
Melk  
Hirip3  
Ska2  
Mdk  
Ank2  
Rpl18a  
Plk4

Gm1673  
Rpl7  
Pdlim4  
Fam111a  
Nt5dc2  
Prmt8  
Pde1c  
Ccng2  
Ncor2  
Stxbp1  
Myod1  
B3galt2  
H2afv  
Frmd4a  
Stmn3  
Gm11478  
Fabp7  
Zic1  
Meg3  
Rfc4  
Dil3  
Itsn1  
Atp6v0e  
Sept11  
Ppic  
Gstm5  
Ppp2r2c  
Ckb  
Fosb  
Sparc  
Pax6  
Ptn  
Uncx  
Plcb1  
Rbfox1  
Mroh2a  
Cenpp  
Kcnk1  
Nrn1  
Gpx8  
Rpl18  
Ccnd2  
Pdgfra  
Sfrp2  
Gm10260  
Ramp2  
Ier5  
Elavl4

Ncam1  
A930011O12Rik  
Rad51  
Eef1g  
Dcx  
Ccgc34  
Pslp1  
Aplp1  
H2afz  
Cog7  
Cst3  
Rpl37a  
Cdc45  
Trim59  
Fzd1  
Pcna  
Gm17322  
Nasp  
Tspan13  
H1fx  
Trpc4ap  
Pea15a  
1700025G04Rik  
Ptprg  
BC005764  
Cdc7  
Rprml  
Npc2  
Ncaph  
Fen1  
Mis18a  
Gnai2  
Srebf1  
Gm13826  
Fabp5  
Lbr  
Clvs1  
Cenpw  
Rps7  
Dnmt1  
Lhx1  
Cenpj  
Gltscr2  
Hadh  
Gmnn  
Snhg1  
Cks1b  
Cdk6

2810055G20Rik

App

Pmf1

Ppp3ca

Wdr89

Sox1

Lrig3

2410004N09Rik

Mrpl52

Vps37b

Brd8

Hsd11b2

Smpd2

Bub3

Rps28

Eif3e

Atp1b3

Irs1

Rftn2

Dusp5

Nrep

Olig2

Cadm3

Dnajc9

Tubb4b

Cplx1

Hspe1

1110038B12Rik

Snhg6

Usp46

Cacng4

Gm17750

Nrcam

Tceal8

2610203C20Rik

Mgll

Nes

Ttc9b

Dync1i2

Use1

Fkbp7

Hells

Rpl22l1

Rab6b

Ptch2

Kcnip3

A030009H04Rik

Nme4

Pdzrn4  
Rtn4  
Naca  
Trim37  
Pnrc1  
Smc6  
Fyn  
Tle1  
Igdcc4  
Prim1  
Rps4x  
Bora  
Srgap2  
Myl12a  
Whrn  
Kif5a  
Chaf1a  
Prdm8  
Pkia  
Odf2  
Hsp90aa1  
Nsg2  
Nav2  
Usp1  
Elavl2  
H2afy2  
Tead1  
Wdr60  
Nfyb  
Apbb1  
Syt11  
Azin1  
Strbp  
Gm11223  
Snord104  
Gsto1  
Lmnb2  
Rcn3  
Rbfox2  
Dynll2  
2810004N23Rik  
Uhrf1  
Mab21l1  
Gdpd1  
Ap1s2  
Sh3bp5  
2900011O08Rik  
Nek7

Lpin2  
Rbp4  
Cmc2  
Chd3  
Tipin  
Dhfr  
Igsf3  
Cadm1  
Lima1  
Rab13  
Crip2  
Actn1  
Ndr2  
Epb4.1  
Akap12  
Nsg1  
Plp1  
Tcf19  
Hey1  
Chrna3  
Boc  
Arpp21  
Sacs  
Plxnb2  
Brd7  
Gnl3  
Hip1r  
Pcdha2  
Tnik  
Mapk8ip1  
Dnmt3a  
Cmtm3  
Trps1  
Stx4a  
Glce  
Nexn  
Adamts1  
Srrm4  
Prnp  
Cep170  
Gm26735  
Arhgef7  
Islr2  
Tshz2  
Gpatch4  
Kif21a  
Btbd11  
Robo2

Pfn2  
Nbea  
Hmgcs1  
Sstr2  
Hddc2  
Dusp6  
Cttnbp2  
Dbn1  
Rrp15  
Cd1d1  
Wwc1  
Dusp1  
Ifitm2  
Gria4  
1500011K16Rik  
Eif4e3  
Zfp462  
C77370  
Pnmal2  
Tspyl4  
Gstm1  
S100a16  
Mt2  
Thra  
Pak7  
Abhd16a  
Adcyap1r1  
Gria3  
Lama5  
Mbp  
Xist  
Top2a  
CRE\_RECOMBINASE  
Mki67  
Smc4  
Prc1  
2810417H13Rik  
Cdk1  
Spc25  
Nusap1  
Birc5  
H2afx  
Smc2  
Pbk  
Neurod1  
Ckap2l  
Esco2  
Barhl1

Kif11  
Kif23  
Tpx2  
Hmgb2  
Incenp  
Ube2c  
Sfrp1  
Cdca8  
Arl6ip1  
Hmmr  
Ccna2  
Cenpf  
Spc24  
Hey1  
Igfbpl1  
Aurkb  
Casc5  
ApoE  
Cdca3  
Ncapg  
Cdc20  
Sgol2  
Dek  
Ptn  
Draxin  
Kif22  
Tacc3  
Ccnb1  
Ndc80  
Slc29a1  
Tubb5  
Kif15  
Srebfl  
Rps26  
Mis18bp1  
Cdca2  
Mxd3  
Tk1  
Gm17322  
Fbxo5  
Cenph  
Bub1  
Cenpa  
Fam64a  
Lhx1  
Tuba1b  
Arhgap11a  
Ckap2

Nuf2  
D17H6S56E-5  
Cd63  
Itm2b  
Kif2c  
Sgol1  
Cenpe  
Rtn1  
Rad51ap1  
Bub1b  
C1ql1  
Kif20b  
Cdkn2d  
Melk  
Aspm  
Miat  
Gpm6a  
Rassf4  
Clspn  
Calm2  
Nucks1  
Ncapd2  
Rrm2  
Cst3  
Nrxn1  
Meg3  
Kif4  
Celf4  
Crmp1  
Dbf4  
Knstrn  
Cenpq  
Ccnd2  
Fam210b  
Hist1h2ak  
Islr2  
Racgap1  
Cntn2  
Mns1  
1500016L03Rik  
Ckap5  
Anln  
Rad21  
Cbfa2t3  
Aurka  
Gamt  
Diap3  
Ect2

Rangap1  
Ccnb2  
Dpysl4  
Dlgap5  
Mad2l1  
Ctsd  
RP23-45G16.5  
Mdk  
Fam111a  
Cenpk  
Fabp7  
Lig1  
Gap43  
Rrm1  
Elmo1  
Dut  
Atp2b1  
C330027C09Rik  
Plk4  
Ppp1r14c  
Tyms  
Mroh2a  
Anp32e  
Ska2  
Tmpos  
Cenpw  
Nnat  
Dpysl3  
Rpl35a  
Tubb2a  
Ctsb  
Sparcl1  
Trim59  
Sept3  
Mycn  
Hsd11b2  
Selm  
Rcor2  
Atad2  
Atoh1  
Rad51  
Pde1c  
Ncaph  
Slc1a2  
Ezh2  
Cenpm  
Mapt  
Ccng2

Malat1  
Hes6  
Usp1  
2700094K13Rik  
Cacng4  
Arpp21  
Tubb4b  
Vim  
Cdkn2c  
Eln  
Lmnb1  
Gmnn  
Plp1  
Tprn  
Nek6  
Prdm8  
Cxxc5  
Trpc4ap  
Ank2  
Sema7a  
Cks1b  
Ddit4  
Tcf19  
Dnmt1  
Rpl18a  
Ccm2  
B2m  
Mtss1  
Cacng2  
2310022B05Rik  
Klf6  
Fxyd6  
Hes1  
Bcl7a  
Sptbn1  
Add3  
Ccgc34  
1500012F01Rik  
Aldoa  
Sstr2  
Egr1  
Rnd3  
Pcna  
St18  
Atp6v0e  
Uhrf1  
Stmn4  
G2e3

Tspan7  
Hirip3  
Dnajc9  
Dner  
Heg1  
Kcnk1  
Nsmf  
Mt1  
Slc1a3  
Mfap4  
Hells  
Fbxo32  
Sema6a  
Gse1  
Zmynd8  
Aplp1  
Thra  
Stxbp1  
Rab3a  
Myt1l  
Tubb3  
Igfbpl1  
Stmn2  
Ckb  
Miat  
Pde1c  
Cntn2  
Nnat  
Tuba1a  
Nhlh2  
Ccnd1  
Neurod1  
Smc2  
Ddah2  
Dek  
Nhlh1  
Elavl3  
Lhx1  
Top2a  
Mki67  
Gap43  
Hmgb2  
2810417H13Rik  
Chrna3  
Pdzn3  
Birc5  
Anp32b  
Rtn1

Nrn1  
Tpx2  
Cenpf  
Sept4  
Cdk1  
Elavl4  
Basp1  
Nfix  
Nfib  
Nusap1  
Cdca3  
Bin1  
Pbk  
H2afx  
Map2  
Tuba1b  
Cdca8  
Smc4  
Cbx5  
Ccna2  
Pdgfra  
Kif11  
Ina  
Spc25  
Dut  
Spc24  
Map1b  
Clmp  
Ube2c  
Prc1  
Mllt11  
Nasp  
Cenpa  
Cenpe  
Incenp  
Dbi  
Tmpos  
Esco2  
Crmp1  
Egr1  
Ranbp1  
Gpr153  
Ncapg  
Ckap2l  
Tcf4  
Cks1b  
Pcna  
1500016L03Rik

Zic1  
Kif23  
Ank3  
Mcm6  
Kif15  
Uncx  
Kif5c  
Srrm3  
Rrm2  
Casc5  
Cdc20  
Stmn4  
H2afv  
Usp1  
Tex14  
Ran  
Tubb2b  
Nucks1  
Cxxc5  
Abhd16a  
Syt11  
Ccnb2  
Pqlc1  
Knstrn  
Cog7  
Ccnb1  
Apc  
Nrep  
Ckap2  
Tmsb4x  
2700094K13Rik  
RP23-45G16.5  
Rplp1  
Ptpns  
Clspn  
Cenph  
Myt1  
Hmnr  
Anp32e  
Hes1  
Rad51ap1  
Aurkb  
Sgol2  
Tyms  
Dcx  
Mis18bp1  
Kif20b  
Cdca2

Fbxo5  
Cltb  
Zfp36l1  
Hirip3  
Tacc3  
Nkd1  
Lig1  
Dnajc9  
Dtymk  
Nsg2  
Sparcl1  
Gas1  
Cenpm  
Npm1  
Tbata  
Cdk5r1  
Tagln3  
Rbp4  
Gnai2  
Gng3  
1700025G04Rik  
Dclk1  
Kif22  
Serbp1  
Mxd3  
Tk1  
Nuf2  
Prim1  
Aspm  
Ndc80  
C1ql1  
Gm10075  
ApoE  
Thsd7a  
Atad2  
Slc17a6  
Sgol1  
Rab6b  
Tmsb10  
Bub1  
Gmnn  
BC005764  
Mapk8ip1  
Ccdc34  
D17H6S56E-5  
Nop58  
Arhgap11a  
Rpa2

Mns1  
Gsg1l  
Rcor2  
Kif2c  
Sstr2  
Sfrp2  
Cenpq  
Hmgn5  
Txn1  
Lap3  
D430041D05Rik  
Marcksl1  
Chgb  
Podxl2  
Hells  
Kif4  
Prdx4  
C330027C09Rik  
Angptl2  
Pmf1  
Rrm1  
Elavl2  
Mcm3  
Cenpk  
Klc1  
CRE\_RECOMBINASE  
Prdx1  
Hint1  
Paics  
Dlgap5  
Chaf1a  
Bub1b  
Hsbp1  
Gm2694  
Rab3a  
Tipin  
Rufy3  
Fam64a  
Arl6ip1  
Cnbp  
Trim59  
Gm17750  
Ttc3  
Cdca7  
Mex3a  
Cenpp  
Mt1  
Ppib

Cplx2  
Kmt2e  
Pax6  
Cdkn1b  
App  
Plk4  
Lmnb1  
Tubb4b  
Nap1l1  
Hk2  
Stmn3  
Nt5dc2  
Rangap1  
Rbfox2  
Anln  
Gsk3b  
Hmgb1  
Melk  
Fkbp3  
Chd4  
Barhl1  
Dkc1  
Sema6a  
Aurka  
Mad2l1  
Sptbn1  
Igsf8  
B2m  
Mcm5  
Hrk  
Arhgef2  
Sowaha  
Ncaph  
Ect2  
Sox9  
H2afz  
Dpysl4  
Rfc4  
Ebf3  
Ncl  
Celf2  
Racgap1  
Dbf4  
Hjurp  
Rbbp7  
Itsn1  
A330076H08Rik  
Afap1

Draxin  
Rps19  
E130114P18Rik  
Brd7  
Supt16  
A930011O12Rik  
Snrpb  
Slc3a2  
Frmd4b  
Rtn4  
Rif1  
Cklf  
Mcm7  
Rad51  
Uhrf1  
Lrig3  
Slc7a5  
Ppp2r2c  
Hmgn2  
Atp2b1  
Siva1  
Gdpd1  
Vim  
Nde1  
Banp  
Rad21  
Fam111a  
Pabpc1  
Sept8  
Ybx1  
Hnrnpd  
Diap3  
Smco4  
Atp1b3  
Rpl41  
Nop56  
Eef1d  
Fth1  
Ncapd2  
Gria2  
Fos  
Myod1  
Dixdc1  
Jun  
Lsm2  
Mif  
Hist1h2ak  
B3galt2

Hpca  
Cbfa2t3  
Ddr1  
Smc6  
Rplp2  
Banf1  
Hsd11b2  
Idh2  
Cd24a  
Tead2  
Topbp1  
Fstl1  
Hat1  
Soga3  
Dnmt1  
Klf7  
Pard6a  
Fosb  
Snrpd1  
Gli1  
Hip1r  
Pkp4  
Chd7  
Usp22  
Rps25  
G3bp1  
Srsf7  
Clic4  
Snhg1  
Cep57  
Rpl22  
Usp46  
Lgals1  
Dtl  
Hmgn3  
Pa2g4  
Snrpf  
Lmo4  
Lsm6  
Scg3  
Isoc1  
Mcm2  
Rpl39  
Spop  
Dctpp1  
Aldoa  
Dctn3  
Dnph1

Skp2  
Hdgf  
Nolc1  
Rps20  
Schip1  
Cep110  
Sri  
Ccdc41  
Nsmce4a  
Celf4  
Cdca7l  
Irs1  
6330403K07Rik  
Ckap5  
Carhsp1  
Rpl22l1  
Rundc3a  
Lbr  
Serinc1  
Cacna2d1  
Dhfr  
Napa  
Cenpw  
Nudcd2  
Sept3  
Ezh2  
Lyar  
Kif1b  
Pttg1  
Atp6v0e  
H13  
Zic4  
Naa50  
Rfc2  
Pou3f2  
Mrpl42  
Cald1  
Itm2b  
Tpm4  
Rfc1  
Gdi1  
2610203C20Rik  
BC031181  
Pfn1  
Cerk  
Gng2  
Uchl1  
Timeless

Hsp90b1  
Clic1  
Ctnnb1  
Hes6  
Lmcd1  
Fen1  
Cbfb  
Csrp2  
Ier2  
Suz12  
C530008M17Rik  
Mab21l1  
Psat1  
Mab21l2  
Rnaseh2b  
Ctsd  
Add3  
Ptn  
Rnmt  
Atoh1  
Cdc45  
Alyref  
Ddx39  
Shmt1  
Fbxo32  
Nr3c1  
Sae1  
Acot7  
D4Wsu53e  
Ska2  
Gpr56  
Cdt1  
Syt13  
Ddx21  
Bub3  
Rpa1  
S100a16  
Atp6v1e1  
Cst3  
Fam213b  
Cmtm3  
Tcf19  
Dlga4  
Btbd17  
Stx4a  
Magoh  
Nrm  
Pik3r3

Map1lc3b  
Chst15  
Mphosph10  
Plk3  
Smpd2  
St18  
Mtap  
Gramd1a  
Ube2d1  
Vrk1  
Pola1  
Cadm1  
Smarcd1  
Ntm  
H1fx  
Aplp1  
Gpc2  
Mis12  
Cntln  
Fabp7  
Ccgc18  
Fnbp1l  
Tprn  
Ybx3  
Adamts1  
Clip3  
Ccgc50  
Ramp2  
Dda1  
Id2  
Nudc  
Bcl2l1  
Necab3  
Boc  
Scg5  
Frmd4a  
Prkcb  
Clvs1  
Ldha  
Smc5  
Clcn4-2  
Dbn1  
Mmp14  
Maged2  
Lpin2  
Mcm4  
Tubb2a  
Snx5

Ptch2  
Nin  
Apitd1  
Chd3  
Strbp  
Hist3h2a  
Igsf21  
Gadd45a  
Srebf1  
Fibp  
Rad50  
Fam107b  
Rrbp1  
Mpp6  
Srgap2  
Nsg1  
Npdc1  
Tmem57  
Oraov1  
Kdm5b  
Mien1  
Elovl6  
Atp6v0b  
Gm11266  
Acd  
Nav2  
Enox2  
Zic5  
Zfp423  
Kif5a  
Pvrl3  
Brca2  
Stxbp1  
Myt1l  
Sbk1  
Glul  
Ldb1  
Rnf165  
Sox11  
Map6  
Ppp2r2b  
Cep290  
Psmc3ip  
Dner  
Grb2  
Smpd3  
Smarcd2  
2810025M15Rik

Pak7  
Trpc4ap  
Ncor2  
Scrt1  
Atad5  
Gamt  
Tmx4  
Cadm3  
Efhd2  
Mical1  
Klhl7  
Dcc  
Pygo1  
Bzap1  
9330159F19Rik  
Rnf122  
Tspan7  
Nek7  
Atl1  
Nova2  
Dusp8  
Crip2  
Nol4  
Trak1  
Slc1a3  
Scmh1  
Myc  
Smoc1  
Brsk2  
Arid3a  
Baz1a  
Eif4e3  
Srrm4  
Prmt2  
Tmem178b  
Plcb1  
Pea15a  
Grina  
Mkrn1  
Apbb1  
Clybl  
Tmeff1  
Rnasel  
Pdgfra  
2700081O15Rik  
Mroh2a  
Clstn1  
Kif1a

Mapk10  
Itga7  
Nrcam  
Dpysl3  
Gramd1b  
Lingo1  
Shd  
Tubb4a  
Parp6  
Atat1  
Reln  
Ncan  
Rnd2  
Fam57b  
Eml5  
Plp1  
Celf4  
Neurod1  
Meg3  
Mapt  
Arpp21  
Gpm6a  
Neurod2  
Stmn2  
Nrxn1  
Stmn4  
Tubb2a  
Dpysl3  
Ank2  
Sept3  
Thra  
Rtn1  
Ppp1r14c  
Nrep  
Mtss1  
Gria2  
Celf2  
Atp2b1  
Map1b  
Zic1  
Calm1  
Tuba1a  
Rps9  
Rpl32  
Rps5  
Rpl8  
Rps3  
Rpl13a

Rps26  
Rps19  
Rplp1  
Sfrp1  
Pabpc1  
Rps20  
Rpl4  
Car10  
Fxyd6  
Gnb2l1  
Pcp4  
Rps14  
Rplp2  
Rbfox3  
Malat1  
Gap43  
Rpl22  
Jph4  
Ccnd1  
Rps11  
L1cam  
Sez6  
Ttc3  
Cd63  
Rplp0  
Eef1a1  
Ccnd2  
Rps21  
Elmo1  
Gng3  
Plxna2  
Smc2  
Rpl41  
Npm1  
Prdx1  
Cntn2  
Tubb2b  
Ankrd12  
Ranbp1  
H2afv  
Anp32b  
Dner  
Cdk5r1  
Rps15  
Cadps2  
Tmsb4x  
Rps3a1  
Cdk4

Gnao1  
Dusp26  
Rps24  
Eef1b2  
2810417H13Rik  
Kcnk1  
Rpl14  
Smc4  
Cadm2  
Mdk  
Ina  
Nbea  
Basp1  
Anp32e  
E130114P18Rik  
Zfpm2  
Camk2d  
Srebf1  
Draxin  
Uchl1  
Hmgb2  
Sv2a  
Snca  
Dbi  
Rpl39  
Dcx  
Mki67  
Zfand5  
Zbtb18  
Kcna1  
Kif1b  
Phf20l1  
Psat1  
Tspan4  
Stmn3  
Gnai2  
Ppp3ca  
Cks1b  
Grin2b  
2900079G21Rik  
Cadm3  
Rnd3  
Aplp1  
Gm12022  
Camk4  
Sh3gl2  
Prkcb  
Prdm8

Rps15a  
Prkce  
Rab3a  
Tnik  
Chd7  
Ndst3  
Top2a  
Cygb  
Nop58  
Anks1b  
Grin1  
Fkbp3  
Hmgn5  
Epb4.1l1  
Ryr2  
Marcks  
Tead2  
Rps27l  
Dek  
Mcm6  
Serinc1  
Lrrtm2  
Ephb1  
Id2  
D3Bwg0562e  
Dut  
Cpe  
Rps2  
Synpr  
Ybx1  
Hnrnpab  
Pvrl3  
Tbata  
Pcsk1n  
Rpl26  
Pax6  
Pcna  
Sema6a  
Rbp4  
Nasp  
Nhp2  
C1ql1  
Rpl35a  
Stxbp1  
Gabra2  
Tmpos  
Gsg1l  
Rbfox1

Birc5  
Ppp1r14b  
Ran  
D4Wsu53e  
Tpx2  
Cplx1  
Snrpf  
Porcn  
Pkia  
Tuba1b  
Cdk1  
Rps25  
Mllt11  
Ncam1  
Apbb1  
Dtymk  
Grm1  
Grik2  
Hey1  
Atp6v0e  
Cdca8  
RP23-45G16.5  
Rps10  
Fnbp1l  
CRE\_RECOMBINASE  
Hmgn1  
Prdx6  
Ier5  
Shfm1  
Eid1  
Rpl34  
Elavl3  
Kif5c  
Syp  
2700094K13Rik  
Tomm7  
Ube2c  
Hsd11b2  
Spc24  
Slc25a5  
Cenpf  
Cog7  
Tagln3  
Cadm1  
Dctpp1  
Cenpa  
Rpl23  
Racgap1

Hirip3  
H2afy  
St18  
Myl12a  
Paics  
Pbk  
Lsm6  
Itsn1  
Nap1l1  
Gnaq  
Kif5a  
Prmt8  
Kcnk2  
Cenpe  
Rufy3  
BC005764  
Rps18  
Mycbp2  
Nsg1  
Dpysl4  
Hook1  
Sh3bp5  
Trpc4ap  
Sox9  
Pcdha2  
Sox4  
Ube2ql1  
H2afx  
Rpl18a  
Cdca3  
Fam63b  
Siva1  
Sfrs18  
Mcm2  
Ptms  
Ppic  
Gm10075  
Srcin1  
Hnrnpm  
Fam210b  
Apex1  
Itgb1  
Ntm  
Cnbp  
Bola2  
Prdx4  
Prim1  
Banf1

Scg5  
Pqlc1  
Gpr153  
Serbp1  
Prc1  
Ncl  
Ccna2  
Ifi203  
Aplp2  
Fut9  
Slc29a1  
Hmgn2  
Snrpd2  
Snrpe  
Pdgfa  
Eif3f  
Trp53  
Hdgf  
Apc  
Camta1  
Nnat  
Cdh20  
Lsm4  
Snap25  
Itm2b  
Gng2  
Nefl  
Atp5e  
Cbx5  
Nsg2  
Scaper  
Nusap1  
Snrpb  
Mbnl2  
Nfib  
Ndr4  
Cenpv  
Ccdc34  
Diras2  
Scg2  
Cdca7  
Kcnc1  
Chgb  
Myt1l  
5830416P10Rik  
Ckap2l  
Srsf7  
Map1lc3a

Galr1  
Nop10  
Ezr  
Rpl22l1  
Hes6  
Dnajc9  
Lyar  
Tpm4  
Naca  
Commd1  
Tox3  
mt-Nd1  
Npdc1  
Chd3  
Spock2  
Kif11  
Lig1  
Rrm2  
Eef1d  
Lgals1  
Mycn  
Gdi1  
Ly6h  
Arhgef7  
Lap3  
Rpl7  
C1qbp  
Mcm7  
Zeb1  
Spc25  
Tyms  
Sv2b  
Bok  
Nrxn3  
Rrm1  
Mns1  
Rgs17  
Tacc3  
Hnrnpu  
Smarcc2  
Ssrp1  
Camk2b  
Zwint  
Dync1i2  
Casc5  
Mpp3  
Runx1t1  
Incenp

Atp1a3  
Knstrn  
Ckb  
Clspn  
Cklf  
B2m  
Pkm  
Tipin  
Btbd3  
Pcbp1  
Park7  
Atp6v0b  
Tnrc6c  
Prnp  
Hmmer  
Pgm2l1  
Cntn1  
Tshz2  
Sphkap  
Adcy1  
Rnaseh2c  
Pfn1  
Sub1  
Rpl37  
Pdia6  
Rps4x  
Calb2  
Snrpd1  
Luc7l3  
Nrxn2  
Cdc20  
Esco2  
Rnasel  
Sptan1  
Cttnb1  
Idh2  
Rpa2  
A930011O12Rik  
BC029214  
2810004N23Rik  
Nfix  
Zmat4  
Gm1673  
Snrpg  
Gm9800  
Hspe1  
Dkc1  
Atp6v1e1

Nmral1  
Adh5  
Vps37b  
Hells  
Eif3i  
Smarcc1  
Abrac1  
Tmsb10  
Cenph  
Ssbp3  
Uba52  
Snrpd3  
Ptprs  
Rab6a  
Ptma  
Rfc4  
Ccnb2  
Ppfia2  
Rtn4  
Rps8  
Mrpl52  
Add3  
Usp1  
Rps7  
Csnk1e  
Txn1  
Rsl1d1  
Reep2  
Adrbk2  
Ndufa2  
Rpl14-ps1  
Hmgb1  
Mif  
Homer2  
Calm2  
Kidins220  
Pou3f2  
Gm8292  
Ndufa12  
Cplx2  
Slc3a2  
Cct3  
Rbfox2  
G3bp1  
Kif23  
Chchd2  
Smco4  
Tmem145

Elavl4  
Psm4  
Fgf13  
Pnmal2  
Ezh2  
Hjurp  
Adam10  
mt-Rnr2  
Mmp24  
Unc5c  
Sod1  
Asap1  
Tacc2  
Mllt4  
Srsf6  
2900011O08Rik  
Smim11  
Supt16  
Tcp1  
Slc1a2  
Gmnn  
Ddx39b  
Kazn  
Nudt3  
Ncapg  
Mcm3  
Cadps  
Cbfa2t3  
Ppib  
Snhg1  
Lrig3  
Nudcd2  
Gar1  
Timp3  
Atoh1  
Ndn  
Mrpl13  
1810009A15Rik  
Mtch2  
Srsf3  
Fam115a  
Chaf1a  
Tubb4b  
Smarca5  
Map2  
Tspyl4  
Cep170  
Gm13826

Larp7  
B3galt2  
Reln  
Islr2  
Peli2  
Soga3  
Pde1c  
Cnrip1  
Cct2  
Arpp19  
Cald1  
Hpcal1  
Klf7  
Rpl37a  
Sox18  
Clcn4-2  
Rpl6  
Rpa3  
Trim59  
Bcl11a  
Pdzn4  
Syt1  
Gas1  
Cdc42  
Isoc1  
Hnrnpc  
Mab21l1  
Ank3  
Sowaha  
Rbm8a  
Uhrf1  
Ckap2  
Grina  
Npc2  
Kif15  
Ywhag  
Mcm5  
Clcn3  
App  
Pa2g4  
Psmb2  
Cirbp  
Srrm2  
Smpd2  
Cnn3  
Atxn7l3b  
Igfbpl1  
Sep15

Cenpm  
Rpl18  
Gm10260  
Prtr1  
Ccnb1  
Klc1  
Sfrp2  
Hnrnpd  
Nolc1  
Aurkb  
Egr1  
Ptn  
Nicn1  
Rab6b  
H2afz  
Tulp4  
Fstl1  
Cd200  
Mrpl17  
Pja2  
Clasp2  
Cst3  
Rbbp7  
Cct5  
Rpl38  
Cacna1a  
Baz1a  
Rtn3  
Gm11541  
Snrpb2  
Glce  
Pmf1  
Chchd1  
Naa38  
Ddx21  
Gabbr1  
Pafah1b1  
Eef1g  
Emg1  
Polr2f  
Adamts1  
Eif5a  
Kifap3  
Uqcrq  
Kmt2e  
Rpl29  
Arhgap20  
Actb

Snrpa1  
Sgol2  
Lman1  
ApoE  
Lin7a  
Gng5  
Kif20b  
Pak1  
Arhgap11a  
Eif3k  
2210016L21Rik  
Grb2  
Mis18bp1  
Ntrk3  
Tceal5  
Nop56  
Marcks1  
Ndufb6  
Mrpl42  
Pbdc1  
Nucks1  
Sez6l2  
2810025M15Rik  
Sae1  
Nuf2  
Bub1  
Cenpq  
Tubb3  
Ccl27a  
Mt1  
Rpl13  
Atp5b  
Clic4  
Snap47  
Thoc7  
Ubxn1  
Hivep2  
Set  
Hes1  
Cdk6  
Rnmt  
Golm4  
Eif3d  
Tcf25  
Ypel3  
Fkbp1b  
Hspa5  
Atrx

Eny2  
Rps16  
Dpm3  
Alcam  
Mmp14  
Fbxo5  
Mphosph10  
Rps6ka3  
2010107G23Rik  
Rbm5  
Kcnd2  
Mbd3  
Erc1  
Myod1  
Sparcl1  
Sema7a  
Hspd1  
2010107E04Rik  
Gas5  
2310044G17Rik  
Zfp36l1  
Polr2h  
Eif3g  
Ssr3  
D17H6S56E-5  
Lsamp  
Cacna1b  
Psm6  
Ndufa3  
Bccip  
Sptbn1  
Nek6  
Rbbp4  
Eif4a1  
Wbp5  
Uqcrh  
Optn  
Scd2  
Serpini1  
Acot7  
Uqcr11  
2410066E13Rik  
Cnih4  
Sec11c  
Serp1  
Kcnj3  
Hint1  
Wdr89

Pole3  
Nktr  
Gtpbp4  
Nup62  
Cacna2d1  
Mxd3  
Smarca2  
Srsf9  
Spcs2  
Ebna1bp2  
Lsm3  
Slc25a3  
Cpne3  
Irf2bp1  
Dbn1  
Dnph1  
Cdk14  
Parp1  
Fam168a  
Rad51ap1  
Tspan3  
mt-Cytb  
Cxcl12  
Magoh  
Eno1  
Map3k12  
Insm1  
Minos1  
Gjc1  
Bcas1  
Pitpnc1  
Gpm6b  
Mak16  
2310022B05Rik  
Ostc  
Pdr1  
Akap9  
Ppp3cb  
Ntrk2  
Btf3  
Lsm2  
Cct8  
Hspa9  
Actl6a  
Gm17322  
Ndufb9  
Lmnb1  
Slc4a4

Hat1  
Atad2  
Pdgfra  
Tcf3  
Mrpl18  
Serp2  
Uncx  
Cdca2  
Eif3e  
1110038B12Rik  
Mad2l1  
9330159F19Rik  
Manf  
C330027C09Rik  
Ddx17  
Syncrip  
Trim2  
Sgol1  
Laptm4a  
Adk  
Mybbp1a  
Nsmce1  
Fam162a  
Fmnl2  
Tk1  
Fundc2  
Shmt1  
Plcb1  
Etfa  
Gli1  
A1854517  
Mrps14  
Sf3b5  
Kif2c  
Gria4  
mt-Nd2  
Ramp2  
Macf1  
Ivns1abp  
Ybx3  
Tmem256  
Srgap2  
Cox6c  
Gstm5  
Ect2  
Gltscr2  
Tmem57  
Bub3

Canx  
Ndufv3  
Hmg20b  
Tle1  
Cox7b  
Kbtbd11  
Zfp521  
Cfdp1  
Actl6b  
Gse1  
Cnpy2  
Psmb1  
1700001O22Rik  
Ubb  
Cnksr2  
Lrpap1  
Dhx32  
Mettl9  
Zeb2  
Csrp2  
Igsf21  
Psmc4  
Nde1  
Ndufc2  
Ppa1  
Cenpp  
Psmc7  
Tia1  
Naa10  
Tspan13  
Srrm4  
Ccadc88a  
Eif3h  
Snap91  
Kif22  
Aspm  
Vgll4  
Alyref  
Dnajc2  
Atxn10  
Barhl1  
Syn2  
Ccm2  
Gnl3  
Myo12b  
Ncor2  
Rftn2  
Cltb

2610203C20Rik  
Ift74  
Ccdc41  
Dtl  
2410015M20Rik  
Psmg4  
Tsc22d4  
Mrpl15  
Clk1  
P4hb  
Cnr1  
Rpl35  
Hnrnp1  
Phf5a  
Luc7l2  
Mad2l2  
Cbln1  
Tpt1  
Polr1c  
Odf2  
Map1lc3b  
Dpy30  
RP23-32A8.1  
Gabarapl1  
Pttg1  
Cdh4  
Rad51  
Rb1cc1  
Ncor1  
Utp3  
Carhsp1  
Cep57  
Arl6ip1  
Mical1  
Dnajc8  
Reep5  
Nek7  
Ptch2  
Itm2c  
Nptn  
Rims1  
Efs  
Rif1  
BC018507  
Rrs1  
Syt13  
Gpx1  
Gm11478

Smim18  
Gins2  
Rcc2  
Msra  
Nrcam  
Pja1  
Myt1  
Plk4  
Ak2  
Kdelr2  
Cmtm3  
Eif3b  
Hsp90b1  
Prkacb  
Fxr1  
Nptxr  
Vars  
1700025G04Rik  
Utp14a  
Cenpw  
Cers4  
Rpl36a1  
Parp6  
Pura  
Snrnp40  
Akap12  
Cenpk  
Srsf2  
Gatsl2  
Npepps  
Tmem107  
Pcbp2  
Prmt5  
Cdc45  
Scrn1  
Ddx39  
Smoc1  
Ndc80  
Ssna1  
Mroh2a  
E2f1  
Mfap4  
Ifitm2  
Fzd2  
Mrpl33  
Nol4  
Fscn1  
Taf1d

Efh2d2  
Hist1h2ak  
Dad1  
Dhfr  
Rfc1  
Napb  
Hmgn3  
Pafah1b3  
Lims1  
Gm9843  
Amph  
Rwdd3  
Tm7sf2  
Napg  
Rpl3  
Exosc8  
Dnajc15  
Pde9a  
Ppp2r3a  
Polr2e  
Sh3bgrl  
Gspt1  
Slirp  
Adarb1  
Lmo4  
Coq7  
Mrfap1  
Ube2e3  
Paxbp1  
Fth1  
2700029M09Rik  
Pcbp4  
Dcakd  
Pdlim7  
Rrp15  
Rpl30  
Naa50  
Stxbp5l  
Boc  
Dctn2  
Romo1  
H1f0  
Ndufs6  
Atp6v1a  
Bhlhe22  
Hist3h2ba  
Mvd  
Chga

Fubp1  
Dync1li2  
Ncaph  
Cib2  
Mki67ip  
Pgrmc2  
Syng3  
Gsk3b  
Txnrd1  
Dnajc5  
Tsc22d1  
Brd7  
Ndufs8  
Fam212b  
Gprin1  
Ldha  
Os9  
Nrm  
Gpatch4  
Tgif1  
Sec61b  
Rnaseh2b  
Peg3  
Sobp  
Mcm4  
Klf9  
Rps28  
Casp3  
Clip3  
Rassf4  
Brix1  
Angptl2  
Pnrc2  
Dlga5  
Cxxc5  
Topbp1  
Cdkn2c  
Nin  
Lhx1  
Laptm4b  
Atp6ap1  
Pard3  
Cdc42se1  
Eci2  
Polr2i  
Cask  
Dnmt1  
Mrps28

Rab3c  
Atp1b3  
Gpr56  
Syt11  
Rps24-ps3  
Snx32  
Mapk8ip1  
Nudc  
Atp6v1b2  
Fkbp4  
Eif3a  
Mrpl21  
Fen1  
Usp22  
Tead1  
Ptp4a2  
Kif4  
Timeless  
Kat6b  
Tceal8  
Gab1  
Bub1b  
Fam111a  
Clvs1  
Lta4h  
Serp1  
Tcf19  
Psmc3ip  
Micu3  
Ap3d1  
Lbr  
Gprasp1  
Taok3  
Ska2  
Rabgap1l  
Clic1  
Mpp6  
Rnaseh2a  
Hk2  
Dbf4  
Bin1  
Gm10076  
Map7d1  
Efr3b  
Rufy2  
Rpf2  
Mxd4  
Rabac1

Mndal  
Nop16  
Tcof1  
Imp3  
Cep110  
Srm  
Tmem151b  
Smpd3  
C530008M17Rik  
Zmynd8  
Abcc5  
Myc  
Anln  
Melk  
Cbfb  
Tspan6  
Phactr1  
Lman2  
Cnih2  
Suc1g1  
Uba1  
Cerk  
Ctnna1  
Ing4  
Sh3glb1  
Ndr3  
Celf5  
1700020114Rik  
Cisd2  
Dpysl2  
Ier2  
Samm50  
Pdia4  
Prkd3  
Zic2  
Klf13  
Irs1  
Ift27  
Ncapd2  
Lsmd1  
Add1  
Lphn3  
Cdca7l  
Ftsj3  
Rcn1  
Sema4g  
Dnm1l  
Serf1

Mrps17  
Nme2  
Suv39h2  
Hnrnpf  
2610017I09Rik  
Rassf3  
Kif1a  
Mrpl12  
Tspan5  
2610001J05Rik  
Ctps  
Gm26735  
Rbbp8  
Mum1l1  
Csrnp3  
Dclk1  
Strbp  
Dlgap4  
Eml4  
Diap3  
D19Bwg1357e  
Dgkd  
Zfp367  
Serpinh1  
Mpdz  
Apc2  
Rfc3  
Gabrg2  
Dph3  
Vrk1  
Ipo5  
Olfm1  
Baiap2  
Pold2  
Wdr12  
Lin7c  
Rars  
Rad21  
Tmem132a  
Hpca  
Sqstm1  
Hmgb3  
Gpatch8  
Snrpn  
Cdc42se2  
Nfyb  
Ptprd  
Jam3

Eif2s1  
Aurka  
Man1c1  
Gm6472  
Vamp2  
Fam96a  
Eef1e1  
Agtppbp1  
Snx5  
Hprt  
Prdx5  
Mtap  
Yif1a  
Ankra2  
1810037117Rik  
Hcfc1r1  
Plekho2  
Cd63-ps  
Zfp57  
Trim27  
Pacsin1  
Atp6v0e2  
Dixdc1  
Bod1l  
Cmc2  
Atcay  
Snx1  
Zfp148  
Chchd3  
Mapre2  
Exosc7  
Abi2  
Ncdn  
Gcsh  
Mest  
Mapk8ip2  
Ndufaf2  
Riok3  
Atp6v0a1  
Cd164  
Ptpra  
Bcar1  
Ppa2  
Sept6  
Klhl29  
Gins1  
Fam57b  
Gnl3l

Ptbp1  
Ip6k1  
Nfasc  
Etfb  
Dusp8  
Pea15a  
Gng12  
Zranb1  
Cxadr  
Wbp2  
Strip1  
Ptges3  
Ninj1  
Pom121  
Evl  
C77370  
Smc5  
Ptprg  
Ccnl2  
Zfp277  
Gtf3c6  
Elavl1  
Arl6ip6  
Zcwpw1  
Tprn  
Mlf2  
Atp9a  
Cntln  
Smap1  
Cdc42bpa  
Plekha1  
Map6  
Arhgef2  
Synj1  
Cdt1  
Gart  
Phf3  
Cdca4  
Gstp1  
Znrd1  
Cenpj  
Ppp2r2b  
Mdga1  
Scamp1  
Hn1  
Ogt  
Gphn  
Pkn2

Rev3l  
Slc7a5  
Stx7  
Mycl  
Zcchc18  
Camsap2  
Hid1  
Aig1  
Mlec  
Dpysl5  
Zfp608  
Arhgef25  
Asrgl1  
Trafd1  
Ypel5  
Agap1  
Bola1  
Ensa  
Mkrn1  
Rabep1  
Mef2a  
Igdcc4  
Fam64a  
Fam171b  
Cnpy1  
Prpf40b  
Gm13092  
Osbpl1a  
Idh1  
Arl8a  
Mgst3  
Rpl7a  
Abtb1  
Tspyl1  
Arhgap21  
Slc17a6  
Fam171a2  
Pabpn1  
Dars  
Tex9  
Mrpl36  
Robo2  
Mbd6  
Fh1  
A830010M20Rik  
Hist3h2a  
Itgb3bp  
Erbb4

Mis18a  
Jarid2  
Gdpd1  
Apitd1  
Pick1  
Ubr7  
Nudt21  
Igsf3  
Klhdc3  
Ssbp2  
Nae1  
Mapk10  
Sap30  
C130071C03Rik  
Col9a3  
Slc1a3  
Eftud2  
Rpa1  
Xrcc5  
Slc22a17  
Prr13  
Actr2  
Ttc4  
Dnaaf2  
Zfp292  
Ctnnd2  
Vegfb  
Rps16-ps2  
Mthfd1  
Rusc1  
Zfp318  
Pfkf  
Sgip1  
Polb  
Ubl3  
Rangap1  
Lamp2  
Pfn2  
Ccdc58  
Ccdc18  
Tmem63b  
Ppm1l  
Snx10  
Pak7  
A630007B06Rik  
Actr1a  
Wdr13  
Snord104

Zc2hc1a  
Ppat  
Nme4  
Jakmip2  
Smarca1  
Cdk5rap2  
Plxnb2  
Dis3  
Nr3c1  
Gamt  
Nhlh2  
Ldhb  
Pola1  
Syng1  
Ctsz  
Pik3r2  
Ankrd46  
Scamp2  
Trappc3  
Lpgat1  
Vcan  
Mtch1  
Gsto1  
Sept8  
Rpl3-ps1  
2510002D24Rik  
Mrps15  
Gpc2  
Tspan7  
Flywch2  
Necab3  
Akap8l  
Grik5  
Tmem30a  
Cdk5rap3  
Odc1  
Samd14  
Clstn1  
BC034090  
Pcgf2  
4930402H24Rik  
Tmem237  
Brca2  
Alg2  
Fam184a  
A330076H08Rik  
Tnrc6b  
Nedd4l

Fabp7  
Stox2  
Klhl13  
Zfp536  
Ndrp2  
Pkp4  
Pkig  
Araf  
Ctsd  
Mpped2  
Socs7  
Prmt2  
Tom1l1  
Lima1  
H1fx  
Rnpc3  
Cspp1  
Fos  
Fbxl15  
Mau2  
Agpat4  
Shd  
Orc2  
Scn8a  
Serp7  
Lphn2  
Rps23  
Tmem178  
Nol12  
Gdap1  
Ctnna2  
Rps27a  
Gm5124  
Fbxo11  
Fbxo21  
Pcmt1  
Stau2  
Lpin2  
Rrp1b  
Plcb4  
Phf21b  
Wasf2  
Tro  
Tpi1  
Ctxn1  
Mrto4  
Hcfc2  
Hmgcs1

Mapk9  
Dennd2a  
Bdh1  
Oraov1  
Wdr60  
1500011B03Rik  
Armcx1  
Rnf165  
Kdm5b  
Tram111  
Cyfip2  
Pip5k1c  
Sox5  
D430019H16Rik  
Gabrb3  
Rhebl1  
Blcap  
Nefm  
Chd9  
Elovl4  
Socs2  
Tsga10  
Map9  
Cd99l2  
Tmx4  
6330403K07Rik  
Sqle  
Podxl2  
Atat1  
Peo1  
Gtf2f2  
Enho  
Celsr2  
Tbce  
Usp33  
Exosc5  
Tmem35  
Tmem176b  
Slc25a27  
Akap11  
2810008D09Rik  
Rps13  
Necap1  
Rbm33  
Hyi  
Gdap111  
Ltbp3  
Flot1

Fbxo9  
Ddx26b  
Pmvk  
Nipsnap1  
Ophn1  
Unc13a  
Kcnq2  
Arhgef9  
Narf  
Vopp1  
Reep1  
Tln1  
2510009E07Rik  
Fnbp1  
Dcaf6  
Chfr  
Prkx  
4632415L05Rik  
Phyhipl  
Kif3c  
Map1a  
Camsap1  
Zfp329  
Ddhd2  
Myo9a  
Wsb2  
Ncoa7  
Nsf  
Zdhhc17  
Ctsf  
Xpr1  
Bmyc  
Zfyve27  
Thsd7a  
Asxl3  
Tspyl2  
Ppp1r21  
Lingo1  
Nenf  
RP23-199B2.4  
Csnk1g1  
Tmem127  
Clybl  
Tsc1  
Vezt  
Lztr1  
4933427D14Rik  
Mgll

EmI5  
Ppp1r1a  
Gm10036  
Ttc28  
Dmxl2  
Dip2b  
Dctn1  
Meis3  
Pik3r3  
Egfr  
Tceal3  
Sbk1  
Gm3764  
Limk2  
Ntn4  
BC068157  
Casd1  
Mgat5b  
Tecpr1  
Zer1  
Mmp16  
Jhdm1d  
Plp1  
Fosb  
Cntn2  
Neurod1  
Tubb3  
Gap43  
Nhlh2  
Stmn2  
Miat  
Map1b  
Tuba1a  
Rtn1  
Ckb  
Tmsb4x  
Nhlh1  
Tubb2b  
Tex14  
Basp1  
Dpysl3  
Ina  
St18  
Stmn4  
Pdzn3  
Trpc4ap  
Ccnd1  
Sept3

Rplp1  
Map2  
Sept4  
Igfbpl1  
Zic1  
Rpl13a  
Tubb2a  
Podxl2  
Ppp1r14c  
Itm2b  
Gpm6a  
Ddah2  
Ank3  
Chgb  
Nrep  
Rpl8  
Dek  
Smc2  
BC005764  
Mtss1  
Elavl4  
Draxin  
Cdk5r1  
Celf4  
Nrxn1  
Clmp  
2810417H13Rik  
Gng3  
Dcx  
Apc  
Myt1  
Nfib  
Anp32b  
Rab3a  
Bin1  
Sema6a  
Celf2  
H2afv  
Elmo1  
Rplp2  
Malat1  
Rps5  
Ranbp1  
Sfrp1  
Elavl3  
Myt1l  
A930011O12Rik  
Mki67

Top2a  
Rpl4  
Pabpc1  
Rps19  
Hmgb2  
Itsn1  
Npm1  
Gria2  
Srebf1  
Prdx1  
Mllt11  
Dut  
Aplp1  
Rps26  
Dbi  
Rpl32  
Cadm3  
Cadm1  
Chrna3  
2700094K13Rik  
Rps20  
Sptbn1  
Pax6  
Nasp  
Anp32e  
Gnai2  
Kif5c  
Tnik  
Pcna  
Uncx  
B3galt2  
Galr1  
Rbfox3  
Birc5  
Tmsb10  
Tcf4  
Mcm6  
Ttc3  
Syt11  
Dner  
Rps11  
Rpl41  
Rpl22  
Tuba1b  
Rbp4  
Gsg1l  
Ube2c  
Tpx2

App  
Smc4  
Hsd11b2  
Cenpf  
Igsf21  
Pdgfa  
Btbd17  
Srrm4  
Rab6b  
Ncl  
Cdk1  
Hmgn5  
Rufy3  
Serbp1  
Pde1c  
Gnb2l1  
Pnoc  
Fkbp3  
Hist3h2a  
Cdca8  
Spc24  
Rps3  
Cks1b  
Rps9  
Ptpns  
Rbfox2  
Ank2  
Nfix  
Cnbp  
Rplp0  
Prkcb  
Pbk  
Epb4.1l1  
H2afx  
Cenpa  
Tubb5  
Pqlc1  
Eef1b2  
Plcb1  
Kif5a  
Gpr153  
Tagln3  
Cbx5  
Hirip3  
Serinc1  
Ccna2  
Stmn3  
Stxbp1

Rrm2  
Ankrd12  
Cdca3  
Kcnk1  
Rpl14  
Paics  
Rnasel  
Hells  
Prdm8  
Ppp2r2b  
RP23-45G16.5  
Eef1a1  
Apbb1  
Mif  
Nsg1  
Ybx1  
Marcksl1  
Tmpos  
Ran  
Nusap1  
Glce  
Rps15  
Lig1  
Abhd16a  
Gdpd5  
Fnbp1l  
Incenp  
Tyms  
Cenpe  
Gpc2  
Dctpp1  
Sox9  
Esco2  
Mcm3  
Kif11  
Nop58  
Elavl2  
Hes6  
Klc1  
Rps21  
Gdi1  
Chd7  
A330076H08Rik  
Mab21l1  
Spc25  
Txn1  
Dbn1  
Kif1b

Mapk8ip1  
Nsg2  
Tbata  
Rps3a1  
Knstrn  
Usp1  
Apc2  
Akap12  
Dtymk  
Prim1  
Gng2  
Prc1  
Clspn  
Ccnb2  
Kif23  
Ckap2l  
Cdca7  
Klf7  
Chd3  
Calm2  
Nucks1  
Ppm1h  
Hmgn2  
Siva1  
Rnmt  
Cenph  
Necab3  
Tacc3  
Pak7  
D4Wsu53e  
Gas1  
Nrcam  
Ccgc34  
Srgap3  
Clvs1  
Mdk  
Cbfa2t3  
Atoh1  
Ptn  
L1cam  
Porcn  
Tead2  
Hmnr  
Slc17a6  
Cltb  
Pmf1  
Ncapg  
Tmem2

Lsm4  
Gm10075  
Gmnn  
Gadd45a  
Uchl1  
Npdc1  
Cep170  
Map6  
Smco4  
Sobp  
Igsf8  
Soga3  
Fam210b  
Aurkb  
Lap3  
Smim18  
Cenpm  
Slc25a5  
Banf1  
Sparcl1  
Psat1  
Rpa2  
Rps14  
mt-Nd1  
Rrm1  
Mns1  
B2m  
Gnao1  
Nhp2  
Rps25  
Plcd1  
Hes1  
ApoE  
Hpca  
Dnajc9  
Nrn1  
Lhx1  
Grin2b  
Sfrp2  
Cdc20  
Ppfia2  
Bhlhe22  
Rnd3  
Zfp36l1  
Frmd4a  
Casc5  
Nap1l1  
Isoc1

Hey1  
Marcks  
Mis18bp1  
Kdm5b  
Mt1  
Dkc1  
Hist3h2ba  
Dync1i2  
Rtn4  
Dpysl5  
Serpini1  
Fth1  
Ckap2  
Dclk1  
Samd12  
Hint1  
Smarcc2  
Hn1  
S100a16  
Kmt2e  
Mcm2  
Cacna2d1  
Rps24  
Mcm5  
Rad51ap1  
Cpe  
Fbxo5  
Rpl22l1  
Ccnb1  
Afap1  
Gm17322  
Kif15  
Jhdm1d  
Rpl35a  
Cklf  
Uhrf1  
Tk1  
Nnat  
Myod1  
Hjurp  
H2afy  
Hdgf  
Lsm6  
Acot7  
Sgol2  
Mapt  
Aspm  
Kif20b

Rpl39  
Atp1b3  
Cenpk  
Bok  
Nmral1  
Hmgn1  
Slc3a2  
Cd24a  
Nuf2  
Mllt4  
Arl6ip1  
Thra  
Kidins220  
Dlgap4  
Ebf3  
Pa2g4  
D17H6S56E-5  
Mmp24  
Rps2  
Boc  
Clip3  
Gria4  
Atad2  
Gsk3b  
Rps27l  
Mcm7  
Dusp14  
Kif21b  
Sfrs18  
Tipin  
Bub1  
Actl6b  
Cdca2  
Sowaha  
Prmt8  
Arhgap11a  
Prdx4  
Lgals1  
2410066E13Rik  
Nop10  
Rps15a  
Dusp8  
Lrig3  
Scg5  
Grina  
Kif22  
Dtl  
Adamts1

Mxd3  
Sv2a  
Gli1  
Pou3f2  
Smpd2  
Shmt1  
Cenpq  
Nav2  
Sox4  
Ntrk3  
Homer2  
Prdx6  
Hnrnpu  
Stxbp5l  
Cnih2  
ErbB4  
Tubb4b  
Serp1  
Tomm7  
Snrb  
Cdkn1b  
Mex3b  
Gpm6b  
Hist1h2ak  
Cenpp  
Rps10  
Scd2  
Snrb  
1500016L03Rik  
Kif4  
Racgap1  
Zfp423  
Rab6a  
Mad2l1  
Zbtb18  
Rps18  
Neurod2  
Myo12a  
6330403K07Rik  
Melk  
Ndc80  
Jph4  
Syt13  
Irf5  
Smoc1  
Lingo1  
Smpd3  
2900079G21Rik

Klc2  
Ect2  
Tspyl4  
Chaf1a  
Ppp3ca  
Cacna1b  
Cenpw  
Tcf19  
Cnpy1  
Rcor2  
Nefl  
Fmnl2  
Lyar  
2900011O08Rik  
Hsp90b1  
H2afz  
Tmem57  
Nop56  
Hmgb1  
Arhgef2  
Rfc4  
Mcm4  
Ramp2  
Cdh20  
Dnph1  
Eif5a  
Pkm  
Fstl1  
Clcn4-2  
Fam213b  
Ncam1  
Ntm  
Atp6v1e1  
Gdpd1  
Sept8  
Csrp2  
Eef1d  
C330027C09Rik  
E130309F12Rik  
Snhg1  
Eno1  
Ctsd  
Slc7a5  
Angptl2  
Pea15a  
Ssrp1  
Pgm2l1  
Cyfip2

Bola2  
Sgol1  
Timp3  
Ptms  
Ybx3  
Naa50  
Sox11  
Fam111a  
Hk2  
Bub1b  
Hat1  
Slc29a1  
Mmp14  
Darc  
Dnmt1  
Mad2l2  
Cmtm3  
Grik2  
Ncaph  
Zfp521  
Pdr1  
Scmh1  
Rad51  
Shfm1  
Kif2c  
Ndufc2  
D430041D05Rik  
Dhfr  
Os9  
Gm11223  
Atp5e  
Srrm3  
Selm  
Ldha  
Tubb4a  
Cdc45  
Ttyh2  
Cenpv  
Celf3  
Gm1673  
Pttg1  
Srgap2  
Celsr2  
Mvd  
Snrpd3  
Mycbp2  
Baz2b  
9330159F19Rik

Snrpg  
Sphkap  
Srsf7  
Chst15  
Shf  
Anln  
Adk  
Nde1  
Nkd1  
Ywhag  
Fam115a  
Pnmal2  
Plk4  
Dixdc1  
Trp53inp2  
Hnrnpab  
Srcin1  
Reep2  
Pik3r3  
Phf20l1  
Dlgap5  
Rbm5  
Idh2  
Ephb1  
Cog7  
Mum1l1  
Ddx5  
Ezr  
Atxn10  
Dbf4  
Pfn1  
Timeless  
Cdt1  
Pcsk1n  
Cdca7l  
Diap3  
Syp  
Scrt1  
Ppp1r14b  
St6galnac4  
Kifap3  
2810025M15Rik  
Nek7  
Nova2  
Atp6v0b  
Gm11541  
Klhl29  
Ccnd2

Idh1  
Pgm2  
Hspe1  
Snrpa1  
Rps7  
Ldhb  
Aurka  
Rpl26  
Psmc3ip  
Brsk2  
Rpa3  
Hsbp1  
Fam64a  
Rbbp7  
Tulp4  
Pbdc1  
Atat1  
Nt5dc2  
Tpm4  
Nudcd2  
Bex1  
Nicn1  
Sh3kbp1  
Ctnna2  
Trim59  
Clasp2  
Ing4  
Lrpap1  
Gm11266  
Gar1  
Ypel4  
Csrnp3  
Cpne3  
Parp6  
Nup62  
Nfasc  
Rpl23  
Sez6l2  
Hmgn3  
Sstr2  
Ccm2  
Mrpl42  
Wbp5  
Tmeff1  
Gnaq  
Irs1  
Arpp21  
Nolc1

Rnaseh2c  
Nktr  
Cdk6  
Cct3  
Sbk1  
Eid1  
Cdh4  
Rad21  
Sae1  
Rltpr  
Lzts1  
Kcnj3  
Rsl1d1  
Tacc2  
Gnl3  
Cst3  
Ccl27a  
Cbfb  
Spop  
Supt16  
Ephb2  
Map1lc3a  
Pdzn4  
Cntln  
Topbp1  
Nol7  
Ndufa2  
1700001O22Rik  
Hivep2  
Myc  
Naa38  
Strbp  
Ubash3b  
Ptch2  
Eny2  
Snrpd2  
Rpl18a  
Hmgcs1  
Sema7a  
Gramd1a  
Ubl3  
Pcdha2  
Ppic  
Islr2  
Clic4  
Rnaseh2b  
Ndufa12  
Ndr2

Vim  
Pdia6  
Cplx2  
Alcam  
Baz1a  
Snrpd1  
Srsf3  
Gramd1b  
Fen1  
Dpm3  
Clybl  
Zic2  
Ssbp3  
Rb1cc1  
Tshz2  
Trp53  
Akap9  
Map1lc3b  
Gm10260  
Mphosph10  
Cerk  
Nova1  
Lpin2  
Pik3r2  
Ube2d1  
Ctxn1  
Fam110a  
Srsf2  
Pcbp1  
Larp7  
Exosc7  
Ppp2r2c  
Cnrip1  
Thsd7a  
Gm20033  
Ttc28  
Lmnb1  
Rnaseh2a  
Dcps  
Nedd4l  
Efr3b  
Fkbp2  
Naca  
Shd  
C1qbp  
Slc22a17  
Ccp110  
Ncor2

Rif1  
Rpl7  
Sri  
Meis1  
Mapk8ip2  
Mex3a  
Dpysl4  
Scrn1  
Eif3i  
Vegfb  
Asxl3  
Fabp7  
Ska2  
Gm9800  
Smim11  
Clic1  
Uqcrq  
Skp2  
Ap1s2  
Slco5a1  
Rrs1  
Npepps  
Alyref  
Bdh1  
Dmxl2  
March1  
Grb2  
Fdft1  
Rusc1  
Ninj1  
RP23-32A8.1  
Peli2  
Sod1  
Mical1  
Mroh2a  
Klf9  
Mybbp1a  
Paxbp1  
Celf5  
Hnrnpd  
RP23-199B2.4  
Cadps  
Pak1  
Rabep1  
Tnrc6c  
Snap91  
Spag9  
Pfn2

Rps4x  
Bicd1  
Cask  
Rps16  
Arid3a  
Ddx39  
Wdr47  
4930402H24Rik  
Cd81  
Reln  
Atl1  
Mbd3  
Prkd3  
Tmem107  
Trafd1  
Mapk10  
Gng12  
Vgl14  
Dpysl2  
Snrrnp40  
Rtn3  
Atp5b  
Rpl34  
Rpl18  
Hnrnp40  
Rfc5  
Ift27  
Ssr1  
Id2  
Bccip  
Scg3  
Lmn2  
1810009A15Rik  
Eif4e3  
Cplx1  
Cttnb1  
Asrgl1  
Vrk1  
Rfc1  
Tub  
Hspd1  
Usp22  
Srsf1  
Mthfd1  
Park7  
Atad5  
Mpdz  
Naa10

Pkp4  
Rpl38  
Clk1  
Ddx21  
Cyth2  
Etf1  
Zfpm2  
Gart  
Rpl6  
Cep110  
Sema6c  
Kdm1a  
Brca2  
Hip1r  
Bzrap1  
H2afy2  
Dnmt3a  
Myl12b  
Gm6472  
Stx7  
Synj1  
G3bp1  
Smc6  
Rnf165  
Tgif1  
Trp53i11  
Pkia  
Ankra2  
Vars  
Rpl14-ps1  
Mat2a  
Ccdc18  
Pafah1b1  
Exosc8  
Etfb  
Cdkn2c  
Prmt2  
Mak16  
Ipo5  
Arpc5  
Nin  
Ccdc41  
Wsb1  
Tspyl1  
Lsm3  
2610001J05Rik  
Gabarapl1  
Rps8

Eif3a  
Mrpl33  
Ankrd13a  
Mpp6  
Riok3  
Acd  
Mrpl52  
Cep120  
Prnp  
Sfxn1  
Dst  
Rpl3  
Rpl30  
Rpl37  
Sh3bp5  
Nfyb  
Dars  
Uqcr10  
Lsm2  
Nxt1  
Dhx32  
Tcp1  
Fundc2  
Pard6a  
Laptn4b  
Etfp  
Sox18  
Nol4  
Nsmce4a  
Pdap1  
Sap30  
Gm11478  
Brd7  
Cdk4  
Snx5  
Dctn2  
Srm  
Tcf3  
Enox2  
Jun  
Abrac1  
Stau2  
Exosc1  
Fabp5  
Zfp57  
Cited2  
Gabbr1  
Cox7b

Pold2  
Snrpe  
Flot1  
Arhgef7  
Ifitm2  
Cnih4  
Ncaph2  
Hcfc1r1  
Scn8a  
Apba2  
Nme2  
Uba52  
Alg2  
Pygo1  
Hpcal1  
Kcnq2  
Stx4a  
Sep15  
Ezh2  
Polr2i  
Aig1  
Neurod6  
Itgb1  
Atcay  
2810004N23Rik  
Glo1  
Smarcd2  
Lrrtm2  
Tspan7  
Set  
Meis3  
Add2  
Sox5  
Rwdd3  
Ptma  
Ak2  
Gm5620  
Ptbp1  
Gm17750  
Zfp608  
Lman1  
St8sia3  
Mrfap1  
Cdk5rap2  
Sdc3  
Rpl29  
Slc7a1  
1110038B12Rik

Mrpl13  
BC029214  
St7  
Nrm  
Ppil1  
Gjc1  
Rfc2  
Sv2b  
Egfr  
Lims1  
Ppat  
Ssr3  
Daam1  
Pola1  
Zfp292  
Asap1  
Klf13  
Rnf122  
Jmjd1c  
Nefm  
Dtx1  
Sptan1  
Sec11c  
Onecut2  
Mgat5b  
Imp3  
Lsmd1  
Sgip1  
Mycl  
Tmem63b  
Rassf3  
Arpp19  
Kif3c  
Mkrn1  
Ypel5  
Sf3b5  
Epc1  
Atp6v0a1  
Atxn7l2  
Brd3  
Fam162a  
Ncan  
Scaper  
Eif4a3  
Rbm3  
Rcn1  
Atp6v0e2  
Cog1

1500011B03Rik

Med30

Ift74

Mtmr4

Nr3c1

Ppa1

Nudc

Nbea

Eif3b

Rftn2

Blcap

Nop16

Tpt1

Apex1

Jarid2

Wdr89

Taf1d

Timm13

Hprt

Kcnc1

Abtb1

Rcc2

Tmx4

Gm8292

Nipbl

H1fx

1810037I17Rik

Gcc2

Tmem178

Pole3

Pard6g

Tram1

Pold3

Map7d1

Srsf10

Aes

Nsmce1

Slc37a3

Ppp2r3a

Mycn

Evl

Sdha

Emg1

Dirc2

Cd164

Pds5b

Rpa1

Commd1

Rrp15  
Actl6a  
Smc1a  
Cnksr2  
Wdr13  
Rab3c  
Glr5  
Peli1  
Plp1  
Golm1  
Prmt5  
Sqle  
Rbm8a  
Brix1  
Jam3  
Tsc22d4  
Prkx  
Armcx1  
Zfp157  
4933427D14Rik  
Ftsj3  
Srsf9  
Trp53bp1  
Vezt  
Mrpl18  
Tmem176b  
Gsto1  
Epb4.1  
Rai1  
Trim28  
1500011K16Rik  
Gins2  
Rnf168  
Pafah1b3  
Eif1ax  
Psmg4  
Zfp462  
Egr1  
Mrps28  
Slc1a2  
Serf1  
Gdap1l1  
Glul  
Mrps14  
1700025G04Rik  
Leprotl1  
Aff4  
Bub3

Lmo4  
Pbx1  
Dnajc2  
Reep1  
Gab1  
Uchl5  
Ntrk2  
Celsr3  
Rfc3  
Banp  
Ctsf  
Hspa5  
Tln1  
Dpy30  
Rad50  
Mtch2  
Aldoa  
Fam168a  
Ppp1r1a  
Polr1c  
Msl3  
Wasf2  
Ola1  
Chchd1  
Map3k12  
Rps16-ps2  
Pabpn1  
Fam57b  
Nhsl1  
Ctps  
Hook3  
Ubr7  
Map9  
Fbxo11  
Zc2hc1a  
2700029M09Rik  
Rpl36a1  
Clcn2  
Myo1b  
Lima1  
Macf1  
Rps28  
Rpl10a  
Slc1a3  
Ly6e  
Rexo2  
Jakmip2  
Efhd2

Gpatch8  
Snapc3  
Plk3  
Arl8a  
Polb  
Oraov1  
Pick1  
Mgea5  
Kars  
Fnbp1  
Gm26735  
Mfap4  
Tom1l1  
Ccng2  
Rsbn1  
Arhgap21  
Hid1  
Setbp1  
Jak1  
Vopp1  
Fzd2  
Fam107b  
Zbtb38  
Psmg2  
Nr2f2  
C1ql1  
Mapre2  
Maml3  
Mxd4  
Rangap1  
Akap8l  
Ifrd1  
Myo9a  
2410089E03Rik  
Dpf2  
Lmcd1  
Zfp711  
Baz2a  
Ckap5  
Serpinh1  
Fosb  
Cenpa  
Cenpe  
Ccnb2  
Cdc20  
Hsp90b1  
Tpx2  
Cenpf

Mki67  
Hmgb2  
Knstrn  
H2afv  
Nucks1  
RP23-45G16.5  
2700094K13Rik  
Cdca8  
Cdca3  
Dynll1  
Pttg1  
Anp32e  
Tubb5  
Rad21  
Hdgf  
Fstl1  
Neurod1  
Hnrnpa2b1  
Gm11266  
Cep89  
Sowaha  
Malat1  
Gria2  
CRE\_RECOMBINASE  
Birc5  
Hmgn5  
Ckb  
C330027C09Rik  
Banf1  
Miat  
Nrep  
Celf4  
Gm10075  
Apoe  
Ccdc34  
Racgap1  
Lmnb1  
Kif23  
Rtn1  
Tacc3  
Sept3  
Dlgap5  
Basp1  
Hmgn2  
Top1  
Hes6  
Ckap2l  
Arhgap11a

Tubb4b  
Gpm6a  
Hist1h2bc  
Tubb2a  
Cdc25c  
Cks1b  
Stmn2  
Cep110  
Bin1  
Vim  
Cdkn3  
Hmnr  
Fabp7  
Zic1  
App  
Syt13  
Shfm1  
Rangap1  
Gap43  
Pcna  
Hmgn1  
Lgals1  
Rbfox3  
Ezr  
Tubb3  
Ctsb  
Hnrnpm  
Hpca  
Cntn2  
Aspm  
Ckap5  
Lig1  
Rps27l  
Celf2  
Tubb2b  
Igfbpl1  
Cacna2d1  
Ctnnb1  
Smim11  
Bub1b  
Hmgb3  
Mad2l1  
Mns1  
Pde1c  
Vbp1  
Ptprs  
Ank3  
Cbx1

Gas6  
Stmn4  
Paip2  
Gng3  
Dpysl3  
Xist  
Ppp1r14c  
Pdlim3  
Efhd2  
Ran  
Nfib  
Gnai2  
Nde1  
Tra2b  
Ctsd  
Tmpos  
Pdia6  
Otx2  
Barhl1  
Sh3gl2  
Cwc15  
Thra  
H2afz  
BC005764  
Nrxa1  
Ppp1r14b  
Map2  
Kif1b  
Lsm4  
Hmgn3  
Fam64a  
Mapt  
Mtss1  
Sep15  
Pcf11  
Aplp1  
Ppp2r5c  
Mdh1  
Myt1  
Atp6v1e1  
Cct5  
Cenpw  
Psmc1  
Srebf1  
Brd7  
Sec11c  
Chgb  
1700123O20Rik

Zeb1  
Nudcd2  
Gadd45g  
Clspn  
Pqlc1  
Cks2  
Lyar  
Trpc4ap  
Mphosph10  
Tax1bp1  
Hmgb1  
Kif20a  
Smarcc2  
Ank2  
Cd81  
Kif5c  
Ralgps2  
Ckap2  
Sept4  
Spop  
Cenpv  
Kif15  
Prkcb  
Taf7  
Slc35b1  
Ankrd12  
Myt1l  
Itsn1  
Rbbp6  
Tnik  
Ect2  
Grik2  
Zfc3h1  
Larp7  
Cadm3  
Apc  
Gsk3b  
H1fx  
D4Wsu53e  
Ubb  
Mapk8ip1  
Rnaseh2c  
Rab6b  
Nuf2  
Chd3  
Chd7  
Sh3bgrl  
Phf20l1

Dnttip2  
Cog7  
Csrp2  
Gas1  
Ift74  
Akap6  
Ppp3ca  
Bzw1  
Dcx  
Elavl4  
Odc1  
Nbea  
Nsg1  
Rufy3  
Sema6a  
Tagln3  
2810474O19Rik  
Gnao1  
A330076H08Rik  
Ssbp3  
Klc1  
Cnpy1  
Hes1  
Gdi1  
Bub1  
Jam3  
Hist3h2a  
Slc1a2  
Aldoa  
Cenpp  
Ccadc77  
Pak7  
Grina  
Celsr2  
Ppp1r10  
Srgap2  
Chrna3  
Ina  
Apbb1  
Cacng4  
Arpp21  
Slc17a6  
Zwint  
Mllt3  
Pou3f2  
Atp6v0b  
Mycbp2  
Rab3a

Uchl1  
Fyn  
Elmo1  
Lmnb2  
Ypel3  
Cnksr2  
Kif5a  
Maml3  
Ptprd  
Gnaq  
Olig2  
Mum1l1  
Ntrk3  
Ppfia2  
Hells  
Zfp36l1  
Pkia  
Tacc2  
Zmiz1  
Psap  
Agap1  
Fam111a  
Itm2c  
Akap9  
Dner  
Eif4g3  
Ppp1r1a  
Stxbp1  
Kmt2c  
Gria4  
Reln  
Mgl  
Rnd2  
Hcfc1r1  
Cplx1  
Erc1  
Stag2  
Clasp2  
Lphn1  
Trio  
Fut9  
Rere  
Kidins220  
Plcb1  
Pdzn3  
Podxl2  
Abhd16a  
Fmnl2

Zmynd8  
Pea15a  
Plp1  
Vcan  
Meaf6  
Kifap3  
Gphn  
Fam210b  
Scn8a  
Aurkb  
Snap25  
Aprt  
Ddx26b  
Klf9  
Sv2b  
Scaper  
Nrcam  
Clcn4-2  
Gamt  
6330403K07Rik  
Tspyl4  
Shd  
Adrbk2  
Stau2  
St18  
Esco2  
Rfc2  
Dnmt1  
Rabgap1  
Ntm  
Fam213b  
Rad51ap1  
A930011O12Rik  
Macf1  
Sox5  
Phactr1  
Hook3  
Mt1  
Olig1  
Serpine2  
Cspg5  
3110035E14Rik  
Cacng4  
Fabp7  
Ptprz1  
Scrg1  
Cntn1  
Gpr17

Gpr37l1  
Plip  
Sox10  
Olig2  
Plp1  
Sulf2  
Ptpre  
Bcas1  
S100a13  
Sirt2  
Enpp2  
Cnp  
Bcan  
Ramp1  
Fyn  
S100a1  
Rgcc  
Ugt8a  
Slc35f1  
Ppfbp1  
Cspg4  
Nfib  
Pdgfra  
Gjc3  
Gatm  
Ednrb  
Tpm1  
Pcsk1n  
Nap1l5  
Itpr2  
Epn2  
Tagln2  
Nkx2-2  
B3gat2  
Plekhb1  
Lsamp  
Qpct  
Sfrp1  
Mfsd2a  
Dnm3  
Omg  
Gria3  
Mbp  
Zic1  
Ptn  
Tsc22d4  
Sox6  
Phlda1

Tmem100  
Asrgl1  
Spon1  
Cd9  
Ddah1  
CRE\_RECOMBINASE  
Cdo1  
Lims2  
Ncald  
Hsp90ab1  
Susd4  
Ascl1  
Tril  
Ncam2  
Cyp2j6  
Tmem176b  
Igfbpl1  
Cd24a  
Sox2  
Neu4  
Kcnj10  
2810468N07Rik  
Dbi  
Kctd4  
Ttyh1  
Klhl5  
S100a16  
Cadm2  
Dmrtb1  
Pcdh17  
Lrrc4c  
Sox8  
Cmtm5  
Slc1a1  
Rlbp1  
Afap1l2  
Zcchc24  
Sept7  
Vcan  
Opcml  
Anks1b  
Enc1  
Bmp4  
Atp1a2  
Ostf1  
Car8  
S100b  
Mmp15

Rprm  
Nxph1  
Ppap2b  
Pxdc1  
3632451O06Rik  
Pou3f1  
Gal3st1  
Degs1  
Brinp3  
Gfra1  
Matn4  
Kcnd2  
Tnr  
Sema5a  
Tspan3  
Scd2  
Arzb  
Tmem255b  
Fa2h  
Tubb5  
Anp32a  
Sox2ot  
Pcdh10  
Tspan7  
Enpp6  
AW047730  
Sema5b  
Dscam  
Timp4  
Sh3d19  
Cdh13  
H3f3b  
Megf11  
Barhl1  
Cd81  
1810041L15Rik  
Tmem132b  
Il1rap  
Phyhipl  
Slc6a1  
Gm2a  
Grm5  
Arl4a  
Cldn11  
Draxin  
Meg3  
Resp18  
Kcnip3

Tns3  
Lypd1  
Cog7  
Sema3d  
Gltf  
Crmp1  
Vstm2b  
Scn3a  
Clu  
Gsn  
Calm2  
Tspan2  
Ddah2  
Slc22a3  
Slc29a1  
Nlgn3  
Luzp2  
Adam9  
Pik3r1  
Adora1  
Dab1  
Stk32a  
Tmem88b  
Pax6  
Phactr3  
Bricd5  
Hip1  
Sh3bp4  
Lhx1  
Gnb4  
Tmsb10  
Tgfa  
Ezr  
Slc22a23  
Lrp1  
Ptprt  
Dlga1  
Chst11  
Nfia  
C1ql2  
Slc22a17  
Syt11  
Calr  
Alcam  
Cd63  
Dcaf12l1  
Rap1gap  
Stmn2

Zfp365  
Brinp1  
G0s2  
Slc38a3  
Rab31  
Tmsb4x  
Gng12  
B3gat1  
Ppp1r16b  
S100a6  
Sstr1  
Fbxo7  
Neurod1  
Deb1  
Lrrtm1  
Pmp22  
Rbfox3  
D430041D05Rik  
Pfn2  
Kank1  
Pcdh11x  
Pcdh9  
Nfasc  
Ehd3  
Emid1  
Npas3  
Eps8  
Il18  
Dock9  
Zic4  
Nrep  
E130114P18Rik  
Pgp  
4833424O15Rik  
Timp2  
Rnd3  
Trio  
Pid1  
Gpm6b  
Sash1  
Rhoc  
Chn2  
Tm7sf3  
Igfbp3  
H2afv  
Canx  
Pabpc1  
Sox21

Spry4  
2900011O08Rik  
Nhlh2  
Mmd2  
Wscd1  
Spry1  
Slitrk3  
Dpp6  
Mpzl1  
Pde4b  
Nfix  
Cyp2j9  
Cplx2  
1500016L03Rik  
Neto1  
Mmp16  
Chadl  
Epb4.1l2  
Lrrfip1  
Dusp26  
Plk2  
Col16a1  
Flrt1  
Cbr3  
Ppapdc1a  
Cbfa2t3  
Cacng2  
A930009A15Rik  
Tbata  
Hnrnpab  
S100a4  
Chpt1  
Rpl13a  
Cbx1  
Sdc3  
Mapt  
Ntrk2  
Arhgdig  
Ptma  
Cadm4  
Sgk1  
Rps5  
Gria2  
Cacna2d1  
H1f0  
Tmem176a  
Fam3c  
5730559C18Rik

Abhd12  
Tubb3  
Zdhhc2  
Rtkn  
Mt3  
Sh3gl3  
Plekha2  
Fam210b  
Celf2  
Uncx  
Pea15a  
Lphn3  
Dpysl4  
Mycn  
Hsd11b2  
Nrxn2  
Rplp0  
Cp  
Ppp2r2c  
Acox1  
Cav2  
Cdh11  
Cyfip2  
Hsd17b12  
Hmgcs1  
Dusp15  
Smc2  
Rps9  
Rps3  
Rpl4  
Tspan6  
Gm2694  
Marc2  
Scamp2  
Kcnd3  
Tead2  
Prkcq  
Slitrk2  
Lnx1  
Cdh10  
Rassf4  
Taf9b  
Fbn2  
Tmem255a  
Nacc2  
Limch1  
Ier5  
Ccnd2

Necab2  
Cav1  
Eid1  
Hepacam  
Dock10  
Spock2  
Srebf1  
Epha4  
Mex3a  
Tmem9b  
Npc1  
Lrrtm3  
Pde1c  
Wipf1  
Rev3l  
Ildr2  
Gabra3  
Ppp2r2b  
Hbegf  
Dynlt3  
Ptpro  
Hsp90b1  
Insm1  
Camk1  
Mgl  
Lbh  
Taok3  
Sv2a  
Pcdh7  
Nasp  
Sapcd2  
Gria4  
Tln2  
Kif21a  
Cd302  
Cpne8  
Kazn  
Cryab  
Ppic  
Mif4gd  
Miat  
Rps14  
Shc4  
Nim1  
Hpca  
Lamp1  
Dynll2  
ApoE

Gsg1l  
Lrrc4  
Arxes1  
Smc4  
Fermt2  
Pdlim5  
Gpt2  
Shisa4  
Trib2  
Slc44a1  
Metrn  
Vimp  
Rps24  
Chd5  
Caskin2  
Tmbim6  
Rps20  
Hmgb2  
Lrch3  
Meis1  
Aldoc  
Arvcf  
Cd200  
Evi5l  
Gpx3  
Cdk6  
Gyg  
Cks1b  
Grin3a  
Tspan13  
Syt16  
Eif1b  
Sec11c  
Rps26  
Dbnidd2  
Fgf9  
Gucy1a3  
Fchsd2  
Tcf4  
Add3  
Stmn1  
Spry2  
Gng3  
Cntn2  
Mtap  
Chd7  
Rbp4  
Gm11223

Gm17750  
Elovl7  
Otx2  
Gm9800  
Dtd1  
Clmp  
Arxes2  
Fez1  
Nenf  
Fam49b  
Mfap2  
Mageh1  
Kif5c  
Arl2bp  
Lmbrd1  
Itgb8  
Polg  
Ly6h  
2810417H13Rik  
Jam2  
Ggct  
Cxxc5  
Arhgap31  
Tub  
Hnrnpu  
1810037I17Rik  
Atpif1  
Limd1  
Rgs7bp  
Tceal3  
Lrrn3  
Scamp5  
Gjc1  
Amz1  
C1ql3  
Apba2  
Vapa  
Grid1  
Nhlh1  
Hmgn1  
Rpl22  
2700094K13Rik  
A230050P20Rik  
Mcm7  
Mmp2  
Sox9  
Dek  
Fkbp3

BC005764

Rin2

Fam213a

Rab33a

Reep5

Ebf3

Rap2a

Mt1

Nrxn1

Mab21l1

Selk

Tle1

Bcl11a

Prmt8

Rasl11a

Phldb1

Wasf1

Sox4

Crip2

Ezh2

Psap

Abtb2

Lgi3

Hap1

Tmco3

Dhcr24

Tmem191c

Dynl1

Sstr2

Rplp2

Fnta

Ugdh

Vps37b

Rab14

Ranbp1

Spag9

Malat1

Dmd

Serbp1

Ccnd1

Mllt4

H2afy

Rcor2

Abcg1

Car11

Gnb2l1

Ust

Ppt1

Fnbp1l  
Hk2  
Rps19  
Itm2c  
Hey1  
Hirip3  
Fam63b  
Snx22  
Usp24  
Eef2  
Slc17a6  
Map3k1  
Pqlc1  
Gnal  
Atcay  
Ddx5  
Dut  
Stxbp3a  
Laptm4b  
Gpm6a  
Papss1  
Taldo1  
Abcd3  
Irs2  
Tubb2a  
Fip1l1  
Abrac1  
Cald1  
Aplp2  
Srrm4  
Dpysl3  
Cxcl14  
Myl12a  
Abhd2  
Gng2  
Hjurp  
Zbtb18  
Nkd1  
Cbx5  
Abhd6  
Acap3  
Hmgcl  
Itga9  
Sept2  
Lrrtm2  
Scn2a1  
Eef1b2  
Traf4

Tceal5  
Txndc15  
Atoh1  
Celf4  
Tanc2  
Pcdhga9  
Lcorl  
Heg1  
Mki67  
Fzd2  
Arl6ip1  
Reep1  
Kcna1  
Islr2  
Reep3  
Ccng2  
Orai1  
Map1b  
Maged1  
Wdr1  
Aatk  
Rnmt  
Spred1  
Rsu1  
Thra  
Anp32b  
Npm1  
Nr3c1  
Rbms1  
Gaa  
Ctnnd2  
Lgals1  
Nipa1  
Tmbim4  
RP23-45G16.5  
Ptch2  
Hnrnpm  
Hnrnpd  
Mdk  
Ralb  
Gde1  
Atp6v0b  
Fstl1  
Mfge8  
Ndn  
Srsf3  
Rpl32  
Serinc5

Paip2  
Zfand5  
Sept8  
Zdbf2  
Top2a  
Snx25  
Lima1  
Boc  
Ypel3  
Cdkn1b  
Chd4  
Atp1b1  
Tmpos  
Emc7  
Glrh  
Smc1a  
Celsr2  
Snrpf  
Pcna  
Spc24  
Rps21  
Chrna3  
Nckap1  
Nrxn3  
Zic5  
Gse1  
Nap1l3  
Hmgb3  
Osbpl1a  
Gtl3  
H3f3a  
Reln  
Nell2  
BC034090  
Hmgn5  
Cuedc1  
Ncl  
Stat3  
Gm3764  
Trp53i11  
Tex14  
Tcf7l2  
Syt13  
Hdgf  
Sez6l  
Frmd4b  
Selt  
Rps11

Tmem63b  
Mfap4  
Ndrp2  
8430419L09Rik  
Prox1  
Dhx32  
Rrbp1  
Arpc5  
Efhd2  
Tuba1b  
Akap6  
Tmem30a  
Sox18  
Slc35b2  
Mcm6  
Lhfp12  
Dhrs7  
Klhl13  
Hdac2  
Dner  
Tpm4  
Gpr153  
Cenpf  
Cttnbp2  
Robo2  
Ppp2r2a  
Abhd4  
Rab10  
Agrn  
Btg2  
Zdhhc14  
Coro2b  
Cyb5  
Itgav  
Chst2  
Nova1  
Zic2  
Lrig3  
Rest  
Btbd17  
Gm11541  
Birc5  
Notch1  
Snrpe  
Tsn  
Sel1l  
Aplp1  
Myod1

Atxn7l3b  
Tmem59  
Wbp5  
Fubp1  
Atp1b2  
Pigyl  
Hn1  
Tgif1  
Siva1  
Dtna  
Mdga1  
Neurod6  
Sec62  
Htatsf1  
Hprt  
Ube2b  
Snx3  
Nmnat2  
Fam19a5  
Pak4  
Rabgap1l  
Acsl3  
Elavl2  
Tmem107  
Gm11266  
Baz2b  
Tpx2  
Bpgm  
Nedd4  
Ccgc134  
Gm17322  
Serpinh1  
Incenp  
Phip  
Gpc2  
Ccgc107  
Ier3  
Cdk4  
Specc1  
Cdk1  
Prex1  
Sept3  
B2m  
Mtus1  
Ccna2  
Nlgn1  
Tox3  
Hmgn2

Sar1b  
Cdc37l1  
Gm10075  
Fam69b  
Cdk14  
Rpl8  
Sema7a  
Fam53b  
Ccnd3  
Foxp1  
Apex1  
Baz1b  
Pbk  
Map1a  
Abat  
Angptl2  
Smco4  
Tspyl4  
Ctsl  
Bok  
Timp3  
Snx18  
Kif3a  
Rdh5  
Aldh9a1  
Ssrp1  
Tmem50b  
Basp1  
Mtf2  
Banf1  
Prc1  
Prnp  
Lmnb1  
Dpy19l1  
Rab11a  
Ina  
Ube2e3  
Slc25a4  
Adcyap1r1  
Rassf3  
C530008M17Rik  
Mroh2a  
Bcap29  
Ifitm2  
Fam168a  
Hells  
Smyd2  
Mrps7

Spc25  
Lta4h  
Atp5j  
Rpl35a  
Sgcb  
Tubb4a  
Atraid  
Ccdc88a  
Map4k4  
Cdca7  
Ccdc34  
Ilf2  
Hipk2  
Elf1  
Ier2  
Lmo1  
Ppp2r3a  
Tk1  
Acbd5  
Pdia6  
Carhsp1  
Dad1  
Fkbp15  
Cyp51  
Hnrnpa0  
Idh2  
Spcs2  
H1fx  
Ebpl  
Snrpg  
Cltb  
H2afz  
Sept11  
Tspan12  
Ick  
Pcmt1d1  
Cnpy1  
2310022B05Rik  
Ypel1  
Dhcr7  
Elavl3  
Myt1  
Asah1  
Sdf2l1  
Cenph  
4833439L19Rik  
Itgb1  
Magee1

Pdia3  
Rrm2  
E2f1  
Rbfox2  
Igsf21  
Camta1  
Ptms  
Cdc42se1  
Pcyt1b  
Os9  
Tmem9  
Zeb2  
Snx1  
Socs2  
Kif23  
Fndc4  
Cask  
Pbrm1  
Tmcc3  
Dusp6  
Cyld  
Tyms  
Plxnb2  
Pgm2  
Cdca8  
Elovl1  
Cdca2  
Iffo1  
Tppp3  
Unc50  
Igsf3  
Mcm3  
Jam3  
Syncrip  
Ncapg  
Cklf  
Ostm1  
Tgfb2  
Cited2  
Mpc2  
Snrpb  
Fam69a  
Ccgc18  
Dcald  
Snx27  
Smdt1  
Sacs  
Racgap1

A930011O12Rik  
Sult4a1  
Map7d2  
Rnaseh2c  
Adrbk2  
Nedd4l  
2510003E04Rik  
Psip1  
Fam171b  
Ccgc28b  
Rasa3  
Pdap1  
Tacc2  
Clcn3  
Csrp2  
Fktn  
Sv2b  
Clspn  
Dtl  
2810055G20Rik  
Ube2c  
Mab21l2  
Rad51ap1  
Tcf12  
Rps15  
Dcx  
Smarca1  
Chd3  
Cenpe  
Tmeff2  
Snhg5  
Mxd3  
Kif11  
St18  
Slc6a6  
Arhgef2  
Sc4mol  
Comt  
Atad2  
Fbxo8  
Gphn  
Pdzn3  
Otud7b  
Ccm2  
Rpl14  
Btg1  
Lss  
Setd8

Tceal6  
Tmem66  
Gli1  
D17Wsu104e  
Cers2  
Kif1a  
Tmem5  
Evi5  
Efcab14  
Twf1  
Mmp14  
BC029722  
Rpl39  
Esco2  
Cdca3  
Serinc1  
Myh10  
Tbc1d12  
Pnrc1  
Ccp110  
Pop5  
Pex2  
Slc35a5  
Psm7  
Frmd4a  
Hnrnp1  
Nusap1  
Marcks1  
Tead1  
Atp9a  
Vps28  
Agpat4  
Samd8  
Clybl  
Tbc1d16  
Rab8b  
Stk39  
Snrbp2  
Ncap  
Snca  
Uhrf1  
Cacnb4  
Rap1gds1  
Rps25  
Chchd2  
Kif15  
Nap1l1  
P4ha1

Itm2b  
Rps15a  
Chaf1a  
Ccadc47  
Jun  
Blvra  
Lig1  
Gabbr1  
Nt5dc2  
Mllt3  
Ap2a1  
Dhx9  
Itsn1  
Sdc2  
H2afx  
Tcp11l2  
Cdc20  
Rpl26  
Msi1  
Vamp3  
Usp1  
Sep15  
Hpcal1  
Tmed5  
Tmem147  
Vldlr  
Rufy3  
Arhgef9  
Dirc2  
Ssbp3  
Dock7  
Ltbp3  
Pou3f2  
Fam155a  
Epb4.1  
Rad21  
Eif4e3  
H2-D1  
Casp3  
March1  
Atp6v0e2  
Dil3  
Rbm8a  
Dnajc9  
Ppp1r18  
Tshz2  
Cdk5r1  
Astn1

Tmem246  
Rnf165  
Trp53  
Ncan  
Dctpp1  
Lactb  
Hadha  
Etfb  
Trim59  
Glud1  
Ndfip1  
Mrpl34  
Setbp1  
Sept4  
Ybx3  
Arl8a  
Mllt11  
Celsr3  
Ccadc41  
Klhdc2  
Dbt  
Ctsz  
Hmgb1  
Dusp1  
Mid1ip1  
Hsp90aa1  
2700089E24Rik  
Sptssa  
Capns1  
Fam173a  
Casc4  
Rhbdd2  
Lgalsl  
Mvk  
Jagn1  
Nuf2  
Lmf1  
Gabarapl1  
Tex30  
Ctnna1  
Man2a2  
Lap3  
Clvs1  
Zfp462  
Rap2b  
Nceh1  
Eif3f  
Hmnr

Sgol1  
Kif20b  
Prim1  
Map4k5  
Mcm5  
Smpd3  
Ttc3  
Strbp  
Ctcf  
Mad2l1  
Camsap2  
Casc5  
Ppm1l  
Podxl2  
Usp16  
Cox7a2  
Rph3a  
Slc48a1  
Abi2  
Ncapd2  
Gpsm1  
Ddost  
Nucks1  
Prpf40a  
Parp6  
Tcerg1  
Magoh  
Desi1  
Grik5  
Ifnar2  
1700001O22Rik  
Glce  
Mum1  
Src  
Kmt2e  
Ccnb2  
Stard3nl  
Ank3  
Ndc80  
Pcdha2  
G6pc3  
Slc50a1  
Sri  
Gins2  
Ankrd46  
Nop58  
Sqle  
Dtymk

Rpl34  
Kif22  
Impad1  
Fam13c  
Epb4.1l3  
Srrt  
Wls  
Tprn  
Ankrd11  
Pmf1  
Atxn7l2  
Ufl1  
Epdr1  
Gnai1  
Phf21b  
Prps1  
Atrx  
Rab6a  
Atp8a1  
Hist1h2ak  
Sh3bgrl  
Ankrd32  
Tmem106b  
Clic1  
Ly6e  
Zfp191  
Rpl18a  
Pcbp1  
Tmem101  
Nrn1  
Afap1  
Usp46  
Rpn2  
Preb  
Tmem50a  
Pknox1  
Tom1l1  
Homer2  
Zswim6  
Cenpa  
Elovl6  
Mapre2  
Flna  
Spats2l  
Ndufa8  
Rabac1  
Paqr4  
Slc15a2

Cenpk  
Tm2d2  
Cep290  
1500011K16Rik  
Ank2  
Fjx1  
Vmp1  
Rpa2  
Pura  
Fabp5  
Prkar2b  
Dkc1  
Smim15  
Napa  
Cecr2  
Ddx25  
Extl2  
Prdx4  
Larp7  
Anp32e  
Prdx5  
Pgrmc2  
Emc2  
Nup62  
Ptpra  
Cct2  
Dtd2  
Cebpg  
Tmem167  
Rfc1  
Tbca  
Eif1  
Tpp1  
Ago3  
Zfand6  
Eif3a  
Pepd  
Rnf5  
Kif13a  
Ctnnal1  
Rif1  
Lmcd1  
Ankmy2  
Aprt  
Tceal1  
0610007P14Rik  
Krccl  
Uba52

Smim13  
Aurkb  
Smc3  
Knstrn  
Uqcrb  
C130071C03Rik  
Znhit6  
Lrrn1  
Maged2  
Elovl5  
Rpl23  
Ate1  
Samd4b  
Midn  
Ivns1abp  
Gm8292  
Tia1  
Pak1  
Sox11  
Gpx7  
Leprot  
B3gnt1  
Gmnn  
Myo6  
Pfdn4  
Mboat2  
Hmgn3  
Clptm1l  
Eif3k  
1500012F01Rik  
Snap25  
Hes6  
Ccnh  
Cpe  
Pmvk  
Cd63-ps  
Nlk  
Tmem18  
Mtdh  
Rnf208  
Cdca7l  
Ramp2  
Ddx26b  
Myo5a  
Syne2  
Ptprd  
Hdhd2  
Sgce

Rab9  
Fbxo5  
Asf1a  
Nsg2  
Supt16  
Baz1a  
Secisbp2l  
Arpc1a  
Tm9sf3  
Cdc42se2  
Chgb  
Rnf13  
Magt1  
Klf7  
Sbf2  
Golm1  
Ubl3  
Atp6v0e  
Hsd17b4  
Pole3  
Rab5c  
Usp22  
Atp13a3  
Myt1l  
Rad51  
Deaf1  
PspH  
Dnajb11  
Tfdp2  
Soga3  
Tor1aip2  
Sptlc1  
Ddx3x  
1700025G04Rik  
Rgs12  
Purb  
Atp2a2  
Cldn25  
Sppl2a  
Fam184a  
Rap1a  
Rfc2  
Mis18bp1  
Ap3m1  
Dclk1  
NdrG3  
Smarca5  
Khdrbs1

Mia3  
Rnaseh2a  
Cenpj  
Arhgap11a  
Nf1  
Suv39h2  
Zcchc18  
Mpv17  
Ndufa13  
Fcho2  
Chga  
Cenpw  
Snx4  
Gbp1  
Srrm3  
Cdk2ap1  
Mns1  
Prdm8  
Hnrnpk  
Smad1  
Jund  
Sdhb  
Cpox  
Ehbp1  
Lrrc42  
Sppl2b  
Nfkbib  
Arrdc3  
Elavl4  
Ica1  
Npc2  
Fasn  
Dennd5a  
Nptn  
Rbbp4  
Mbip  
Rpl7  
Taf15  
Psmc10  
Kbtbd11  
Nfyb  
Agl  
Dbf4  
Cdca4  
Limd2  
Pcnt  
Bub1b  
Bub1

Timeless  
Mlf2  
Maml3  
Emc3  
Akap12  
Fam107b  
Tmed10  
Stmn4  
Fen1  
2310061I04Rik  
Rpl37  
Chtop  
BC004004  
Pccb  
Tmem33  
Nol4  
Atp2b1  
Zfp91  
Glo1  
Itsn2  
Ten1  
Arhgdia  
Ska2  
Banp  
Tor1b  
Golp3  
Ubtf  
Palm  
Gm26735  
Slc3a2  
Ap1s2  
Ythdc1  
Whsc1  
5830418K08Rik  
Maoa  
Cep78  
Lsm3  
Snhg1  
9330159F19Rik  
Frrs1l  
Brpf1  
Ptbp1  
Hibadh  
Polr2h  
Rora  
Arhgap20  
Smarcc1  
Blm

Nfic  
Hmgcr  
Fam57b  
Ndufa7  
Slc25a1  
Ddhd1  
Sdf4  
Ncdn  
Ckap2l  
Bnip3l  
Tipin  
Lrpap1  
1810009A15Rik  
Tbl1x  
Cadm3  
Apc  
Pbx3  
Zeb1  
Btbd9  
Gpr180  
Cers4  
Dbn1  
Psm4  
Kifap3  
Vrk1  
Cnn3  
Scp2  
Gins1  
Eif3j1  
Vkorc1  
Eny2  
Rpn1  
Cenpb  
Saysd1  
Xpo1  
Vapb  
Trib1  
Rpa3  
Bag1  
Galnt1  
Kif4  
Rac1  
Stxbp1  
Tsc22d1  
Rai1  
Hmg20b  
N6amt1  
Tram1l1

Mis18a  
Fkbp2  
Srp14  
Agfg1  
Pa2g4  
Pdgfa  
Lmnb2  
Dazap1  
Mier3  
Creb1  
Scfd1  
Cdk5rap3  
Rrm1  
Mesdc2  
Crebbp  
Ift27  
Pim3  
Tdp2  
D030056L22Rik  
Ktn1  
Ndufaf7  
Pafah1b2  
Zfp292  
Smc6  
Arl6ip6  
Snrrnp40  
Agap1  
Acap2  
Wwp1  
Cdkn1c  
Paics  
Cspp1  
Tkt  
Ift46  
Hddc2  
Grik2  
Nipbl  
Srsf7  
Set  
Dhx15  
Ptpla  
Mcm2  
Cyth2  
Gnptg  
Rbm3  
Mrpl13  
Tacc3  
Tmed9

Sh3gl2  
Txnrd1  
Uggt2  
Glg1  
Litaf  
Snx5  
5830428H23Rik  
Caprin1  
Nnat  
Gnao1  
Rps28  
Rfc4  
2410006H16Rik  
Fbxo32  
Commd6  
Ggh  
1110065P20Rik  
2810474O19Rik  
Cdv3  
Akap11  
Pak2  
Ccnl1  
Grif1  
Tardbp  
Uimc1  
Serf1  
Scamp3  
Mt2  
Acp2  
Crot  
Zc3h13  
Psme4  
Sod2  
Hsph1  
Brd3  
Ap3b2  
Psmc1  
Tmem57  
Stard4  
Pdzn4  
Hnrnp3  
Rps7  
Ing4  
Tbcb  
Dnajc21  
Cep57  
Man1c1  
1110038B12Rik

Ptp4a2  
Mllt10  
Ensa  
Tshz1  
Lpcat1  
Rfc5  
Pttg1  
Ssbp2  
Arid2  
Rab7  
Psmc6  
2700049A03Rik  
Ldb1  
Naa38  
Vps37a  
Zfp706  
Arl6ip4  
Phactr1  
Phf20l1  
Atad5  
Med19  
Ccni  
Zmiz1  
Faim  
Irs1  
Stk11  
Plcg1  
Klhl24  
Zfp827  
Anapc5  
Gtf2f2  
Psmc3ip  
Lbr  
Sgol2  
Myl12b  
Cirbp  
Git2  
Lphn1  
Xpr1  
Agpat6  
Plekha1  
Jarid2  
Dync2h1  
Sesn3  
Bcar1  
Gtf2e2  
Ywhaz  
Shmt2

Rbmx  
Tro  
Slc38a1  
Dnajc2  
Ptprs  
Rfc3  
Armc10  
Mapk8ip1  
Ube2g2  
Evl  
Blmh  
Sumo3  
Pttg1ip  
Cplx1  
Shmt1  
Ppp1r1a  
Rps4x  
Zfr  
Dnajc1  
Cdh20  
Scaf11  
Klc1  
Ccdc53  
Kdm1a  
Dnmt1  
Sc1t1  
Picalm  
Pcbp4  
Zfp422  
Nsmce4a  
Wasl  
Ctbp2  
D19Bwg1357e  
Ddx39b  
Prkar2a  
Tchp  
Herpud1  
Brd7  
Scg3  
Polr1c  
Pebp1  
Ulk1  
Gltscr2  
Cnksr2  
Nes  
Zfp36l1  
Dpy30  
Arfrp1

Fam64a  
Dock1  
Pcsk2  
Sass6  
Casp8ap2  
Klhl7  
Lyar  
Ankrd49  
Ewsr1  
Kcnk1  
Mad2l2  
Ccdc23  
Rnf220  
Rab3c  
Poc1b  
Nmral1  
2700081O15Rik  
Gm13826  
Tmco1  
Gm11478  
Fkbp4  
Zdhhc20  
Sowaha  
Ano6  
Frg1  
Snord104  
Iqgap1  
Nfu1  
Lin7c  
Pou3f3  
Klf13  
Polr2c  
Rbbp8  
Celf1  
Mpp6  
2610203C20Rik  
Tiparp  
Rpf1  
Mxi1  
Tbpl1  
Rundc3a  
Emd  
Rraga  
Ube2d1  
Sf3a3  
Cotl1  
Nkain4  
6330403K07Rik

R3hcc1  
Ndufaf2  
Oraov1  
Ncor2  
Nfkbia  
Smad4  
Phc2  
Mapk3  
Dgkz  
Pcyt1a  
Klf9  
Rpl6  
Aspm  
Suz12  
Slc12a2  
Cyb5r3  
Elp3  
Mrpl48  
1700020I14Rik  
Smchd1  
A330076H08Rik  
Zfp704  
Tagln3  
Nemf  
Pnpla8  
Srgap2  
Esf1  
Atp1b3  
Acd  
Rab6b  
Hes1  
Kdm5a  
A030009H04Rik  
Pde4dip  
Plcb4  
ApoE  
Ctsd  
C1qb  
Lyz2  
C1qc  
Sepp1  
Hexb  
Tyrobp  
Ctsb  
Ctss  
Cst3  
Fcrls  
Fcer1g

C1qa  
Aif1  
Grn  
B2m  
Lgmn  
Ctsz  
Trem2  
Laptm5  
Ly86  
Csf1r  
Cx3cr1  
Cd68  
Hsp90ab1  
Fcgr3  
Fth1  
Igf1  
Ctsa  
Rnase4  
Timp2  
Cyba  
Mpeg1  
Hexa  
Creg1  
Rgs10  
Ctsl  
AF251705  
P2ry12  
Fyb  
Emr1  
Unc93b1  
Hpgds  
Ptpn18  
Maf  
Cd53  
Lamp1  
Gpr34  
C3ar1  
Psap  
Cyth4  
Vamp8  
Sat1  
Cd52  
Pld4  
Tmsb4x  
Ctsc  
Arhgdib  
Arpc1b  
Rac2

Npc2  
Abca1  
Ctsh  
Ltc4s  
Man2b1  
Sirpa  
Stab1  
Pycard  
Apbb1ip  
Itgb5  
Cd84  
Lpcat2  
Ccl3  
Evi2a  
Ms4a7  
Ms4a6c  
Apoc1  
H2-K1  
Ncf1  
Irf8  
Bst2  
Serinc3  
Itm2b  
Anxa3  
Lair1  
Fam105a  
Pf4  
Cd300a  
Abhd12  
Mertk  
4632428N05Rik  
Mt1  
Spi1  
Abcg1  
Rgs2  
Npl  
Tnfaip8l2  
Fcgr1  
Lcp1  
Cd86  
Mrc1  
Bin2  
Sh3bgrl3  
Cotl1  
Selplg  
Syng1  
Nfib  
Cd37

Psmb8  
Fgd2  
Ptpn6  
Anxa5  
Plek  
Cryba4  
Tuba1a  
Gpx3  
Spp1  
Gns  
Clec7a  
Ptgs1  
Ms4a6d  
Plin2  
Ccl4  
Hmha1  
Tbxas1  
Il6ra  
Inpp5d  
Ms4a6b  
P2ry13  
Rasgrp3  
Scamp2  
Zfp36  
Ccr5  
Wfdc17  
Ccl12  
Pld3  
Cst7  
Gusb  
Fermt3  
Tmem86a  
H2-D1  
Sparc  
Plxdc2  
Lgals9  
Cybb  
Cstb  
Slc11a1  
Rgs1  
Arl4c  
Nckap1l  
Trf  
Myliip  
Myo1f  
Hpgd  
Olfml3  
Snx5

Syk  
Abcc3  
Tpp1  
Slc7a7  
Cd83  
Tlr7  
Clta  
Serpine2  
Siglech  
Rab3il1  
Lpl  
Ucp2  
Dcxr  
Ehd4  
Bcl2a1b  
Ccl6  
Ctse  
Lgals3  
Entpd1  
Nrp1  
Mef2c  
Mafb  
Blnk  
Il10ra  
Tcn2  
Lyn  
Adap2  
Sfrp1  
Tcf4  
Tmem37  
H2-DMa  
Srgn  
Ighm  
Uap1l1  
Gngt2  
Havcr2  
Arhgap30  
Klhl6  
Lrp1  
Slc6a6  
Il10rb  
Gpx1  
Lyl1  
Slco2b1  
Hcls1  
Lipa  
Emp3  
Slc15a3

Ptprc  
Lgals3bp  
Itgb2  
Dhrs3  
F11r  
Renbp  
Lamp2  
Hnrnpa2b1  
Slc40a1  
Cd180  
Tmem176a  
Tlr13  
Ifi30  
Dnase2a  
Folr2  
Actb  
Ccl2  
Cd36  
Rhog  
Fcgr2b  
Vav1  
Ctla2b  
Lst1  
Arse  
Lcp2  
Sgk1  
Apobec1  
Ifi27  
Zic1  
Prkcd  
Gna15  
Ncf2  
Cxcl16  
Arhgap25  
Ostf1  
Dock2  
Axl  
Rps6ka1  
Sla  
Tcirg1  
Camk1  
Gmfg  
Nrros  
Lgals1  
Gpr183  
Msr1  
Itga6  
Fli1

Pla2g15  
CRE\_RECOMBINASE  
Cfh  
Arpc2  
Ang  
Susd3  
Igsf6  
KCTD12  
Cd14  
Ptplad2  
P2ry6  
Pfn1  
Gcnt1  
Rrbp1  
Rin2  
Tpd52  
Pon3  
Dock8  
Tmem106a  
Pmepa1  
Fuca2  
H2-DMb1  
Ecscr  
Lilrb4  
Efhd2  
Abi3  
Slc37a2  
Hk3  
Tlr2  
Runx1  
Tifab  
Klf2  
Rab32  
Atf3  
Tnfrsf1b  
Ikzf1  
Kcnk6  
Slc7a8  
Slc9a9  
Tubb5  
Erp29  
Pbxip1  
Csf2rb  
Parvg  
Tmem176b  
Tspo  
Fes  
Soat1

Tnfrsf11a  
A630001G21Rik  
Skap2  
Gpr65  
Ntpcr  
Asah1  
Csf3r  
Pmp22  
Plcg2  
Anp32a  
Scarb2  
Hhex  
Rasal3  
Stxbp2  
Neat1  
Epb4.1l2  
Ebi3  
Igfbpl1  
Pnpla7  
Ddah2  
Tgfbr2  
Crmp1  
Rtn1  
Ppfia4  
Ttc3  
Cd24a  
Hck  
Alox5ap  
Fblim1  
Lmo2  
Fxyd5  
Ncl  
Ccl9  
Nfix  
Npc1  
Gas6  
Tnf  
Plin3  
AB124611  
Ccl7  
Glul  
Cd4  
Marcksl1  
Hvcn1  
Gpr157  
Daglb  
Icam1  
Syng2

Shisa5  
Fam49b  
Ifngr1  
Glpr1  
Pik3cg  
Tgfbr1  
Nfia  
Nnat  
Cd48  
Atp13a2  
Trim30a  
Nedd4  
Ncf4  
Npnt  
Psmb9  
Slc43a2  
Cd33  
0610031J06Rik  
Tmem140  
Arhgap9  
Aldh2  
Nfam1  
Slfn2  
H3f3b  
Slamf9  
Gba  
Slc29a3  
P2rx4  
Ccnd2  
Litaf  
Ptafr  
Clec5a  
Tapbp  
Tnfaip3  
Tmem119  
Hnrnpu  
Coro1a  
Hebp1  
Itgal  
Man1a  
C5ar1  
Gpr137b  
Hpse  
Sipa1  
Ifngr2  
Stard8  
Fam26f  
Gap43

Stmn3  
Psip1  
Chst1  
Csf2ra  
Sdcbp  
Atox1  
Nagpa  
Anxa2  
Fam212a  
H2afv  
Tnfrsf13b  
Adipor1  
Gatm  
Cmtm6  
S100a1  
Fkbp3  
Rassf5  
Tmsb10  
Rnh1  
Cyfip1  
Eva1a  
Rbm47  
Gaa  
Itgam  
Hnrnpab  
Fcgrt  
Msn  
Ralb  
E130114P18Rik  
Cbx5  
Wwp2  
Junb  
Ifnar2  
Bex2  
Luc7l3  
Capzb  
Adssl1  
Tm6sf1  
Lhfp12  
Colec12  
Slc25a45  
Smagp  
Cd38  
Cpe  
Gdi2  
Pros1  
Paqr7  
Sdc4

Gpnmb  
Pla2g7  
Gm26532  
Cd302  
Gm2a  
Lhx1  
Nceh1  
Acss1  
Cela1  
Fbxw4  
Snx20  
Msrb1  
Cog7  
Nrp2  
Cebpa  
Necap2  
Barhl1  
Plod1  
Serbp1  
6330416G13Rik  
Ccrl2  
Stmn2  
Stat6  
Slc38a6  
Hnrnpdl  
Soga3  
Fam46c  
Il4ra  
Matr3  
Akr1a1  
Cndp2  
Htatip2  
S1pr1  
Rtn4rl1  
Blvrb  
Gria2  
Map1b  
Pax6  
Xlr  
Adam15  
Cryl1  
Banf1  
Tnfrsf1a  
Adcy7  
Edem1  
Bmp2k  
Cnn3  
Pon2

Tubb3  
Rcsd1  
Miat  
Arap1  
Mex3a  
Smim1  
Tmem50a  
Ier3  
Grap  
Draxin  
Naglu  
Ngfrap1  
Plbd2  
Cd9  
Klf6  
Vcam1  
Cbx1  
Sfrs18  
Elavl3  
Vwa5a  
Dpp7  
Cald1  
C2  
Ftl1  
P2rx7  
S100a13  
Slc46a3  
Gabarap  
Tubb2b  
Nsg2  
Nrep  
Akap13  
Myh9  
Tspan4  
Hnrnph1  
Kcnk13  
Map2  
Ptbp3  
Rapsn  
Irf5  
Calm2  
Cpd  
Nhlh2  
Scg3  
1700017B05Rik  
Ppp2r2c  
P4ha1  
H1f0

Sft2d2  
Capza2  
Al413582  
Chd4  
Atrx  
Acin1  
Nfkbid  
Fam46a  
Hist1h1c  
Ank3  
0610040J01Rik  
Cebpb  
Lpcat3  
Tmem141  
Ilf2  
Elovl1  
Ezh2  
Ppt1  
H2-T23  
Pik3cd  
Speg  
Rnf130  
Pcm1  
Atxn7l3b  
Cap1  
Man2b2  
Abca9  
Smc3  
Hfe  
Srsf3  
Sfpq  
Rps5  
Tor3a  
BC028528  
Gpsm3  
Gm13476  
Fxyd6  
Gm17750  
Prdx2  
Clic1  
Tfpi  
Syt11  
Ly6e  
Rnd3  
Chd7  
Ramp1  
Crip1  
D430041D05Rik

Gpm6a  
Picalm  
Cltc  
Gmpr  
Ninj1  
Trim47  
Dpysl4  
Sept3  
Tia1  
Rab11fip5  
Wdr1  
Ndufa4  
Slc29a1  
Ubtd1  
Pnn  
Neurod1  
Ckb  
Twf2  
Gpm6b  
Mfsd1  
Casp8  
Golm1  
Dse  
Dtx4  
Zic4  
Dcx  
Hdac2  
Serpinb6a  
Smc1a  
Tmed3  
Nasp  
Tec  
Itpril2  
Hsp90aa1  
Ranbp1  
Scoc  
Prune2  
Gm6977  
Pnp  
Tnfrsf21  
Pfkfb3  
Snrnp70  
Pde1c  
Ncam1  
Arpc5  
Itm2c  
Rbfox3  
Il18

Limd2  
Hmgn1  
Cplx2  
Hnrnmpm  
Cpt1a  
Cnbp  
Mfsd12  
Celf4  
Apba2  
Comt  
Hnrnpd  
Usp2  
1500016L03Rik  
Cln3  
Pcdhga9  
Pdk1  
Abhd6  
Slc46a1  
Parp9  
Scg5  
Slc16a6  
Ina  
Dynlt3  
Commd9  
Anp32e  
Tanc2  
Adam17  
Vps37b  
Uncx  
Dek  
Srrm2  
Fubp1  
Mycn  
Gnao1  
Rnf128  
1110001A16Rik  
Edem2  
Kif5c  
Plekha2  
Isyna1  
Mt2  
Atp6v0b  
Map3k8  
Galns  
Tns3  
Sall1  
Nop58  
Bhlhe41

Ssb  
Leprot  
Nfkb1a  
Smpd13a  
Tagln3  
Manba  
Arpc4  
Sulf2  
Cdkn1b  
Gas5  
Tmem135  
Prdx5  
Plekho1  
Capg  
As3mt  
Mef2a  
Nfe2l2  
Pepd  
Hnrnpr  
Pkib  
Nap1l1  
Anxa4  
Orai1  
Cd81  
Top2b  
Ptma  
Sec14l1  
Blvra  
M6pr  
Rnf13  
Csf1  
Rasa4  
Ddx5  
Aga  
Gm10075  
Hist1h2bc  
Fuca1  
Ptn  
Hnrnpc  
Nacc2  
Pla2g16  
Sgpl1  
Dnajb14  
Elk3  
Cib1  
Celf2  
Rassf2  
Skp1a

Gm9800  
Mpp1  
Bclaf1  
Htatsf1  
Amdhd2  
Arhgap17  
Rufy3  
Hdgfrp3  
Gyg  
Krccl1  
Thoc7  
Rps26  
Ubc  
Atp6ap2  
Rap2a  
Gla  
Fez1  
Khk  
Bin1  
Cacna2d1  
Snrpd1  
Cdk4  
Slc25a4  
Pdap1  
Supt16  
Acox3  
Stmn4  
Fnbpl1  
Fam134b  
Kif1b  
Tox3  
Atp6v1c1  
Nfkbiz  
Gmip  
Ragc  
Insm1  
Ppp1r18  
Glb1  
Mgat4a  
Dynll1  
H2afj  
Arhgdia  
Brd3  
Elavl4  
Mdk  
Gsdmd  
Zfhx3  
Smc4

Akap9  
Srsf11  
Pip4k2a  
Camta1  
Tsc22d1  
Tmem9b  
Basp1  
Mvp  
Rnpep  
Sash1  
Cacng2  
Dtnbp1  
Snx3  
Ezr  
Hn1  
Nhlrc3  
Il18bp  
Ssrp1  
Tpi1  
H2afy2  
Kmt2e  
Prcp  
Uchl1  
Sox4  
Wasf2  
Sdf2l1  
Cltb  
Mllt4  
Irf9  
Capns1  
Trim2  
Nucks1  
Rap1b  
Zeb1  
Hdgf  
Pde3b  
Ktn1  
Tep1  
Ptov1  
Fus  
Smc2  
Tpst2  
Cd164  
Hnrnph3  
Galc  
Eif4g2  
Cyb5r1  
Tram1

Rad21  
Nrxn1  
Bri3  
Gnai2  
Dusp3  
Ddx26b  
Dram2  
Hsd11b2  
Myh10  
Kif21a  
Magt1  
Dclk1  
6330403K07Rik  
Rpl4  
Fnip2  
Pcbp2  
Ptpr  
Cfdp1  
Atpif1  
Fam115a  
Rdx  
Gsn  
Crlf2  
Clip3  
Sh3glb1  
Rrp1  
Ttyh2  
Elf1  
Pdlim4  
Tor1aip1  
Pfn2  
Ptgr2  
Anp32b  
Hmgb3  
Snhg5  
Pcbp4  
Vps18  
Dpysl3  
Hnrnpa0  
Top1  
Hmgn5  
Meis1  
Tshz2  
C1ql1  
Whsc1  
Slc36a1  
Abcd2  
Cox7a2

Ccnd1  
Ppp1r14c  
Eif2ak2  
Strbp  
Snrpf  
Metap2  
mt-Cytb  
Mfsd11  
Tmem179b  
Aldoa  
Ncald  
Rab31  
Arrdc1  
Bzw2  
Nap1l4  
Tmbim6  
Rbfox2  
Gng3  
Lamtor1  
Slc12a2  
Nhlh1  
Nsg1  
Tacc1  
Lactb  
Podxl2  
Tmem219  
Ahi1  
Apc  
Fam210b  
Arid4b  
H2afy  
Cdk5rap2  
Serp1  
Gm5617  
Rundc3a  
Pald1  
Gm2694  
Map4k4  
Safb  
Tmem173  
Tsn  
Hpca  
Tecr  
Ptprs  
Tcerg1  
Smap2  
Ppib  
Mab21l1

Luc7l  
Wipf1  
Tbata  
Cdk5r1  
Cyp4f13  
Thra  
Bcas1  
Ccdc88a  
Mcf2  
Ctcf  
Dixdc1  
Flcn  
Itpr1  
Ncor1  
Nagk  
Gng12  
Acp2  
1110007C09Rik  
Cfl2  
Sppl2a  
St3gal6  
Arrb2  
Srebf1  
Fam171b  
Txnrd1  
Atp6v0e2  
Tmed5  
Snrpe  
Prpf4b  
Pasma7  
Hey1  
Degs1  
Lrp10  
Chgb  
Nop56  
Hmgb2  
Bex1  
Cntn2  
Adcy3  
Atp6v1f  
Scpep1  
Elavl2  
Hmgn3  
Slc1a2  
Wwp1  
Pou2f2  
Zfp710  
Atp6ap1

Dnaja1  
Tuba1c  
2700094K13Rik  
Cd63  
Grina  
Al854517  
Sord  
Fgf9  
Srrm4  
Sf3b2  
Akap6  
Snx18  
Mki67  
Psmb10  
Tmem66  
Rcn1  
1110004F10Rik  
Itfg3  
Zc3h13  
Smarca4  
Tmpe  
Mapk14  
Lmnb1  
Arhgap19  
Akr1b10  
Map3k1  
Apex1  
Tln1  
Prmt8  
Bcl11a  
Clmp  
Dynlrb1  
Klhdc2  
Rnmt  
P4hb  
Adam9  
Srrt  
Btbd17  
Set  
Tsc22d4  
Elovl6  
Ywhae  
Scarb1  
Fut9  
Kif3a  
Pde1b  
Cbfa2t3  
Fkbp4

Rab8b  
Sacs  
Maged1  
Pcbp1  
Cirbp  
Bcl7a  
Prim1  
Hirip3  
Cnot6  
Dap  
Khdrbs1  
Npdc1  
Dner  
Actr3  
Hjurp  
Mllt3  
Mast3  
Cct6a  
Gstm5  
Slc45a4  
Snx2  
Kdm1a  
Tpm3  
1700025G04Rik  
Ap3b2  
Rplp1  
Mapk8ip2  
Nkd1  
Rsrc2  
Dbnl  
Pigk  
Sf3b1  
Mcm7  
March1  
Ptprd  
Wls  
Hnrnpk  
Dusp6  
Mcur1  
Dgkz  
Neu1  
Tle1  
Hp1bp3  
Ptpn1  
Nek6  
Aldh9a1  
Gng5  
Rps3a1

Aim2  
Stx7  
Pbrm1  
Slc35c2  
Rap2b  
Pou3f2  
Usp22  
Apbb1  
Paip2  
Syncrip  
Kif2a  
Mid1ip1  
Heg1  
Ostm1  
Myo9b  
Sypl  
Ccar1  
Slc35f6  
Ddx46  
Cln5  
Dock10  
Sdf4  
Cflar  
Col27a1  
Npm1  
Otx2  
Atp6v1g1  
Dkc1  
Purb  
St8sia3  
Rbm39  
Gm8292  
Chd6  
Srrm3  
Tead2  
BC005764  
B4galt1  
Rogdi  
Eny2  
Ldhb  
Pdgra  
Ubtf  
Pak3  
Plod3  
2310022B05Rik  
Ehbp1l1  
Ube2e3  
Tex14

Ank  
Zc3hav1  
Rps19  
Eif1ax  
Nol7  
Cdh20  
Rab6b  
Sept4  
Ubb  
Rhob  
Fbxo6  
Prr13  
Ythdc1  
Dnm2  
Ltbr  
Cenpv  
Actr2  
Prrc2c  
Cxxc5  
Rsf1  
Tspan6  
Tmem178  
Atoh1  
Txnip  
Csnk1a1  
Gna12  
RbmX  
Kcnk1  
Srrm1  
Cln8  
Rhoc  
Klc1  
Naga  
Satb1  
Thoc2  
Pdcd4  
Sptbn1  
Pgd  
Dnajc9  
Mapt  
Dut  
Prdx1  
Snrnp40  
Tcp1  
Sept7  
Chrna3  
Rbp4  
Coa5

Plcb4  
Elovl4  
Derl1  
Clstn1  
Ppp3cb  
Sult4a1  
Rbm25  
Trp53i11  
Sh3gl2  
Coro2b  
Sirt2  
Tgfb2  
Aplp1  
Ilf3  
Colgalt1  
St18  
Pkn1  
Homer2  
Fam57b  
Ubl3  
Gltp  
Crip2  
C130071C03Rik  
Brk1  
Sept11  
Sema6a  
Reep5  
Nfkb1  
Sstr2  
Vasp  
Atp5b  
Ppcdc  
Tmed10  
Nucb1  
Islr2  
Pa2g4  
Peg3  
Ttc9b  
Ube2b  
Zcchc18  
Itgav  
Ophn1  
Stmn1  
Tmod2  
Nell2  
Arl3  
Zbtb18  
Ssh2

Zfp326  
Ppic  
Wbp5  
Rtf1  
RP23-45G16.5  
Baz1b  
Rcor2  
Taok3  
Acat1  
Kifap3  
Cyc1  
Klf9  
Tro  
Prc1  
Dhx36  
App  
Rab5c  
Cetn3  
Pdzn3  
Gm11266  
Rbbp6  
Rplp0  
Rnf144a  
H1fx  
Arpc3  
Cct2  
H2afx  
Cr1l  
Dusp1  
Adrbk1  
Ubash3b  
Myef2  
Fam168a  
Gsk3b  
Dhrs1  
Slc23a2  
Prkcb  
Vezf1  
Cdkn1a  
Lpp  
Pacsin2  
Mllt11  
Fnip1  
Igsf3  
St6galnac4  
Myt1  
Rgl2  
Rab7

Fermt2  
Ebf3  
Gm3764  
Zfp462  
Ccp110  
Igfbp4  
Cdc5l  
Spc25  
Aprt  
Med19  
Ddx42  
Sec11c  
Efs  
Top2a  
Amz1  
Epc1  
Eid1  
Rhoa  
Smc6  
Slc17a6  
Nudt14  
Srpk2  
Stat3  
Nrn1  
Sox9  
Tmeff1  
Fbxo32  
Bach1  
Rbm8a  
Arglu1  
Snrpn  
Fez2  
Nr2f1  
Ptprg  
Setbp1  
Cenpe  
Ssr4  
Bnip2  
Tspyl4  
2810417H13Rik  
Sema7a  
Snap25  
Polr2h  
Tnik  
Fmnl3  
Camk1d  
Ldha  
Fmr1

9330159F19Rik

Dtx1

Mtss1

Marc2

Mfap4

Extl3

Smpd3

Rbm5

Bnip3

Fstl1

Tcf25

Rnd2

Gpr153

Slc12a9

1110001J03Rik

Myo5a

Snrpb

Sltm

Tppp3

Cmtm3

Cttnbp2nl

Coro1b

Armcx4

Zfp704

Sft2d1

Pcbd2

Tardbp

Fut8

Chtop

Fkbp15

Tbc1d12

Smox

Mphosph8

Hmgn2

Calm3

Snx6

Usp1

Bicd1

Ccser2

Ten1

Kmt2a

Pltp

Bok

Zfp422

Siva1

Gde1

Cadm3

Atp5o

Rab2a  
Hist3h2ba  
Fam133b  
Nemf  
Tpm4  
Fam212b  
Carhsp1  
Mknk1  
Rcn2  
Slc25a23  
Rbfa  
Sowaha  
Sub1  
Rsl1d1  
Eprs  
Thrap3  
Pold2  
Zwint  
Cdh2  
Gpbp1  
Ddx17  
Rnf187  
Ctnn  
Ank2  
Cks1b  
Zfp637  
Bcap31  
Rnf20  
Ndufa12  
Akin1  
Os9  
Cdc42  
Cnot7  
Gsg1l  
Mfng  
Snx8  
Stox2  
Gabrb3  
Cenpf  
Cdk2ap1  
Gprasp1  
A630007B06Rik  
Syne2  
Csnk1e  
Itsn2  
Sars  
Snrpd3  
Man1c1

How the deposited data were processed for this re-analysis (not part of the article)

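The data were UMI counts from Drop-seq of 15 mice in 3 groups of 5: WT cerebella at day 7 after birth, and medulloblastomas of M-Smo mice at day 15 after 3 doses of vehicle or of 75 mg per kg vismodegib. To make the counts, the authors captured WT cells on a PDMS device and tumor cells on a glass device, and processed the reads with Drop-seq Tools and STAR. Tumor reads were first aligned to the human and mouse genomes together, to keep barcodes of mouse cells against a spike-in of human cells, and then to the mouse genome with the Cre and SmoM2/EYFP sequences added. WT reads were aligned to the same transgenic reference without a spike-in step. The deposited values are raw counts per gene and barcode, not normalized, from before the paper's quality criteria. The version of the authors' gene annotation is not given in the sources used here. Positions and overlaps of genes were taken from GENCODE M21 on GRCm38, in which Selm is not listed under that name.

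Barcodes were kept with at least 500 UMIs and 500 genes, and at most 5 SD above the median of the animal for UMIs, genes and the mitochondrial share. The paper gives the upper limit as 4 to 5 SD. Medians of 1142 to 2597 UMIs per cell were left in the tumors and of 1082.5 to 1625.5 in the WT cerebella. At this depth a cell without a UMI of a gene is not shown to lack its transcript. Shares of cells with a UMI were therefore also computed with each cell thinned to 500 UMIs.

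Tumor and WT cells were clustered separately with code written for this work in Python 3.11 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0 and igraph 0.11.9, after the paper's rules for Seurat, which was not at hand. Variable genes had a mean between 0.125 and 3 and a dispersion z-score above 0.5 within 20 bins, and genes had to be present in 30 cells. Principal components with a z-score above 2 were kept, and scaled values were limited to 10. A shared neighbor graph with 30 neighbors was clustered by the Louvain method at a resolution of 0.8. Since a single start was unstable, the best of 10 starts by modularity was taken. The 49 genes set in advance as those to report took no part in the clustering or the naming, which departs from the paper. Genes reported beyond these, such as those named later by the rule, were not held out.

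Clusters were named from marker lists for 14 classes. The paper's nodes were rebuilt as 4 stages of the CGNP lineage, so each node-like class is a reconstruction. Candidates for a cluster were the classes with at least 3 detected markers and with no other class ahead of them in markers among the 10 leading genes. The candidate with the highest mean log2 fold of its markers over the other cells was taken, with a pseudocount of 10 CPM. The condition on the leading genes was moved into the choice of candidates after the names had been seen, and the rule as first written is among the other settings. The marker lists, the groups, the comparisons, the main tests, the rule for named genes and the other settings not described as later choices were fixed before the data were examined. The kernel and the principal components of the imputation, the choice of the independent component, the 2 groups of the Ward clustering, the minimum of 5 cells for a summed profile and the use of the first principal component as WT position were set with the data at hand.

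The animal is the replicate in every test between treatments, groups or classes. Only the exact chances and intervals stated for counts of cells rest on cells. Shares and ratios of 5 animals against 5 were compared by a 2-sided exact permutation test of the difference of means. Shares of the 10 classes were adjusted by Benjamini-Hochberg. Rates of 2 classes in the same tumors were compared by an exact permutation of signs. Counts summed per animal and class were tested in R 4.3.3 with edgeR 4.0.16, by TMM normalization, filterByExpr and the quasi-likelihood test, with genes called at an adjusted p under 0.05. For vehicle-treated tumors against WT the sums were first thinned to 1 common total for all classes and animals, and for Sox2+ cells the tumor was a block. DESeq2 1.42.0 was the other tool. Vehicle-treated tumors and WT cerebella differ in age, genotype and device, and no test can part these. Single genes are named if the paper names them in its single-cell results. For vismodegib against vehicle in CGNP-like and in Node A-like cells, the 5 genes that rose and 5 that fell most are named as well, among called genes with a mean log2 CPM of at least 5 and groups that do not overlap. Values of genes in the paper's Supplementary Datasets had been seen when this rule was written. Where a gene tested by edgeR is called higher or lower in a number of tumors, each tumor of 1 group was set against the mean of the other group. Genes that share strand and position with another gene are given as uncertain.

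Correlations with Gli1 were taken within each tumor across CGNP-like cells imputed by diffusion, with 12 neighbors, 3 steps, 20 principal components and a kernel set by neighbor 4. Tumor cells were placed on the WT cells by their 5 nearest neighbors, as in the methods of the paper. Independent components came from FastICA in scikit-learn. As first set up it did not converge, and 1 of 12 later fits was taken.

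The other settings were an upper limit of 4 SD, a minimum of 1000 UMIs, removal of Scrublet's doublet calls (scanpy 1.11.5), resolutions of 0.4 and 1.2, 20 components, the reported genes kept in, genes that differ within a node left out, classes from the nearest WT cells, thinning, and a log-normalized value above 1 in place of a UMI. For genes they were DESeq2, no filter, all animals in 1 fit and the replicate block. For correlations and positions they were 30 neighbors, no imputation, imputation within each tumor, no Node D-like cells and 3 nearest WT cells. Shares of nodes were also taken over CGNP-like cells only, the WT comparison with all UMIs, Sox2+ cells without the tumor as a block, and the Olig1 split by subclusters found without Olig1. Each animal was also left out in turn. Settings added later are named in the closing part.

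The steps were tested on simulated data. Of 4000 cells drawn from the tumor classes, 99.5% were given their class, and of as many WT cells 87.2%, with 79.1% and 68.5% for the WT Node A-like and Node B-like stages. Each simulated cell was drawn from the mean profile of its class, without variation inside a class or states between classes. These shares therefore do not measure how well the real cells were classed. With 200 changed genes, edgeR recovered 95 with 10 false calls (9.52% of its calls) in CGNP-like cells and 104 with 4 in Node A-like cells, and DESeq2 115 with 25 (17.9%) and 112 with 15. Of changes of 0.5 on the log2 scale, edgeR found 6.67% in CGNP-like cells, so small changes are mostly missed. The exact test gave a p under 0.05 in 6.50% of draws without a difference. Figures were drawn with matplotlib 3.10.9.

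Doublet clusters, which the paper removed without naming, were not removed. Immunofluorescence, flow cytometry, survival and the published datasets of other groups are not in these counts and were left out. Results for some genes are not reported here.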

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

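The tests of depth for vehicle replicates 4 and 1, and of counting error and depth for the oligodendrocyte-like cells of vismodegib replicate 3 and the Gfap+ cells of vehicle replicate 3, were chosen after the result was seen. In 62 groups of 5 animals, the gap between the outermost animal and the next was compared with the range of the group. In 7 groups 1 animal stood apart. Chance flags about 1 in 20 groups, which would be 3.10 here, so some of the cases below are expected without any cause. The groups are not independent, since 2 of the 7 are the same value of vehicle replicate 4. The design gives no condition that differs within a group of 5, and no biological explanation was tested for a single animal.

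Vismodegib replicate 5 had the highest share of astrocyte-like cells, 7.74%, against 2.24 to 3.56% in the other vismodegib-treated tumors. Fewer tumor cells in the dissected tissue would raise all other classes by a like factor. The astrocyte-like share was 2.73 times the mean of the other 4 tumors, and the factor of the other classes had a median of 1.47: 1.59 for oligodendrocyte-like, 1.35 for microglia-like, 1.18 for vascular and 1.72 for neuron-like cells. Of these 4 classes, 2 lay above and 0 below the range of the other tumors. A lower yield of tumor cells and a change of the astrocyte-like cells cannot be told apart in 1 tumor.

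Vehicle replicate 1 had the highest log2 ratio of Node B-like to Node A-like cells, 2.15. Its cells held the fewest UMIs of the vehicle-treated tumors, with a median of 1142. With each cell thinned to 500 UMIs and clustered again, the ratio was 1.46, against 0.76 to 1.09 in the other 4. The gap, as a share of the range, went from 0.859 to 0.530, so the lower depth of this tumor stays open as the source of its distance.

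Vehicle replicate 4 had the lowest share of Hes1+ cells among the vehicle-treated tumors, 10.7%, which enters the comparisons with vismodegib and with WT alike. A low depth would lower this share, but the cells of this tumor had the highest median of the group, 2597 UMIs. That argues against depth. With 500 UMIs drawn from each cell the share was 3.57%, still the lowest of the 5, and the gap was 0.470 of the range. What lowers it was not found. Without this tumor the difference between treatments was -12.6 percentage points, the largest among the tumors left out, and that to WT was 11.3.

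In vismodegib replicate 5, 2 of 179 vascular and microglia-like cells held a Yfp UMI (1.12%), against 0 of 375 in the other 4 vismodegib-treated tumors, which allows up to 0.800%. The exact 95% interval of this tumor runs from 0.136 to 3.98% and includes that limit. Counting error of few cells stays open.

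In vismodegib replicate 3, 4 of 8 oligodendrocyte-like cells held Yfp (50%), against 9 of 147 (6.12%) in the other 4. The exact 95% interval starts at 15.7%, which argues against counting error around the common rate. The cells held a median of 4962 UMIs, against 1607.5 to 3742 in the other tumors. At that depth, the Yfp UMIs per UMI of the other 4 tumors would give 9.14% (exact chance of as many cells 0.00271), which argues against depth as the whole source. With each cell thinned to 500 UMIs, 0 of 8 cells held Yfp here and 0 of 147 in the other 4. This tumor was picked because it stood apart, which makes chance look less probable than it is in both tests. Without it, the excess of Yfp in glia-like cells over 10 tumors was 5.56 percentage points, the lowest among the tumors left out.

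In vehicle replicate 3, 13 of 72 Gfap+ cells held Yfp (18.1%), against 32 of 486 (6.58%) in the other 4. The exact 95% interval starts at 9.98%, which argues against counting error, again in a tumor picked for its distance. The cells held a median of 2922 UMIs, against 1439.5 to 3483 in the other tumors. At that depth, the Yfp UMIs per UMI of the other 4 tumors would give 7.93% (exact chance of as many cells 0.00372), which argues against depth as the whole source. With each cell thinned to 500 UMIs, 2 of 72 cells held Yfp here and 4 of 486 in the other 4. In this tumor 94.4% of the Gfap+ cells were CGNP-like, against 73.4 to 93.4%, and 4.31% of its CGNP-like cells held Gfap, against 1.49 to 2.94%. Without this tumor, 2.94% of the Yfp+ cells held Gfap.

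Hes1 changed differently in 2 classes under vismodegib. The log2 change of its CPM was -4.11 in CGNP-like cells and -0.34 in astrocyte-like cells (n = 5 tumors each; exact permutation p = 0.397). The difference of the changes, tested by permuting the treatment, was 3.77 (2-sided exact permutation test, p = 0.00794), and the astrocyte-like value minus the CGNP-like value was higher in 5 of 5 vismodegib-treated tumors than in any vehicle-treated tumor. If the Hes1 of astrocyte-like cells were free RNA from CGNP-like cells, it would have fallen with theirs, and it was at 244 ± 123 CPM with vehicle and 195 ± 83.8 with vismodegib (SD, n = 5 each). The log2 change was -2.63 in oligodendrocyte-like cells, with 56.0 ± 43.3 CPM under vehicle and 2.06 ± 4.61 under vismodegib, from 52 and 2 UMIs. It was -1.66 in microglia-like cells, with 19.8 ± 18.8 and 4.24 ± 6.57 CPM from 13 and 8 UMIs (SD, n = 5 each). So few UMIs leave the size of both changes uncertain, and for these classes free RNA was not excluded. That Hes1 depends on SMO in CGNP-like but not in astrocyte-like cells is 1 hypothesis. A change in the kind of astrocyte-like cells captured stays open and was not tested.

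The tables also hold counts of the transgene for Cre. A Cre UMI was found in 75.8 ± 7.02% of the CGNP-like cells of vehicle-treated and 59.7 ± 8.36% of those of vismodegib-treated tumors (SD, n = 5 each), against 0.216 ± 0.115% of WT cells (16 of 7216), which differ from the tumors in age and device as well. Vascular and microglia-like cells held it in 23.2% and 14.7%. Free RNA or misaligned reads alone would be as frequent in these cells. After thinning, the share in CGNP-like cells was higher by 32.9 percentage points (SD 8.60, n = 10 tumors, 10 of 10; exact permutation of signs, p = 0.00195, the smallest 10 tumors can give). That argues against them as the whole source in CGNP-like cells. In the vascular and microglia-like cells free RNA stays open, since after thinning Barhl1 (3.09%) and Rbfox3 (5.85%, uncertain for its overlap with Gm11749 and Gm25040), markers of the lineage, are found there too. The Math1-Cre construct of the M-Smo mice is the biological explanation the design offers.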

How the results depend on the processing

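Chosen after the values were seen were the settings with the 2.5% highest Scrublet scores removed, the naming rule as first written, Node D-like and neuron-like cells together, the other FastICA fits, the 2 sets of tumors and the other denominators for Yfp with Gfap or Sox10 and for Sox2+ cells. Scrublet's own calls, which were set earlier, marked too few barcodes to act as a doublet filter. The 38 main results were computed 884 more times under other settings or with 1 animal left out. Direction and call, or for counts of genes a factor of at most 1.5 and for other values without a test a shift within the spread or interval, held in 783 of these. A call was lost in 24, of which 11 are with the replicate block, under which 5 pairs could give no call, and gained in 16, the sign turned in 17 and the value moved in 44. For 35 single genes, 817 of 832 held, 10 lost and 5 gained the call, and none turned. Which step of a setting moved a value was not tested, unless stated.

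Differences between the treatments are vismodegib minus vehicle, in percentage points for shares. With a minimum of 1000 UMIs, the difference was -7.06 for Node A-like cells (call lost), 1.48 for Node C-like cells (sign turned), -14.5 for Node B-like cells among Yfp+ cells (call gained) and 0.332 for Myod1+ cells (sign turned). The log2 ratio of Node B-like to Node A-like cells changed by -0.70 (call gained). The genes that differ from WT numbered 28 in CGNP-like, 12 in oligodendrocyte-like and 26 in endothelial-like cells. With an upper limit of 4 SD, Node B-like cells among Yfp+ cells changed by -11.3 (call gained), and 37 genes differed in oligodendrocyte-like cells.

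With Scrublet's calls removed, the Node C-like share changed by 3.08 (sign turned), Node B-like among Yfp+ cells by -16.6 (call gained) and the r of Sufu with Gli1 by -0.171 (call lost). The share of Node D-like cells from vismodegib-treated tumors was 70.8%, 1001 genes changed in CGNP-like cells and the Gli1 change under vismodegib in Node A-like cells was 0.0246. In this setting and at a resolution of 0.4 the most mature Node D-like cluster took the name neuron-like, so the CGNP-like class lost cells. With the highest 2.5% of scores removed, the differences were -6.63 for Node A-like cells (call lost), 2.30 for Node C-like cells (sign turned) and -15.5 for Node B-like among Yfp+ cells (call gained).

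At a resolution of 0.4, r of Sufu changed by -0.167 (call lost), 863 genes changed in CGNP-like cells and 33 differed from WT in oligodendrocyte-like cells. At 1.2, Node C-like cells changed by 0.674 (sign turned), the log2 ratio of Node B-like to Node A-like cells by -0.73 and Node B-like among Yfp+ cells by -14.1 (both calls gained), and 49 genes differed in astrocyte-like and 34 in oligodendrocyte-like cells. With 20 PCs, Node A-like cells among Yfp+ cells changed by -14.1 (call gained). With the reported genes kept in the clustering, the differences were -5.28 for Node A-like (call lost), 6.15 for Node C-like (sign turned) and -18.5 for Node B-like among Yfp+ cells (call gained), and 33 genes differed in oligodendrocyte-like cells. With the genes that differ within a node left out, they were 4.31 for Node C-like cells (sign turned) and -15.1 for Node B-like among Yfp+ cells (call gained), with 33 genes.

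With classes from the nearest WT P7 cells, the log2 ratio of Node B-like to Node A-like cells changed by -0.66 and Node B-like among Yfp+ cells by -14.1 (both calls gained). The share of Node D-like cells from vismodegib-treated tumors was 70.1%, or 72.2% with each tumor weighted equally. The Gli1 change under vismodegib in Node A-like cells was 0.00621 and in Node B-like cells -0.0634, each with its sign turned. As a share of CGNP-like cells only, Node A-like cells changed by -6.35 (call lost). With 30 neighbors in the imputation, r of Ptch1 with Gli1, where Ptch1 is uncertain for its overlap, rose by 0.0787 (call gained). Of the Gfap+ cells 8.34% held Yfp, and of the Sox10+ cells 8.07%, in place of the shares of Yfp+ cells with these genes. Over all other settings of the Node C-like share its adjusted exact p was 0.0617 or more, and the sign of this share is not settled here.

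Within the 2 sets of tumors, the log2 ratio changed by -0.72 and Node B-like among Yfp+ cells by -16.0 (both calls gained). With the set as a term, 399 genes changed in Node A-like and 626 in Node B-like cells, 1033 were higher in vismodegib-treated Node A-like than in vehicle-treated Node B-like cells, and the Gli1 change under vismodegib in Node B-like cells was -0.0604. DESeq2 called 351 genes in Node A-like and 549 in Node B-like cells, and against WT 66 in astrocyte-like, 61 in oligodendrocyte-like and 85 in endothelial-like cells. Without a filter on low counts there were 377 and 485 under vismodegib and 55 and 56 against WT in astrocyte-like and oligodendrocyte-like cells. Without the tumor as a block, 674 genes were raised in Sox2+ cells. With all UMIs in place of sums thinned to 1 total, the genes that differ from WT numbered 5606, 600, 648, 181 and 107 in CGNP-like, astrocyte-like, oligodendrocyte-like, microglia-like and endothelial-like cells.

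The replicate numbers were not taken to pair the animals, since not every pair of the same number deviated together. A litter shared by some pairs is not excluded, as littermates were injected according to the paper and the labels give tumors of the same number adjoining serial numbers. Over 12406 genes, residuals of vehicle-treated and vismodegib-treated tumors with the same number correlated at -0.178 to 0.391 (mean 0.134, and -0.0324 for other numbers), and those of WT cerebella and vehicle-treated tumors at a mean of -0.0991 (0.0244). With the replicate block, the smallest p of an exact permutation of signs over 5 pairs is 0.063, so no call could be made. The differences are those of the unpaired comparison: -6.70 for Node A-like, -21.8 for Node B-like and 25.4 for Node D-like cells, 13.7 for Node D-like among Yfp+ cells, -11.7 for Hes1+ cells, -2.39 for the log2 ratio of Hes1+ to Myod1+ cells, -0.205 for r of Sufu, -22.7 for Hes1+ Fabp7- among Sox2+ cells, 18.6 for the position on the WT cells, 17.8 for the independent component and 10.4 for Hes1+ cells against WT.

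Leaving out each animal in turn gave, as lowest and highest difference, -8.61 to -5.79 for Node A-like, -23.7 to -18.9 for Node B-like, -3.43 to -0.141 for Node C-like and 22.1 to 27.9 for Node D-like cells. For Node A-like cells the call was lost without vehicle replicate 2 (-6.29), without vehicle replicate 3 (-6.15), without vehicle replicate 4 (-6.65), without vehicle replicate 5 (-5.79), without vismodegib replicate 2 (-6.94), without vismodegib replicate 4 (-6.31) and without vismodegib replicate 5 (-5.98), each as the share of cells in Node A-like. The ranges were -0.71 to -0.33 for the log2 ratio of Node B-like to Node A-like cells, -4.23 to 0.719, -16.9 to -9.65 and 11.3 to 15.6 for Node A-like, Node B-like and Node D-like among Yfp+ cells, -12.6 to -11.3 for Hes1+ and -2.40 to 0.747 for Myod1+ cells. Without vismodegib replicate 1 the sign for Node A-like among Yfp+ cells turned (0.719) and the call for Node B-like was gained (-16.9). For Myod1+ cells the sign turned without vehicle replicate 2 (0.747).

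The same ranges were -2.53 to -2.14 for the log2 ratio of Hes1+ to Myod1+ cells, -0.238 to -0.173 and 0.00273 to 0.0547 for the change of r of Sufu and Ptch1 with Gli1, -24.5 to -21.4 for Hes1+ Fabp7- among Sox2+ cells, 15.7 to 21.0 for the position on the WT cells, 12.6 to 21.2 for the independent component and 9.99 to 11.3 for Hes1+ cells against WT. They were 5.80 to 7.28 for Yfp in glia-like cells of vehicle-treated tumors and 5.56 to 7.58 over 10 tumors, 2.94 to 4.90% and 1.62 to 2.65% for Yfp+ cells with Gfap and Sox10, and 62.5 to 100% for Olig1 among the Yfp+ Sox2+ astrocyte-like cells, which moved without vehicle replicate 5. The share of Node D-like cells from vismodegib-treated tumors went from 67.4 to 84.2%, moving without vismodegib replicates 4 and 5 (67.4 and 70.7%) and vehicle replicate 5 (84.2%), and from 78.3 to 81.4% with tumors weighted equally.

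For genes under vismodegib the ranges were 1147 to 1927 in CGNP-like, 163 to 257 in Node A-like and 187 to 330 in Node B-like cells, the lowest without vehicle replicate 5 for the last (187), and 509 to 763 for vismodegib-treated Node A-like over vehicle-treated Node B-like cells. In Sox2+ cells they were 743 to 1170, the lowest without vehicle replicate 5. Against WT they were 41 to 54, 20 to 38, 25 to 37, 33 to 48 and 42 to 58 in CGNP-like, astrocyte-like, oligodendrocyte-like, microglia-like and endothelial-like cells. In oligodendrocyte-like cells the count moved without WT replicate 1 (36) and vehicle replicates 1 (34), 4 (37) and 5 (32). The Gli1 change under vismodegib in Node A-like cells was -0.36 to 0.0213, its sign turned without vehicle replicate 1 (0.0213) and without vismodegib replicate 5 (0.0158), and the Gli1 change under vismodegib in Node B-like cells was -0.15 to 0.28, turned without vismodegib replicate 1 (-0.0213) and without vismodegib replicate 2 (-0.15). Hes1 in CGNP-like cells changed by -4.33 to -3.95 and Myod1 by 0.0371 to 0.40.

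Some cells had no class in some settings. By the naming rule as first written, 1014 of 7216 WT cells had none, with a minimum of 1000 UMIs 520 of 5182 WT cells, and at a resolution of 1.2 122 cells of vehicle-treated and 273 of vismodegib-treated tumors. Thinned and clustered again, 91 and 128 had none. Depth limits every share of cells with a UMI, and thinned shares are given in the text for a part of them.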

Differences from the paper's values

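The settings named here as set before the data were examined are those of the limits, the clustering, the thinning, the threshold and the animals left out. The tests with other denominators and the pooling of cells were chosen after the values were seen. The paper's values are means over tumors or values over cells, while here the tumor is the replicate. A value is said to differ if it lies further from the paper's than the larger of the SD here and the error stated in the paper, and if 1 of the 2 is more than 1.5 times the other, while for a correlation a difference beyond the larger error or in sign is enough. This is no test, and a larger SD in a setting makes it harder to meet.

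For the share of Yfp+ cells of vehicle-treated tumors with Gfap, the paper's value is 8.04% (SEM 2.84) and the value here 4.32% (SD 3.25, n = 5). Without vehicle replicate 1 (4.90%), 2 (4.71%) or 4 (4.80%) the values no longer differ. The main gap is little more than the SD here. The values still differ with an upper limit of 4 SD (4.35%), a minimum of 1000 UMIs (4.39%), Scrublet's calls removed (4.36%), a log-normalized value above 1 (3.93%), thinning (1.39%) and without vehicle replicate 3 (2.94%) or 5 (4.25%). For Sox10 the paper's value is 7.59% (SEM 1.16) and the value here 2.23%, with a difference in each setting set before the data were examined, among them 2.08% with 4 SD, 1.92% with 1000 UMIs, 2.08% without Scrublet's calls, 2.40% with the log-normalized value, 2.35% thinned and 1.62 to 2.65% with 1 tumor left out. As shares of the Gfap+ and the Sox10+ cells with Yfp, a denominator chosen after seeing the values, they are 8.34% and 8.07%, which do not differ from the paper's.

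For Sox2+ cells of vehicle-treated tumors that are Hes1+ and Fabp7-, the paper's value is 41.1 ± 2.5% (the error bars of Fig. 8e are SEM) and the value here 25.4%. It differs in each setting set before the data were examined: 25.4% with 4 SD, 26.9% with 1000 UMIs, 25.4% without Scrublet's calls, 24.4% with the log-normalized value, 7.36% thinned, and with each tumor left out. Over the Sox2+ CGNP-like cells only, chosen after seeing the values and without the condition on Fabp7, 41.2% were Hes1+, which does not differ.

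For the r of Ptch1 with Gli1, where Ptch1 overlaps A930032L01Rik and is uncertain, the paper gives 0.971 for vehicle and 0.925 for vismodegib, against 0.654 and 0.692 here. For Sufu the paper gives 0.406 and -0.566, against 0.108 and -0.0971 here. The signs of these means over tumors are those of the paper, and the sizes differ in each setting set before the data were examined. The values nearest to the paper's were 0.799 and 0.878 for Ptch1 with 30 neighbors, and 0.190 and -0.221 for Sufu with imputation in each tumor. Without imputation they were 0.0394 and 0.0748 for Ptch1, and 0.0149 and -0.0240 for Sufu. The paper's r is over cells, with cells as replicates in its test, while the values here are means over 5 tumors. Over the cells of 5 tumors pooled, computed later, r was 0.637 and 0.655 for Ptch1, and 0.198 and 0.0200 for Sufu, so the sign for Sufu under vismodegib is not that of the paper when cells are pooled.

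The Node A share of the paper's Fig. 6h, read by eye, is about 32% with vehicle and about 22% with vismodegib, against 19.6% and 12.9% for Node A-like cells. Both no longer differ with an upper limit of 4 SD (23.7 and 14.9%), 1000 UMIs (26.0 and 19.0%), a resolution of 1.2 (26.5 and 18.0%), 20 PCs (30.8 and 17.3%) and classes from the nearest WT cells (31.0 and 21.1%). For vehicle alone this holds thinned (22.4%) and without vehicle replicate 1 (21.5%). They differ with Scrublet's calls removed, a resolution of 0.4, the reported genes kept in, the genes that differ within a node left out, and the other tumors left out in turn. The node-like classes are rebuilt from markers and need not hold the same cells as the paper's nodes.

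Of the Yfp+ cells in Fig. 6i, read by eye, about 11% were in Node C with vehicle, against 19.3% here. They do not differ by this criterion with 1000 UMIs (10.9%), Scrublet's calls removed (14.7%), a resolution of 1.2 (13.3%), 20 PCs (11.2%), the reported genes kept in (10.2%), the genes that differ within a node left out (14.5%) and thinning (13.5%), and do with 4 SD (18.6%), a resolution of 0.4 (22.5%), the nearest WT cells (7.17%) or a tumor left out. In Node D there were about 5% with vehicle, against 3.29% here. They do not differ by this criterion at a resolution of 1.2 (3.41%), with 20 PCs (5.65%) and without vehicle replicate 1 (3.78%) or 5 (3.63%). With the nearest WT cells (10.7%, SD 6.36) and thinning (9.67%, SD 8.82) it is not met either, but there the gap to the paper's value is larger, and the criterion is missed only for the larger SD. The values differ with 4 SD (2.99%), 1000 UMIs (3.02%), Scrublet's calls removed (2.47%), a resolution of 0.4 (1.78%), the reported genes kept in (3.15%), the genes that differ within a node left out (2.03%) and without vehicle replicates 2, 3 or 4.

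The paper's Supplementary Dataset 2, described as WT P7 clusters, lists Cre in 77.4% of the cells outside its first cluster, while 0.222% of the WT cells here hold a Cre UMI (16 of 7216). The difference stays with 4 SD, 1000 UMIs and Scrublet's calls removed. The dataset lists Cre for 13 clusters, and the WT tables do not hold the Cre counts that these percentages need.

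Some statements of the paper come out otherwise here. The text calls the lower share of Node A not significant. Here the difference of the Node A-like share had an exact permutation p of 0.0317 and an adjusted p of 0.0397 (n = 5 tumors each). The adjusted p was 0.0143 to 0.0882 over the other settings of the limits, the clustering, the thinning and the denominator. The call was lost in some of these settings and with most of the tumors left out in turn. A greater loss of Node B than of Node A was not separated from the spread between tumors (log2 ratio -0.59, exact permutation p = 0.135), and was at a minimum of 1000 UMIs, a resolution of 1.2, classes from the nearest WT cells and, chosen after seeing the values, within the 2 sets of tumors. The paper places the Yfp+ cells of its Sox2+ astrocytes entirely in the Olig1+ part, and here 9 of 12 held Olig1. Its clusters need not be those cells.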

Other observations

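Chosen after the result was seen were the tests of free RNA and of mixed droplets for Yfp in glia-like cells, of free RNA for Gfap and for the fall of Olig1 in CGNP-like cells, of depth and of the sets for the spread of the Node D-like share, and of the sets for the counts of genes. The hypotheses below were tested on the data in which they were found.

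Under vismodegib 1604 of 12406 genes changed in CGNP-like cells at an adjusted p under 0.05 (edgeR's quasi-likelihood test), 1041 up and 563 down. By the rule for named genes the rises were Fat2 (2.91 on the log2 scale), Diras2 (2.78), Pcp4 (2.76), Calb2 (2.73) and Cntn1 (2.69), and the falls Sowaha (-4.61), Rprml (-4.29), Hes1 (-4.09), Lama5 (-3.18) and Myc (-3.02), each in 5 of 5 tumors. Pcp4 overlaps Igsf5 and Lama5 overlaps Mir7005 on the same strand, which leaves both uncertain. Myod1 changed by 0.17 (adjusted p = 0.745, edgeR) and was not called. In Node B-like cells 294 of 9625 genes changed, 98 up and 196 down, and Gli1 changed by 0.11 (adjusted p = 0.910, edgeR). In Node A-like cells the rises were Cited1 (1.97), Selm (1.85), Chst2 (1.74), Ppp2r2b (1.38, uncertain for its overlap with AC099605.1) and Nt5dc2 (1.2), and the falls Pdlim3 (-5.37), Gas6 (-4.77), Sowaha (-4.49), Rprml (-3.60) and Hes1 (-3.44), each in 5 of 5 tumors.

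To see what a split of the 10 tumors by chance gives, 100 of the possible splits were tested like the treatment. In CGNP-like cells 1 of 100, the real one, gave as many genes, which argues against chance there, and the split of set 1 from set 2 gave 1534 against 1604. Splits that mix the treatments keep the treatment difference in the spread within their groups. This lowers their counts, so the comparison does not exclude chance. In Node A-like cells, in Node B-like cells and for vismodegib-treated Node A-like over vehicle-treated Node B-like cells 2 of 100 did. The other was the split of set 1 from set 2, which gave 1537, 1792 and 743 genes, more than the treatment. What parts the sets was not found, and they are handled as a technical batch. With the set as a term the counts were 2289 in CGNP-like, 399 in Node A-like and 626 in Node B-like cells and 1033 for the last contrast, so the sets do not account for the genes, although 2638 genes differ between the sets in CGNP-like cells with treatment in the model. For vehicle-treated tumors against WT, 1 of 100 splits gave as many genes in each of the CGNP-like, astrocyte-like, oligodendrocyte-like, microglia-like and endothelial-like classes, which argues against chance with the same limit and leaves age, genotype and device open. For genes raised in Sox2+ cells it was 1 of 16 exchanges within tumors, with at most 91 genes in the others, and 16 exchanges are too few to exclude chance by this count.

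A shift of cells from Node B-like to Node D-like could change the sums of CGNP-like cells without a change within any class. The change that the shares alone give was a median of 0.476 of the observed change of the called genes (middle 50% 0.263 to 0.681), and for 837 of 1604 genes it was less than 50%. Within a class, 215 genes changed in Node A-like, 294 in Node B-like, 132 in Node C-like and 12 in Node D-like cells, of which 173, 169, 124 and 11 were also called in CGNP-like cells in the same direction. For Hes1 the shares give -0.51 of the observed -4.09 (standard error 0.24). The shares are therefore not the whole cause, although they make up a large part of many changes. In Node B-like cells Hes1 fell within both clusters of the class, from 280.3 ± 54.3 to 23.1 ± 17.5 CPM and from 129 ± 29.2 to 14.9 ± 6.58 CPM (SD, n = 5 tumors), so a shift between these 2 clusters is not the whole cause of its fall there. For the called genes as a whole, a shift between the clusters inside a class stays open.

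Yfp UMIs in glia-like cells might be free RNA from CGNP-like cells. They would then be as frequent in vascular and microglia-like cells, and the share was higher in glia-like cells by 7.08 percentage points (SD 5.41, n = 10 tumors, 10 of 10; exact permutation of signs, p = 0.00195). Thinned, it was higher by 1.23 points (SD 1.18, 7 of 10, exact p = 0.0156). They might also come from droplets with a glial and a CGNP-like cell. Since 5.73% of CGNP-like cells hold Yfp, 123.5% of the glia-like droplets would have to hold one. In glia-like cells, the CPM of markers of the CGNP lineage was 5446 ± 1833 with and 5023 ± 763.5 without Yfp (SD, n = 10; exact permutation p = 0.525). Both tests argue against these sources. The Yfp+ glia-like cells held more UMIs, with a median of 3376 against 2012, as a higher chance to detect Yfp would give, but also a second cell, so single mixed droplets are not excluded. That part of the glia descends from the Math1-Cre lineage stays as a hypothesis, and expression of the transgene outside the lineage was not tested.

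Gfap UMIs in CGNP-like cells may be free RNA from astrocyte-like cells. Free RNA spread evenly would be as frequent in each node-like class at equal depth. After thinning, the share of cells with Gfap was higher in Node B-like cells than in the other 3 node-like classes on average, by 0.812 percentage points (SD 0.476, n = 10 tumors, 10 of 10; exact permutation of signs, p = 0.00195). Under vismodegib the Gfap UMIs of all cells outside the CGNP-like class changed by 3.48 on the log2 scale, per UMI of the tumor, and the Gfap CPM of CGNP-like cells by -0.00473 (exact permutation p = 0.0159 for the difference, n = 5 tumors each). Both argue against free RNA as the whole source. Over all CGNP-like cells the thinned share exceeded that of vascular and microglia-like cells by 0.0475 percentage points (SD 1.31, n = 10; exact permutation of signs, p = 0.920), so free RNA stays open for a part of them. This bears on the cells with Gfap and Yfp, of which 80 to 100% were CGNP-like in the vehicle-treated tumors.

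The lower r of Sufu with Gli1 under vismodegib may be part of a wider change of correlations. Among 1000 genes of like mean expression, the change of r of Sufu lay at percentile 5.90, inside the middle 95% (-0.246 to 0.241). Of these genes 421 had an exact permutation p under 0.05 and 433 a lower r. A change common to many genes, such as a shift of the classes, stays open, and a change specific to Sufu was not shown.

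Olig1 and Olig2 fell in CGNP-like cells under vismodegib, with changes of -2.72 and -4.53 on the log2 scale. Less free RNA from oligodendrocyte-like cells may be the cause, but it would fall no more than its source. Per UMI of the tumor, the Olig1 UMIs of all cells outside the CGNP-like class changed by -0.44 on the log2 scale and the Olig1 CPM of CGNP-like cells by -2.59 (difference -2.15, exact permutation p = 0.00794, n = 5 tumors each). That argues against free RNA as the whole cause. A test set earlier, by the change of 12 other genes of oligodendrocyte-like cells, decides nothing, since 8 rose and the others fell. In oligodendrocyte-like cells Olig1 was at 2007 and 1348 CPM. A response of CGNP-like cells to SMO inhibition is a hypothesis, and a change in the cells that make up the class stays open.

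The Node D-like share of the vismodegib-treated tumors ranged over 23.2 percentage points. Depth is not the source, since after thinning and clustering again the range was 27.5. The 2 sets differ by 21.4 percentage points under vismodegib, with a ratio of 1.85, and under vehicle by -0.897 with a ratio of 0.901. Under vismodegib the tumors ranged from 23.6 to 26.2% in set 1 and from 46.6 to 46.7% in set 2. Under vehicle the ranges overlap, at 7.90 to 10.1% and 5.64 to 11.5%. That argues against a technical difference that shifts the share alike under both treatments. A technical difference confined to the vismodegib-treated tumors and a different response to the drug cannot be told apart. With 3 tumors against 2 the smallest exact p is 0.100.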
